# Age-related TFEB downregulation in proximal tubules causes systemic metabolic disorders and occasional apolipoprotein A4–related amyloidosis

**DOI:** 10.1172/jci.insight.184451

**Published:** 2024-12-19

**Authors:** Jun Nakamura, Takeshi Yamamoto, Yoshitsugu Takabatake, Tomoko Namba-Hamano, Atsushi Takahashi, Jun Matsuda, Satoshi Minami, Shinsuke Sakai, Hiroaki Yonishi, Shihomi Maeda, Sho Matsui, Hideaki Kawai, Isao Matsui, Tadashi Yamamuro, Ryuya Edahiro, Seiji Takashima, Akira Takasawa, Yukinori Okada, Tamotsu Yoshimori, Andrea Ballabio, Yoshitaka Isaka

**Keywords:** Metabolism, Nephrology, Chronic kidney disease, Fatty acid oxidation, Mitochondria

## Abstract

With the aging of society, the incidence of chronic kidney disease (CKD), a common cause of death, has been increasing. Transcription factor EB (TFEB), the master transcriptional regulator of the autophagy/lysosomal pathway, is regarded as a promising candidate for preventing various age-related diseases. However, whether TFEB in the proximal tubules plays a significant role in elderly patients with CKD remains unknown. First, we found that nuclear TFEB localization in proximal tubular epithelial cells (PTECs) declined with age in both mice and humans. Next, we generated PTEC-specific *Tfeb*-deficient mice and bred them for up to 24 months. We found that TFEB deficiency in the proximal tubules caused metabolic disorders and occasionally led to apolipoprotein A4 (APOA4) amyloidosis. Supporting this result, we identified markedly decreased nuclear TFEB localization in the proximal tubules of elderly patients with APOA4 amyloidosis. The metabolic disturbances were accompanied by mitochondrial dysfunction due to transcriptional changes involved in fatty acid oxidation and oxidative phosphorylation pathways, as well as decreased mitochondrial clearance. This decreased clearance was reflected by the accumulation of mitochondria–lysosome-related organelles, which depended on lysosomal function. These results shed light on the presumptive mechanisms of APOA4 amyloidosis pathogenesis and provide a therapeutic strategy for CKD-related metabolic disorders and APOA4 amyloidosis.

## Abstract 2

With age, decreased TFEB activity in proximal tubules causes systemic metabolic disorders and sometimes apolipoprotein A4-related amyloidosis through combined mitochondrial and lysosomal dysfunction.

## Introduction

Chronic kidney disease (CKD), defined as a persistent decrease in kidney function or abnormalities of kidney structure for at least 3 months, affects approximately 10% of the population worldwide (1). CKD is one of the leading causes of death from noncommunicable diseases, and the number of CKD-associated deaths has been increasing among the elderly in recent years (2, 3). Sodium–glucose cotransporter 2 inhibitors have demonstrated a markedly beneficial effect on CKD in individuals with or without diabetes, and this effect has been shown to extend to the elderly population (4). However, there remains a marginal risk of CKD progression, indicating the need for further treatment options.

With the aging of society, the incidence of various age-related diseases, such as CKD, has been increasing. To combat these diseases, a variety of treatment methods have been identified, including autophagy modulators, stem cell therapy, antioxidative treatments, and elimination of senescent cells with senolytics (5, 6). Notably, a clinical trial of senolytics is currently being conducted in patients with diabetic kidney disease (7). However, it is important to recognize that senescence plays a crucial role in slowing tumor progression (8), and continuous or acute elimination of senescent cells can lead to health deterioration (9). Therefore, strategies to suppress cellular senescence seem to be safe and promising.

Interventions that properly regulate autophagy, an intracellular degradation system essential for cellular homeostasis and adaptation to stress, can prevent age-related diseases (10). We have demonstrated that autophagy in proximal tubular epithelial cells (PTECs) protects against acute kidney injury (11–13) and prevents CKD progression under various chronic conditions, including kidney aging (14–20).

Transcription factor EB (TFEB), the master transcriptional regulator of the autophagy/lysosomal pathway (21, 22), is regarded as a promising candidate for the prevention of various age-related diseases and extension of lifespan (23–25). This is supported by the fact that TFEB regulates mitochondrial function (26–29), in addition to the autophagy/lysosomal pathway, and that dysfunction of both pathways is a hallmark of aging (30). Furthermore, it has been reported that MondoA and HKDC1, both of which are closely related to TFEB, are candidates for preventing cellular senescence (31–33). TFEB is also considered to be a therapeutic target in kidney diseases (34), and we have clarified that TFEB in PTECs protects against kidney injury by maintaining lysosomal homeostasis (35, 36).

Given this background, we hypothesize that TFEB plays an important role in kidney aging, especially in PTECs, but this remains to be elucidated. In this study, PTEC-specific *Tfeb*-deficient mice were bred for up to 24 months, and the role of TFEB was examined using various methods including single-cell RNA-Seq (scRNA-Seq) analysis and electron microscopy.

## Results

### Nuclear TFEB localization in PTECs is downregulated with age.

WT mice aged 6 weeks or 24 months were compared, representing young and aged mice, respectively. An immunofluorescence study demonstrated that nuclear TFEB localization in PTECs was significantly decreased in aged mice compared with young mice (Figure 1A and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.184451DS1). On the other hand, Transcription factor binding to IGHM enhancer 3 (TFE3), another member of the microphthalmia/transcription factor E (MiTF/TFE) family, did not change with age (Figure 1B). Aging and the mTOR signaling are closely linked (37), and TFEB is phosphorylated and retained in the cytoplasm by mTOR complex 1 (mTORC1) (38). The phosphorylation of S6 Ribosomal Protein (S6RP), a downstream target of mTORC1, was increased in the aged kidneys (Figure 1C), indicating that activated mTORC1 signaling is one of the reasons for decreased nuclear TFEB localization. Additionally, we analyzed data on kidney biopsy samples from patients with CKD, using the dataset reported in our previous studies, with modifications (20, 35). Compared with nonobese young patients, older patients exhibited markedly decreased nuclear TFEB localization, mirroring the findings observed in aged mice (Figure 1D, Supplemental Figure 1B, and Supplemental Tables 1 and 2). Collectively, these results indicate that nuclear TFEB localization in PTECs decreases with age.

### Long-term TFEB deficiency in PTECs does not largely induce renal dysfunction.

We generated transgenic mice that specifically overexpressed TFEB in the proximal tubules to elucidate the role of TFEB during the aging process. The *Tfeb* conditional overexpressing mouse line, carrying *Tfeb-3xFlag^fs/fs^* under the control of a strong chicken β-actin (CAG) promoter (22), was crossed with the kidney androgen-regulated protein–Cre (KAP-Cre) mouse line expressing Cre recombinase almost exclusively in the kidney and specifically in the S3 segment of the proximal tubules (11, 39, 40). A significant increase in kidney weight was observed in PTEC-specific *Tfeb*-overexpressing mice at 4 months of age (Supplemental Figure 1C). Histological analysis showed aberrant cell proliferation and vacuolar degeneration in proximal tubules (Supplemental Figure 1D). Notably, in a previous report, other kidney-specific *Tfeb*-overexpressing mice generated by crossing the Cadherin16-Cre mouse line displayed massive proliferation of cells in collecting ducts and distal tubules, resulting in tumorigenesis (41). This raised concerns about maintaining PTEC-specific *Tfeb*-overexpressing mice up to 24 months of age.

To explore the role of TFEB in aging PTECs, we compared PTEC-specific *Tfeb*-deficient *Tfeb^fl/fl^* KAP mice with *Tfeb^fl/fl^* mice for up to 24 months. An immunofluorescence study demonstrated that TFEB was specifically deleted in the S3 segment of the proximal tubules (Supplemental Figure 2). In the majority of *Tfeb^fl/fl^* KAP mice, periodic acid–Schiff (PAS) staining indicated minimal morphological abnormalities, including tumorigenesis, in the proximal tubules of both the aged groups (Supplemental Figure 3A). Additionally, Picrosirius red staining showed little enhancement of interstitial fibrosis (Supplemental Figure 3B). Consistent with these staining results, kidney function assessed by blood tests exhibited no significant differences between the 2 aged groups (Supplemental Figure 3C). Together, these results suggest that long-term TFEB deficiency in PTECs does not significantly affect morphological features in the kidney.

### TFEB downregulation in PTECs causes apolipoprotein A4 (APOA4) amyloidosis in aged mice.

We identified that distinctive extracellular, amorphous, and hypocellular material was prominently deposited in the glomeruli and in the interstitium in several aged *Tfeb^fl/fl^* KAP mice (Figure 2A). Of these, 26.7% (4 of 15) showed extensive deposition as indicated by a score of “3 (extensive)” for amyloid deposition. This suggested the presence of amyloid fibril deposits (Figure 2B). Congo red staining, the gold standard for identifying amyloid fibrils (42), revealed these deposits with characteristic red-orange staining and apple-green birefringence under polarized light (Figure 2B). In line with these results, albuminuria was detected in aged *Tfeb^fl/fl^* KAP mice (Supplemental Figure 3D). Additionally, electron microscopy demonstrated fibrils with a mean diameter of 10 nm, consistent with amyloid fibrils (Figure 2C) (42).

Next, we isolated glomeruli with amyloid deposits by performing laser-capture microdissection (LMD) from formalin-fixed paraffin-embedded (FFPE) samples and identified amyloidosis-related protein using liquid chromatography–tandem mass spectrometry–based (LC-MS/MS–based) proteomics (Figure 2D), hereinafter referred to as LMD–LC-MS/MS (43, 44). This LMD–LC-MS/MS analysis revealed the presence of amyloid signature proteins, including apolipoprotein E, clusterin, and vitronectin, indicating amyloid deposition and suggesting potential identification of causative amyloidogenic proteins from this sample. A representative list of proteins known to cause or be associated with amyloidosis is shown in Table 1. Among these known amyloidogenic proteins, APOA4 exhibited the highest spectral counts in this study, followed by APOA2 and serum amyloid A (SAA) protein. While age-related APOA2 amyloidosis has been reported in aged mice — and is characterized by amyloid deposits, especially in the intestines (45) — only minor amyloid deposits were observed in the intestines (Supplemental Figure 4A). Immunoglobulin heavy and light chains were also detected, but no amyloid deposits were identified in the bone marrow (Supplemental Figure 4A) even though most patients with immunoglobulin-related amyloidosis exhibit bone marrow amyloid deposits (46). In addition to the kidney, amyloid deposits were also detected in the interstitium of the heart and the vessel walls of the liver (Supplemental Figure 4A). The result of LMD–LC-MS/MS analysis and these characteristics resemble those of mice with APOA4 amyloidosis in the absence of DREAM (Dp, Rb-like, E2F, and MuvB) assembly (47), indicating that APOA4 was the most likely cause of amyloidosis. Indeed, staining for APOA4 was highly positive, corresponding to the distribution of Congo red^+^ regions (Figure 2E and Supplemental Figure 4B). Furthermore, we investigated the relationship between APOA4 amyloidosis and nuclear TFEB localization in PTECs using human autopsy samples. Compared with control young patients, nuclear TFEB localization in PTECs was reduced in the elderly patient withAPOA4 amyloidosis with a genetic variant of APOA4, which we previously reported (48) (Figure 2F and Supplemental Figure 4C). This result may indicate that decreased nuclear TFEB localization with age triggers APOA4 amyloidosis in a patient with a genetic variant of APOA4.

We next investigated the reasons for the increase in APOA4. First, previous studies have suggested that APOA4 may be degraded in the lysosomes of PTECs (49, 50), although the exact mechanism is not well understood. To investigate this further, we used HK-2 cells (human PTECs) treated with recombinant human APOA4 and assessed whether TFEB, a master regulator of lysosomal function, regulates APOA4 accumulation. We confirmed that HK-2 cells showed an increase expression of APOA4 in a dose-dependent manner (Figure 2G). As expected, TFEB knockdown increased APOA4 accumulation (Figure 2H), indicating that APOA4 regulation depends on TFEB in PTECs. In agreement with this result, PTECs in aged *Tfeb^fl/fl^* KAP mice showed increased APOA4 deposition (Supplemental Figure 4D). Second, we assessed the extent of APOA4 in the intestine and the liver because APOA4 is mainly synthesized by these organs (51). APOA4 was significantly increased in the livers of aged *Tfeb^fl/fl^* KAP mice (Figure 2I and Supplemental Figure 4, E and F). Consistent with these findings, plasma APOA4 was also increased in aged *Tfeb^fl/fl^* KAP mice (Figure 2J). These data suggest that APOA4 amyloidosis in aged *Tfeb^fl/fl^* KAP mice may be induced by both decreased APOA4 degradation in PTECs and increased hepatic APOA4 synthesis.

### TFEB deficiency in PTECs leads to metabolic disorders in aged mice.

In mice, hepatic steatosis induces APOA4 expression, which reduces the lipid burden (52). Histological evaluation revealed that the degree of hepatic steatosis was more severe in aged *Tfeb^fl/fl^* KAP mice than in aged *Tfeb^fl/fl^* mice (Figure 3, A and B). Therefore, we investigated whether systemic metabolic changes were evident in aged *Tfeb^fl/fl^* KAP mice. At around 16 months of age, *Tfeb^fl/fl^* KAP mice exhibited a lower rate of body weight loss compared with *Tfeb^fl/fl^* mice, although the difference was not significant (Supplemental Figure 5, A and B). Consistent with this observation, epididymal white adipose tissue (eWAT) demonstrated greater weight and adipose cell size in aged *Tfeb^fl/fl^* KAP mice (Figure 3, C and D). Moreover, TFEB deficiency in PTECs increased the expression of adipogenic genes in eWAT, including *Acaca* and *Fasn*, and the expression of *Plin2*, a gene that participates in lipid droplet (LD) formation (53) (Supplemental Figure 5C). In addition, aged *Tfeb^fl/fl^* KAP mice showed increased plasma levels of circulating free fatty acids (FFAs) (Figure 3E). Taken together, our findings indicate that the loss of TFEB in PTECs causes metabolic disorders in aged mice.

### scRNA-Seq analyses identify downregulation of the oxidative phosphorylation pathway with age, caused by TFEB deficiency in the S3 segment.

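Single-cell libraries that count the 3′ ends of transcripts with unique molecular identifiers (UMIs) were made on the 10x Genomics platform from dissected renal cortex of male mice. Cortex tissue of 2 or 3 mice was pooled in each group before it was digested, so that 1 library stands for each of 4 conditions: young (6 weeks) *Tfeb fl/fl* mice, young *Tfeb fl/fl* KAP mice, aged (24 months) *Tfeb fl/fl* mice and aged *Tfeb fl/fl* KAP mice. This order is kept for lists of 4 values. In *Tfeb fl/fl* KAP mice *Tfeb* is deleted in PTECs, by the paper's immunofluorescence in the S3 segment, and *Tfeb fl/fl* mice are their controls. The authors aligned and counted the reads with Cell Ranger (version 6.0.0), removed background RNA with SoupX (version 1.6.2) and deposited the corrected counts, whole numbers of UMIs for each gene symbol and barcode. The genome build is not given in the sources used here. The files hold 16945, 12685, 8358 and 10097 barcodes with 194747936, 155327520, 125729484 and 135792884 UMIs in total. The filters of the paper's methods, at least 1000 genes detected per cell and at most 50% of counts from mitochondrial genes, left 32407 of the 48085 barcodes. Scrublet then scored doublets, and the share expected at 0.8% per 1000 cells was removed, 8.81, 6.78, 4.79 and 5.54% of the cells. The 10045, 7895, 5704 and 6547 cells kept add up to 30191, and the paper reports 30145. Their median depth was 12161, 12353, 14760 and 11810 UMIs per cell. With at most 20% of counts from mitochondrial genes, 16520 cells were kept.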

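Counts were summed over the cells of a class in each library, and a gene is given as CPM, its count scaled to the same total in each class and library, and as the log2 ratio of the CPM values of 2 libraries. Its 95% interval is the exact binomial interval of the summed counts and covers counting error only. Cells are not replicates, and with 1 library per condition no difference between mice can be tested, so no p-value is given. A pathway is given as the median log2 ratio of its genes with a mean CPM of at least 10 over both libraries. That median was set against 10000 random lists of as many genes with similar expression, as its percentile among them and their 95% range, which describes these libraries and is not a test. On counts simulated for aged against young *Tfeb fl/fl* mice in S3-like cells with 200 of 6558 genes changed, 95.3% of true ratios lay inside their interval, and 96% of unchanged lists lay inside the range of random lists. These counts varied by counting error alone and the lists were drawn at random, so that both shares check the computation only. Genes that vary together and libraries that differ beyond counting error were not simulated. The paper compared cells with MAST, which takes each cell as a replicate, and tested pathways with gseKEGG (clusterProfiler version 4.6.2).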

To elucidate the mechanisms underlying the metabolic disorders in aged *Tfeb^fl/fl^* KAP mice, we performed scRNA-Seq analyses of the kidneys from young or aged *Tfeb^fl/fl^* mice and *Tfeb^fl/fl^* KAP mice. 

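Expression of 2000 variable genes was reduced to 30 principal components, the 4 libraries were integrated with an implementation of the Harmony algorithm, and Leiden clustering at a resolution of 1.0 gave 34 clusters. Clusters were named from lists of marker genes, with the ending "-like" to mark that the names were rebuilt from the counts, and 17 classes were found. No cluster was named as parietal epithelial cells, since clusters 29 and 30, which came closest to that class, had 2 and 1 of its markers detected and 3 were needed. Clusters of 1553, 1547, 1299 and 1147 cells carried markers of the S1/S2 segments of the proximal tubule, such as *Slc5a2*, *Slc5a12* and *Slc34a1*, and clusters of 2684, 2552, 1003 and 63 cells carried markers of the S3 segment. Among the S3 markers, *Slc22a30* had a UMI in 98.2% and *Slc7a13* in 92.9% of the 856 cells that young *Tfeb fl/fl* mice gave to the largest of these clusters, whereas *Cyp7b1* had a UMI in only 0.467%, *Slc22a19* in 3.39% and *Bcat1* in 0.117% of them. Of the 7 S3 markers, 4, 3 and 4 counted as detected in the 3 larger clusters, and all 7 only in the cluster of 63 cells, so that the name of the class rests on part of its markers. In the 40 cells that young *Tfeb fl/fl* mice gave to that cluster, *Cyp7b1*, *Slc22a19* and *Bcat1* had a UMI in 67.5, 97.5 and 52.5%. The tissue was cortex, and the paper places S3 mainly in the outer medulla's outer stripe. Cells of the S1/S2 segments within the 3 larger clusters are therefore not excluded, and S3-like results hold for the class as rebuilt. The S1/S2-like class held 1798, 1649, 1079 and 1020 cells and the S3-like class 1825, 1542, 1596 and 1339 cells. Clusters with markers of more than 1 class in deeply sequenced cells, or with fewer than 3 detected markers of any class, stayed unnamed and held 5.43, 4.13, 3.82 and 3.53% of the cells. The class of proliferating cells had only 11 and 16 cells in the aged libraries and was not compared there.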

We classified the constituent cells into 18 clusters on the basis of cell type marker genes, with a specific focus on the proximal tubule cluster (Figure 4, A and B, and Supplemental Figure 6A). First, we analyzed the S1/S2 segment clusters of young and aged *Tfeb^fl/fl^* mice to confirm the effect of aging. 

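The S1/S2-like cells of young *Tfeb fl/fl* mice gave 26730165 UMIs and those of aged *Tfeb fl/fl* mice 20725282, with medians of 12454 and 15606 UMIs per cell. The 4 clusters of the class were not shared equally. Clusters 6, 7, 8 and 11 held 487, 415, 497 and 399 cells of young mice and 321, 387, 209 and 162 cells of aged mice, so that clusters 6 and 7 carried most of the aged cells. Over the 7186 genes with a mean CPM of at least 10, the median log2 ratio of aged to young was 0.064. *Tfeb* itself was at 8.27 CPM in young and 8.40 CPM in aged mice, a log2 ratio of 0.022 (95% interval -0.27 to 0.32), so that no difference was detectable at this depth.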

In the aged *Tfeb^fl/fl^* mice, 586 genes were significantly upregulated, and 377 genes were downregulated (Figure 4C and Supplemental Table 3). 

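Of the 963 genes in Supplemental Table 3, 959 had counts in both libraries, and for 957 of them (99.8%) the log2 ratio of CPM in S1/S2-like cells had the sign of the paper's fold change. The correlation of both measures was 0.749 across these genes, which are not independent replicates and were chosen by the paper on the same libraries. With at most 20% of counts from mitochondrial genes, the share with the same sign was 97.6%. Among genes with a mean CPM of at least 50, the largest log2 ratios were those of *Cyp2d12* (4.32, 644 against 32.2 CPM), *Slc7a13* (3.42), *Lpl* (2.12), *Apob* (2.01) and *Cyp2e1* (1.95). *Slc7a13* is also a marker of the S3 segment, and *Cyp2d12* belongs to a family of close copies among which counting could have split reads. The smallest were those of *Ptgds* (-3.61), *Mt1* (-3.52), *Fabp3* (-3.03), *Ttr* (-2.15) and *Gc* (-1.80). The lysosomal genes *Lgmn* (-0.54, 95% interval -0.57 to -0.51) and *Ctsl* (-0.34, 95% interval -0.37 to -0.31) were lower in aged mice, and *Psap* (0.50) and *Lipa* (0.46) were higher.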

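The OXPHOS list (from gene nomenclature) and the citrate cycle list (by hand) were not taken from KEGG. In S1/S2-like cells, 69 of the 78 genes for nuclear-encoded subunits of OXPHOS had a lower CPM in aged than in young *Tfeb fl/fl* mice. Their median log2 ratio was -0.22, below all of the random lists, whose 95% range was -0.018 to 0.16. Among them, *Atp5g1* fell from 1267 to 738 CPM (log2 ratio -0.78, 95% interval -0.81 to -0.75), and *Ndufb8* (-0.67), *Ndufc2* (-0.66), *Ndufa8* (-0.66), *Ndufa4* (-0.54), *Cox5a* (-0.53), *Uqcrb* (-0.49), *Atp5d* (-0.49) and *Ndufb9* (-0.49) fell as well. The 13 mitochondrially encoded subunits had a median of 0.021, at percentile 59.7. The OXPHOS median moved most with clustering at a resolution of 0.5, to -0.30, and kept its sign under the 11 alternatives set beforehand. Taken cluster by cluster, it was -0.045 in cluster 6, inside the range of random lists (-0.079 to 0.14), and -0.13, -0.27 and -0.37 in clusters 7, 8 and 11, each below it. The citrate cycle genes had a median of -0.22 (22 of 27 lower, percentile 0.0700). In S3-like cells (1596 aged and 1825 young), the OXPHOS median was 0.084 (53 of 78 higher) and that of the citrate cycle 0.091 (17 of 27 higher), at percentiles 57.5 and 87.2 of random lists. Of the 3 larger S3-like clusters, cluster 12 had an OXPHOS median of 0.19 (56 of 77 higher), above the range of random lists (-0.031 to 0.15), and clusters 1 and 2, at 0.080 and 0.037, lay inside theirs. The difference between the S1/S2-like and S3-like classes was not tested. The KEGG list for thermogenesis was not analysed here.

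**Figure D1:**
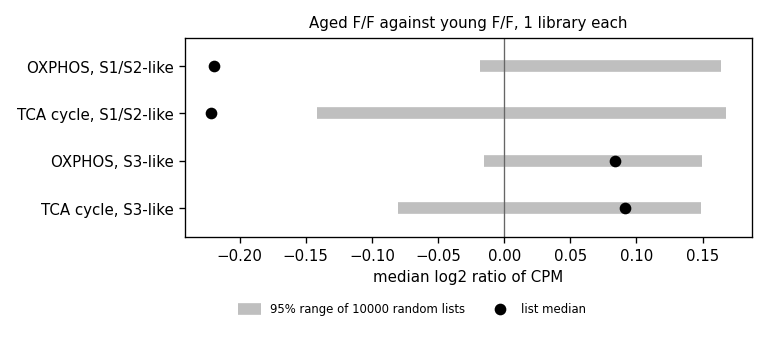
Median log2 ratio of CPM (x axis) of the OXPHOS and citrate cycle (TCA cycle) lists in S1/S2-like and S3-like cells, aged against young *Tfeb fl/fl* (F/F) mice with 1 library each. Points are list medians, and gray bars span the central 95% of 10000 random lists of similar expression. Both points of the S1/S2-like class lie to the left of their bars, both at -0.22, and both points of the S3-like class lie within theirs.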

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses revealed the suppression of the oxidative phosphorylation (OXPHOS), citrate cycle (TCA cycle), and thermogenesis pathways in the S1/S2 segment clusters of aged mice (Figure 4D), whereas these pathways were not suppressed in the S3 segment clusters (Supplemental Figure 6, B and C, and Supplemental Table 4). This corroborates that the scRNA-Seq analyses adequately captured the characteristics of kidney aging, as mitochondrial dysfunction is a hallmark of aging (30).

Next, to investigate the effect of TFEB deficiency in the S3 segment of aged mice, we compared the S3 segment cluster between aged *Tfeb^fl/fl^* KAP mice and aged *Tfeb^fl/fl^* mice. 

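The S3-like cells of aged *Tfeb fl/fl* KAP mice (1339 cells, median 21034 UMIs) were set against those of aged *Tfeb fl/fl* mice (median 24686 UMIs). *Tfeb* was counted 69 times against 211 times, 2.10 against 5.34 CPM, a log2 ratio of -1.34 (95% interval -1.76 to -0.95). It moved most with clustering at a resolution of 0.5, to -0.90. In the young libraries it was counted 159 times in *Tfeb fl/fl* KAP and 248 times in *Tfeb fl/fl* mice, a log2 ratio of -0.37 (95% interval -0.67 to -0.080). Reads from the 3′ end can lie outside the deleted part of the gene, so that remaining counts do not measure functional transcripts. The related gene *Tfe3* had a log2 ratio of -0.13 between the aged libraries (95% interval -0.40 to 0.14), which includes 0, and *Apoa4* had 8 and 4 UMIs, too few to compare. The median over 6576 genes was -0.0050. Among genes with a mean CPM of at least 50, the largest log2 ratios were those of *Slco1a1* (1.78, 288 against 83.5 CPM), *Chd9* (1.28), *Polr3e* (1.10), *Nudt19* (1.07) and *Cyp24a1* (1.02), and the smallest those of *Apoe* (-1.68), *Cyp4a14* (-1.55), *Klf6* (-1.49), *Rarres2* (-1.49) and *Dpys* (-1.48). All 210 genes of Supplemental Table 5 had the sign of the paper's fold change, with a correlation of 0.819 across genes. The paper chose these genes on the same libraries, so that a shared sign was nearly fixed beforehand and speaks only for the rebuilt class.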

The lysosomal pathway is the representative pathway controlled by TFEB (22). 

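*Ctsb*, which encodes the protease cathepsin B, was at 192 CPM in S3-like cells of aged *Tfeb fl/fl* KAP mice and at 250.3 CPM in those of aged *Tfeb fl/fl* mice, a log2 ratio of -0.38 (95% interval -0.43 to -0.34). *Lamp1*, for a lysosomal membrane protein, was at 688 and 832 CPM, a log2 ratio of -0.27 (95% interval -0.30 to -0.25). *Psap* (-0.36), *Lgmn* (-0.34), *Lipa* (-0.31) and *Ctsl* (-0.13) also had a lower CPM in aged *Tfeb fl/fl* KAP mice, and all 6 intervals leave out 0. Of the 6 genes, *Psap* moved most, to -0.19 with clustering at a resolution of 0.5. In the young libraries, *Lgmn* (-0.25) and *Psap* (-0.11) were lower in *Tfeb fl/fl* KAP mice, *Lipa* (0.42) and *Ctsl* (0.13) were higher, and *Ctsb* (0.041) and *Lamp1* (0.0062) differed little.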

A volcano plot showed that several lysosomal genes, including *Ctsb* and *Lamp1,* were downregulated in the S3 segment cluster of aged *Tfeb^fl/fl^* KAP mice (Figure 5A and Supplemental Table 5). 

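The lysosome list was written by hand and not taken from KEGG. Members such as *Ctsb*, *Lamp1* and *Lgmn* had been seen among the genes that the paper lists as changed. The place of the list among random lists is therefore not a blind test. Of the 57 lysosomal genes with a mean CPM of at least 10, 40 had a lower CPM in S3-like cells of aged *Tfeb fl/fl* KAP than of aged *Tfeb fl/fl* mice. Their median log2 ratio was -0.087, at percentile 0.100 of random lists (95% range -0.058 to 0.036). Under the 10 alternatives set beforehand it stayed negative, and it came closest to 0, at -0.058, when CPM values were averaged over cells. By cluster, the median was -0.074 in cluster 1, inside the range of random lists, -0.14 in cluster 2, below it, and 0.013 in cluster 12. In young mice, the median of 58 lysosomal genes was 0.0058 (30 higher and 28 lower in *Tfeb fl/fl* KAP mice), at percentile 19.4, and it changed sign under 5 of the 10 alternatives. Whether the ratio differs between young and aged mice was not tested. *Tfeb* counts also fell less with genotype in the young than in the aged libraries. A weaker loss of *Tfeb* in young mice therefore cannot be told apart from an effect of age, for this list or the others.

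**Figure D2:**
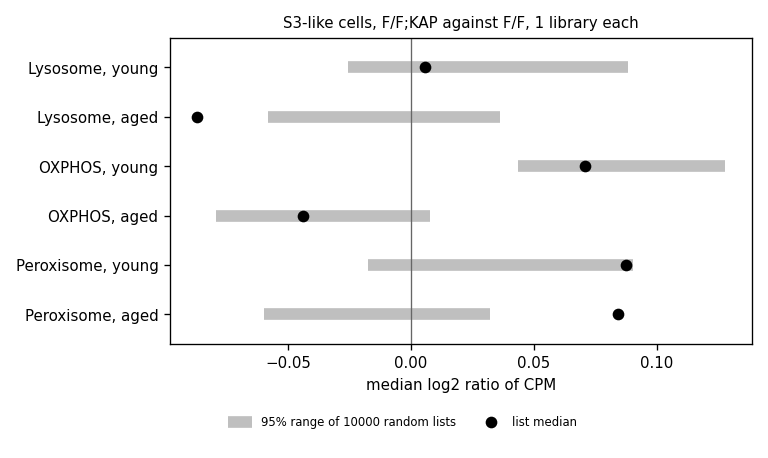
Median log2 ratio of CPM (x axis) of the lysosome, OXPHOS and peroxisome lists in S3-like cells, *Tfeb fl/fl* KAP (F/F;KAP) against *Tfeb fl/fl* (F/F) mice, young and aged, with 1 library each. Points are list medians, and gray bars span the central 95% of 10000 random lists of similar expression. In aged mice the lysosome point lies to the left of its bar and the peroxisome point (0.084) to the right, and the other points lie within their bars.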

KEGG pathway enrichment analyses also demonstrated that the lysosomal pathway was downregulated in the S3 segment cluster of aged *Tfeb^fl/fl^* KAP mice, although TFEB deficiency in the S3 segment did not affect this pathway in young mice (Figure 5B and Supplemental Figure 6, D and E). Moreover, the OXPHOS and thermogenesis pathway were suppressed in aged *Tfeb^fl/fl^* KAP mice, but not in young *Tfeb^fl/fl^* KAP mice (Supplemental Figure 6F). 

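The OXPHOS list used here, nuclear subunits from gene nomenclature, is not the KEGG list that the paper tested. Its values are therefore no direct test of the paper's pathway result. In S3-like cells, 56 of 78 nuclear genes for OXPHOS subunits had a lower CPM in aged *Tfeb fl/fl* KAP than in aged *Tfeb fl/fl* mice, with a median log2 ratio of -0.044 that lay inside the range of random lists (-0.079 to 0.0077, percentile 33.4). *Atp5g1* (-0.20, 95% interval -0.23 to -0.18), *Ndufa8* (-0.18) and *Cox5a* (-0.17) were among those with a lower CPM. Across the 11 alternatives set beforehand, the median ranged from -0.069, with at most 20% of counts from mitochondrial genes, to -0.026. It was -0.11 in cluster 12 and -0.023 and -0.0066 in clusters 1 and 2. Cluster 12 made up 15.4% of the S3-like cells in aged *Tfeb fl/fl* and 21.4% in aged *Tfeb fl/fl* KAP mice, so that the mix of clusters may add to the class value. The mitochondrially encoded subunits had a median of -0.0012. In young mice, 57 of 77 nuclear genes had a higher CPM in *Tfeb fl/fl* KAP mice, with a median of 0.071, at percentile 22.9 of random lists (95% range 0.043 to 0.13).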

TFEB also controls the expression of genes involved in mitochondrial biogenesis, fatty acid oxidation (FAO), and OXPHOS through peroxisome proliferator–activated receptor γ coactivator 1 α–mediated (PPARGC1α-mediated) and PPARα-mediated pathways, as well as pathways not mediated by these proteins (29, 54). These changes indicate an increased dependence on TFEB during kidney aging. Finally, we monitored cellular oxygen consumption rates (OCRs) with an extracellular flux analyzer, using control and TFEB knockdown HK-2 cells. Maximal OCR was decreased in the TFEB knockdown cells (Figure 5C). These results underscore that TFEB deficiency downregulates OXPHOS in the proximal tubules of aged mice.

### TFEB deficiency reduces mitochondrial clearance in the S3 segment with age.

On the basis of these scRNA-Seq analyses, we focused on mitochondria in the proximal tubules. Both the outer stripe of the outer medulla and the medullary ray of the cortex, which together correspond to the S3 segment, showed weak staining of succinate dehydrogenase (SDH) and cytochrome c oxidase (COX) in the kidneys of aged *Tfeb^fl/fl^* KAP mice (Figure 6, A and B). Next, we performed electron microscopy analysis to assess mitochondrial morphology. Damaged mitochondria were observed in both aged *Tfeb^fl/fl^* mice and aged *Tfeb^fl/fl^* KAP mice (Figure 6C). A recent study introduced an intracellular hybrid mitochondria–lysosome organelle, hereafter referred to as the mitochondria-lysosome–related organelle (MLRO), as an alternative mechanism for regulating mitochondrial homeostasis (55). That study showed that TFEB overexpression decreased the number of MLROs, likely via increased MLRO clearance, while blocking lysosomal degradation with leupeptin, a lysosome protease inhibitor, promoted MLRO accumulation. These findings indicate that lysosomal dysfunction due to TFEB downregulation may contribute to increased MLRO accumulation. Reflecting a downregulated lysosomal pathway, the number of MLROs in the proximal tubules was increased in aged *Tfeb^fl/fl^* KAP mice (Figure 6D). These results indicate that TFEB deficiency caused mitochondrial dysfunction by decreasing mitochondrial clearance in the S3 segment of aged mice.

### Age-related FAO dysregulation in the S3 segment likely affects systemic lipid metabolism.

FAO mainly occurs in mitochondria and involves the conversion of fatty acids (FAs) to acetyl-CoA, which can enter the TCA cycle. PTECs have a demand for high adenosine triphosphate (ATP), mainly generated by FAO and subsequent OXPHOS (56). We determined an FA degradation score for each cluster that was defined according to the expression of the KEGG gene list in the scRNA-Seq analyses. We observed higher expressions of FA degradation genes in the proximal tubule clusters of aged mice than in those of young *Tfeb^fl/fl^* mice (Figure 7A, Supplemental Figure 7A, and Supplemental Table 6). This indicates that aging may increase FAO dependency in the proximal tubules. However, the expression of FA degradation genes in the S3 segment cluster was lower in aged *Tfeb^fl/fl^* KAP mice than in aged *Tfeb^fl/fl^* mice (Figure 7A and Supplemental Table 7). In addition, compared with control HK-2 cells, those with TFEB knockdown showed a reduced difference in maximal OCR in the presence or absence of etomoxir, a carnitine palmitoyltransferase 1 (CPT1) inhibitor (Figure 5C). 

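The module score of each cell is the mean log expression of the 47 genes on the paper's list for FA degradation (Supplemental Table 10) minus that of 100 control genes per list gene with similar expression. It was computed here with the method of Seurat's AddModuleScore, and SDs are over cells. In S1/S2-like cells the mean score was 0.0519 (SD 0.0960) in young and 0.0954 (SD 0.102) in aged *Tfeb fl/fl* mice. The difference of 0.0435 was at percentile 99.2 of random lists (95% range -0.0331 to 0.0345). It moved most without integration of the libraries, to 0.0671. In S3-like cells the means were 0.209 (SD 0.0814) and 0.251 (SD 0.0880), a difference of 0.0426 at percentile 96.4, just inside its range (-0.0190 to 0.0457). With each cell thinned to 2000 UMIs, both differences kept their sign, at 0.0305 and 0.0245. Summed over S1/S2-like cells, 31 of 37 genes on the list had a higher CPM in aged mice, with a median log2 ratio of 0.27. Part of this came from the mix of clusters. The median was 0.17, 0.017, 0.21 and 0.18 in clusters 6, 7, 8 and 11, above the range of random lists in cluster 6 alone, and 0.18 with the aged clusters weighted as in young mice (just above the 95% range, -0.079 to 0.17), a check chosen after the values were seen. The paper compared the scores over cells with 1-way ANOVA and Dunnett's test, which takes each cell as a replicate.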

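In S3-like cells of aged *Tfeb fl/fl* KAP mice the FA degradation score averaged 0.235 (SD over cells 0.0900), a difference of -0.0161 from aged *Tfeb fl/fl* mice. This difference lay inside the range of random lists (-0.0242 to 0.0207, percentile 10.5) and was -0.00700 with cells thinned to 2000 UMIs. It was negative under the 7 alternatives set beforehand, from -0.0217 to -0.00573. Summed over the cells, 18 of the 36 genes on the list had a lower and 18 a higher CPM in aged *Tfeb fl/fl* KAP mice, with a median log2 ratio of -0.014. The clusters of the class went different ways. The median was -0.16 in cluster 12 (26 of 37 genes lower), below the range of random lists (-0.10 to 0.047), and -0.028 and 0.047 in clusters 1 and 2, inside theirs. Cluster 12 held 15.4% of the S3-like cells of aged *Tfeb fl/fl* and 21.4% of those of aged *Tfeb fl/fl* KAP mice. This change of mix may affect the class differences, and clusters weighted alike were not computed for S3-like cells. In young mice the score was higher in *Tfeb fl/fl* KAP than in *Tfeb fl/fl* mice, by 0.0302 (percentile 99.7).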

Considering the increased dependence on TFEB during kidney aging, these results indicate that TFEB deficiency suppresses the FAO activity in the proximal tubules of aged mice. Impaired FAO activity in the liver is associated with higher levels of circulating FFAs (54, 57). This suggests that suppressed FAO in the S3 segment may be related to increased plasma levels of circulating FFAs in aged *Tfeb^fl/fl^* KAP mice (Figure 3E). Despite the finding that LDs prevent lipotoxicity by FA sequestration (58, 59), little accumulation of renal LDs was found in aged *Tfeb^fl/fl^* KAP mice (Figure 7B). This observation may be caused by the downregulation of genes involved in LD formation (Figure 7C).

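Figure 7C shows 3 genes of LD formation, and in S3-like cells all 3 had a lower CPM in aged *Tfeb fl/fl* KAP than in aged *Tfeb fl/fl* mice. *Plin2*, for a protein that coats LDs, was at 65.0 against 73.2 CPM, a log2 ratio of -0.17 (95% interval -0.25 to -0.091). *Dgat2*, for an enzyme of triglyceride synthesis, had a log2 ratio of -0.23 (95% interval -0.31 to -0.14). For *Dgat1*, at -0.060 (95% interval -0.26 to 0.14), no difference was detectable at this depth, and its sign changed with at most 20% of counts from mitochondrial genes (0.046). The median of the 3 genes was at percentile 5.18 of random lists of 3 genes, inside their 95% range (-0.25 to 0.22). In the young libraries the 3 genes had a higher CPM in *Tfeb fl/fl* KAP mice, with a median log2 ratio of 0.12.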

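In S1/S2-like cells the FA degradation score averaged 0.117 (SD over cells 0.104) in aged *Tfeb fl/fl* KAP mice, 0.0220 above aged *Tfeb fl/fl* mice, near the upper end of random lists (95% range -0.0153 to 0.0227, percentile 97.2). Without integration of the libraries this difference was 0.00919. The clusters of the class did not all go this way. Summed over cells, the list had a median log2 ratio of -0.11 in cluster 6 (22 of 37 genes lower, percentile 2.53), just inside the range of random lists. It was 0.082, 0.14 and 0.089 in clusters 7, 8 and 11, above their ranges (percentiles 97.87, 99.98 and 99.85). The score was also higher in aged *Tfeb fl/fl* KAP mice in the 6 tubule classes outside the proximal tubule. The differences were 0.00739 in cells like those of the loop of Henle, 0.00812 in the distal convoluted tubule, 0.0161 in the connecting tubule, 0.0185 in principal cells, and 0.0248 and 0.0262 in type A and type B intercalated cells. The latter 4 lay above the range of random lists, and the first and second lay inside it. With cells thinned to 2000 UMIs, the difference in the distal convoluted tubule changed sign (-0.00113) and that in type A intercalated cells (46 and 49 cells) was 0.00654. The paper compared the aged groups over cells with a 2-tailed Welch test.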

Contrary to the expression of FA degradation genes in the S3 segment cluster, in renal tubule clusters other than the S3 segment, such as the S1/S2 segments, the expression was higher in aged *Tfeb^fl/fl^* KAP mice than in aged *Tfeb^fl/fl^* mice (Figure 7A and Supplemental Table 7). In addition, KEGG pathway enrichment analyses and a score based on the expression of OXPHOS gene sets showed that the OXPHOS pathway was suppressed in the S3 segment cluster in aged *Tfeb^fl/fl^* KAP mice (Figure 5B) but was activated in other renal tubule clusters in these mice (Figure 7D, Supplemental Figure 7B, Supplemental Figure 8, and Supplemental Tables 8 and 9). 

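The OXPHOS score, computed here from 83 genes for nuclear-encoded subunits because the copy of Supplemental Table 10 used here stops inside the OXPHOS list, averaged 0.766 (SD over cells 0.175) in S3-like cells of aged *Tfeb fl/fl* KAP mice and 0.796 (SD 0.158) in those of aged *Tfeb fl/fl* mice. The difference of -0.0303 was at percentile 4.05 of random lists, inside their range (-0.0331 to 0.0170), and was -0.0254 in thinned cells. Under the 8 alternatives set beforehand it stayed between -0.0506, with at most 20% of counts from mitochondrial genes, and -0.0153. In S1/S2-like cells the score rose by 0.0237, inside the range of random lists (-0.0239 to 0.0271), and with at most 20% of counts from mitochondrial genes it fell by 0.0148. Summed over these cells, the median log2 ratio of the OXPHOS list lay above its range. By cluster it was above the range in clusters 6 (0.064), 7 (0.068) and 11 (0.050) and inside it in cluster 8 (0.024). In the 6 tubule classes outside the proximal tubule the score was higher in aged *Tfeb fl/fl* KAP mice, beyond random lists. The differences were 0.0210 in the loop of Henle, 0.0643 in the distal convoluted tubule, 0.0443 in the connecting tubule, 0.0890 in principal cells, and 0.108 and 0.167 in type A and type B intercalated cells. With at most 20% of counts from mitochondrial genes, those of the loop of Henle (-0.0167) and the distal convoluted tubule (-0.0136) were negative. Scores also rose outside the tubule, by 0.0427 in glomerular endothelial cells and by 0.0648 in fibroblasts.

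**Figure D3:**
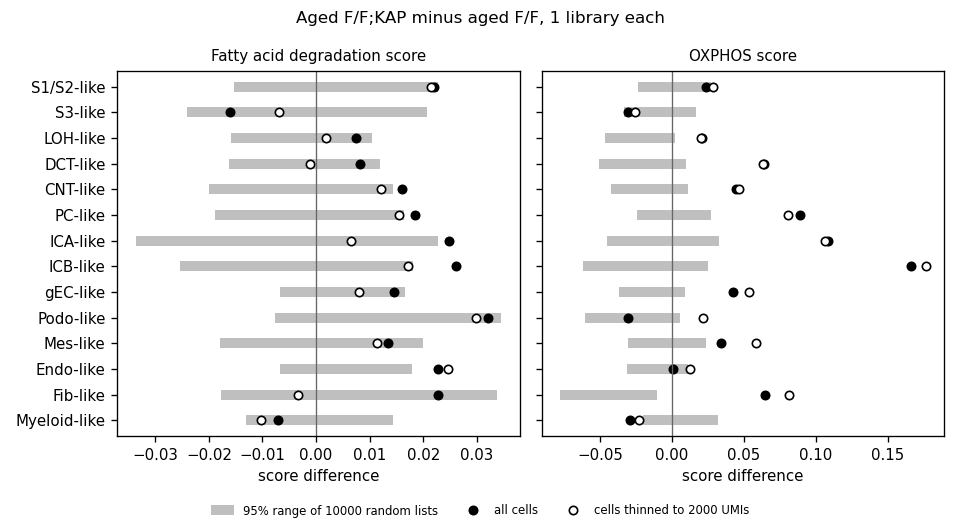
Difference in mean module score between aged *Tfeb fl/fl* KAP (F/F;KAP) and aged *Tfeb fl/fl* (F/F) mice (x axes, in score units) for FA degradation on the left and OXPHOS on the right, in each class with at least 20 cells in both libraries (y axis), 1 library each. Filled points use all cells, open points cells thinned to 2000 UMIs, and gray bars span the central 95% of 10000 random lists. The filled points of the S3-like class lie below 0 in both panels and inside their bars, and the OXPHOS points of the tubule classes from LOH-like to ICB-like lie to the right of their bars, up to 0.167.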

Considering that fat accumulation in the liver and eWAT was increased in aged *Tfeb^fl/fl^* KAP mice (Figure 3, A, B, and D), these results indicate that the increase in circulating FFAs accompanied with FAO dysregulation in the S3 segment likely affects systemic lipid metabolism.

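Podocyte-like cells were few, 74 in aged *Tfeb fl/fl* KAP and 48 in aged *Tfeb fl/fl* mice. Their FA degradation score was -0.178 (SD over cells 0.0701) and -0.210 (SD 0.0490), a difference of 0.0320 inside the range of random lists (-0.00769 to 0.0346). Their OXPHOS score differed by -0.0305 (0.357 against 0.388, range of random lists -0.0604 to 0.00543), and had the opposite sign in thinned cells (0.0215) and with the mitochondrially encoded subunits added to the list (0.0228). In mesangial-like cells (175 and 83 cells) the FA degradation score differed by 0.0135, inside the range of random lists (-0.0179 to 0.0200), and the OXPHOS score by 0.0342, above it (upper end 0.0238). In myeloid-like cells (133 and 148 cells) both scores were lower in aged *Tfeb fl/fl* KAP mice. FA degradation differed by -0.00715, inside the range of random lists (-0.0131 to 0.0143), and OXPHOS by -0.0293, below it (-0.0202 to 0.0318).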

As for FA degradation and OXPHOS in other clusters, the scores in the podocyte, mesangial cell, and myeloid cell clusters of aged *Tfeb^fl/fl^* KAP mice were lower than those of aged *Tfeb^fl/fl^* mice (Figure 7, A and D). Given that a high-fat diet (FA-rich diet) damages these clusters (60, 61), the elevated plasma levels of FFAs in aged *Tfeb^fl/fl^* KAP mice may impair these clusters, while sparing the renal tubule clusters. Conversely, the FA degradation score in the endothelial cell cluster was increased (Figure 7A). This suggests that the suppression of the atherosclerosis pathway, induced by APOA4, may contribute to the improvement of FAO in this cluster of aged *Tfeb^fl/fl^* KAP mice (Supplemental Figure 8) (62, 63).

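In endothelial-like cells (299 in aged *Tfeb fl/fl* KAP and 192 in aged *Tfeb fl/fl* mice), the FA degradation score was -0.195 (SD over cells 0.0775) and -0.218 (SD 0.0696). The difference of 0.0228 lay above the range of random lists (-0.00677 to 0.0179) and was 0.0247 in thinned cells. Both means lie below 0 because the genes on the list were less expressed in these cells than their controls. A list of 15 proximal tubule genes, whose transcripts can reach other cells as free RNA, made up 721 CPM in the endothelial-like cells of aged *Tfeb fl/fl* KAP mice and 1759 CPM in those of aged *Tfeb fl/fl* mice. In glomerular endothelial-like cells (694 and 402 cells) the score differed by 0.0145, inside the range of random lists (upper end 0.0166).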

### Mitochondrial long-chain FAO is suppressed in the S3 segment of aged Tfeb^fl/fl^ KAP mice, but peroxisomal FAO compensates.

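*Hadha* and *Hadhb* encode both subunits of the mitochondrial trifunctional protein, which oxidizes long-chain FAs. In S3-like cells of aged *Tfeb fl/fl* KAP mice, *Hadha* was at 74.3 CPM against 91.8 CPM in aged *Tfeb fl/fl* mice (log2 ratio -0.30, 95% interval -0.38 to -0.23), and *Hadhb* at 111 against 144 CPM (log2 ratio -0.37, 95% interval -0.43 to -0.31). Among the other genes of long-chain FAO in Figure 8A, *Slc25a20* (-0.26), *Cpt2* (-0.10) and *Cpt1a* (-0.067) were lower as well. The 7 genes had a median log2 ratio of -0.10, at percentile 6.81 of random lists and inside their range (-0.14 to 0.11), and this median moved most when CPM values were averaged over cells (-0.20). Of the regulators in the same figure, *Ppara* had a log2 ratio of -0.32 and *Ppargc1a* of -0.38. *Amacr*, for a racemase of branched-chain FAs, was at 253 against 196 CPM (log2 ratio 0.37, 95% interval 0.32 to 0.41). In the young libraries, *Hadha* (0.17) and *Amacr* (0.19) were higher in *Tfeb fl/fl* KAP mice and *Hadhb* (-0.15) was lower.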

scRNA-Seq analyses further showed that genes involved in mitochondrial long-chain FAO, including *Hadha* and *Hadhb*, were downregulated in the S3 segment cluster of aged *Tfeb^fl/fl^* KAP mice, whereas genes involved in peroxisomal FAO, including *Acox1* and *Amacr,* were upregulated (Figure 5A and Figure 8A). Peroxisomal FAO has been shown to compensate for reduced mitochondrial FAO (64, 65). 

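The peroxisome list was also written by hand and not taken from KEGG. Its members *Amacr*, *Agps*, *Mpv17l* and *Nudt19* had been seen among the paper's changed genes, so that it gives no blind test either. Of 60 genes for peroxisomal proteins with a mean CPM of at least 10, 44 had a higher CPM in S3-like cells of aged *Tfeb fl/fl* KAP than of aged *Tfeb fl/fl* mice. Their median lay above the range of random lists (-0.060 to 0.032), at percentile 99.99. It fell to 0.038 with at most 20% of counts from mitochondrial genes. By cluster, it was 0.077 in cluster 1, 0.10 in cluster 2 and -0.021 in cluster 12. *Agps* (0.79, 95% interval 0.73 to 0.85) and *Mpv17l* (0.41, 95% interval 0.37 to 0.45) were among the genes with a higher CPM. In the young libraries, 38 of 61 genes had a higher CPM in *Tfeb fl/fl* KAP mice, with a median of 0.087 at percentile 96.7, just inside the range of random lists (-0.017 to 0.090).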

The peroxisome pathway was indeed activated in the S3 segment cluster of aged *Tfeb^fl/fl^* KAP mice (Figure 5B and Figure 8B). Electron microscopy analysis also showed the proliferation of peroxisomes (Figure 8C). These results indicate that peroxisomal FAO compensates for dysregulated mitochondrial FAO in the S3 segment of aged *Tfeb^fl/fl^* KAP mice.

## Discussion

There were 3 main findings in this study (Figure 9). First, nuclear TFEB localization in PTECs decreased with age in both mice and patients with CKD. TFEB deficiency in PTECs caused mitochondrial dysfunction and increased circulating FFAs, which can lead to systemic metabolic disorders such as hepatic steatosis and adipocyte hypertrophy. Second, both increased hepatic APOA4 synthesis due to hepatic steatosis and decreased APOA4 degradation in TFEB-deficient PTECs are likely the presumptive mechanism of APOA4 amyloidosis. Third, scRNA-Seq analysis and electron microscopy revealed that the mitochondrial dysfunction in PTECs was caused by transcriptional downregulation of the FAO and OXPHOS pathways, as well as by MLRO accumulation, which results from downregulation of the lysosomal pathway and is indicative of decreased mitochondrial clearance. These results provide fundamental insights into the presumptive mechanisms of APOA4 amyloidosis and dysregulated systemic metabolism in elderly patients with CKD.

Nuclear TFEB localization in PTECs decreased with age in this study, but TFE3 localization remained unchanged. In aged mice, TFEB deficiency downregulated TFEB downstream signaling pathways such as the lysosomal pathway and the FAO pathway, whereas it did not do so in young mice. TFE3 can compensate for chronic TFEB deficiency (66), but this may occur only in young mice and not in aged ones, the latter of which have a higher demand for TFEB/TFE3, although nuclear TFE3 localization remains infrequent regardless of age. This indicates that TFEB plays an important role in kidney aging.

We demonstrated that TFEB deficiency in PTECs may cause APOA4 amyloidosis in aged mice. LMD–LC-MS/MS analysis showed that APOA2 exhibited the second highest spectral count among amyloidogenic proteins. Recent studies reported that proteome profiles of amyloid deposits in individuals with APOA4 amyloidosis demonstrated the presence of APOA2 and vice versa (45, 47, 67). This suggests that APOA4 and APOA2 are inextricably linked and that differentiating APOA4 amyloidosis from APOA2 amyloidosis is difficult. However, the results of LMD–LC-MS/MS analysis and the tissue distribution of amyloid deposition are similar to those previously reported in APOA4 amyloidosis (47), and we conclude that APOA4 amyloidosis was the most likely type. SAA protein, the amyloidogenic protein responsible for amyloid A (AA) amyloidosis, also exhibited the second highest spectral count in this study. Aged WT mice are known to occasionally develop AA amyloidosis (68), and some aged *Tfeb^fl/fl^* mice also showed amyloid deposits, albeit to a lesser extent than *Tfeb^fl/fl^* KAP mice. Therefore, it is possible that aged *Tfeb^fl/fl^* KAP mice may codevelop AA amyloidosis.

Various factors are involved in enhancing amyloid formation, including aging, high concentrations of amyloidogenic proteins, and genetic mutations. Aging can be a major risk factor for amyloid deposition even in the absence of genetic mutations or large increases in concentration of amyloidogenic proteins (69, 70). This influence of aging may be attributed to the inflammatory environment generated by senescence-associated secretory phenotype (SASP) factors (67). In terms of concentration, we found that APOA4 regulation depends on TFEB in PTECs. APOA4 is a 46 kDa apolipoprotein that circulates as a monomer or a dimer and is partially associated with high-density lipoproteins (HDLs) (71, 72). A fraction of APOA4, including monomers that have a relatively smaller molecular weight and are often present in HDL-unbound states, is filtered through the glomeruli, followed by reabsorption and degradation in the proximal and distal tubules (50, 73). However, the mechanism of reabsorption and degradation in the proximal tubules is largely unknown. This study shows that TFEB deficiency increased APOA4 accumulation in PTECs, suggesting that lysosomal function in the proximal tubules is important because, in rats, APOA4 in the kidney is increased by leupeptin, a lysosomal protease inhibitor (49), and TFEB is the master regulator of the lysosomal pathway (21). In addition, there have been recent reports of an APOA4 signal sequence that may be involved in amyloid seeds and pathogenic APOA4 variants that are predicted to expand the amyloidogenic hotspot (74, 75). Considering the results of in vivo and human autopsy samples, the age-related decrease in nuclear TFEB localization of PTECs may induce APOA4 amyloidosis in aged patients. However, unlike aged *Tfeb^fl/fl^* KAP mice, TFEB leaves some residual activity in elderly humans, which may contribute to the lower frequency of APOA4 amyloidosis in humans. Rather, genetic variants expanding the amyloidogenic hotspot may play a more crucial role in human APOA4 amyloidosis. As described above, the causes of APOA4 amyloidosis are diverse, and further elucidation of the pathogenesis of APOA4 amyloidosis is expected in the future.

The clinical characteristics of patients with APOA4 amyloidosis include a gradual decline in renal function, infrequent proteinuria, and diagnosis in old age, and the medulla is the primary site of involvement (76). These features reduce the chances of renal biopsy, resulting in missed diagnoses. In fact, there may be many patients with unidentified APOA4 amyloidosis, considering the findings of elevated plasma APOA4 concentrations in patients with CKD (75, 77). Since nuclear TFEB localization in PTECs decreases with age and renal dysfunction, and the prevalence of hepatic steatosis is high in patients with CKD (20, 78), decreased nuclear TFEB localization in PTECs may lead to APOA4 amyloidosis in the elderly due to increased hepatic APOA4 synthesis and decreased APOA4 degradation, as in aged *Tfeb^fl/fl^* KAP mice. However, phenotypic differences between animal species should be noted. In patients with APOA4 amyloidosis, amyloid deposits are considered to be restricted to the renal medulla and to be absent in the glomeruli, interstitium, and vessels of the renal cortex (76). On the other hand, both the present study and previous reports showed that, in mice with APOA4 amyloidosis, amyloid fibrils were prominently deposited in the glomeruli (47, 67). Furthermore, APOA4 amyloidosis that was reported in a species of monkey, the Cotton-top tamarin, also exhibited obvious glomerular deposition (79). In addition to differences between species, genetic mutations may contribute to phenotypic diversity. The patient with APOA4 amyloidosis, whose sample was used in this study and whose *APOA4* sequence variants differ from those of other reports, showed amyloid deposition in the glomeruli and vessels of the renal cortex (Figure 2F) (48, 75). The peptides identified in aged *Tfeb^fl/fl^* KAP mice and this patient with APOA4 amyloidosis did not contain a signal sequence involved in amyloid seeds (74). However, we identified similar peptide regions in aged *Tfeb^fl/fl^* KAP mice, the patient with APOA4 amyloidosis showing glomerular amyloid deposition, and Cotton-top tamarin with APOA4 amyloidosis (Supplemental Figure 9). Any of these peptides could be signal sequences involved in APOA4 amyloidosis with glomerular deposition, and further studies on phenotypic differences are needed. Additionally, the glomeruli in aged *Tfeb^fl/fl^* KAP mice may provide an inflammatory microenvironment that serves as a scaffold for amyloid deposition, as indicated by lower FA degradation and OXPHOS scores in the podocyte, mesangial cell, and myeloid cell clusters (Figure 7, A and D).

By confirming the presence of APOA4 amyloidosis, we demonstrated that the loss of TFEB in PTECs caused metabolic disorders in aged mice. Given that nuclear TFEB localization declines with age or decreased renal function (20), TFEB deficiency in PTECs is considered to be one of the reasons for dyslipidemia in patients with CKD (80). We speculate that the metabolic disorders in aged *Tfeb^fl/fl^* KAP mice may be caused by several factors. The first of these is increased food intake that may cause the elevation of plasma FFA levels. Since dietary fat absorption results in increased intestinal APOA4 synthesis in a dose-dependent manner (81), the lack of change in intestinal *Apoa4* mRNA levels in aged *Tfeb^fl/fl^* KAP mice indicates that the elevated plasma FFA levels are unlikely to be related to increased caloric intake (Supplemental Figure 4D). Next, the origins of FFAs must be considered. When circulating FFAs are derived from adipose tissue, as in fasting or insulin-resistant conditions, the proximal tubules uptake FFAs and form LDs (15, 82). Plasma insulin was not elevated in aged *Tfeb^fl/fl^* KAP mice (Supplemental Figure 5D), indicating that insulin resistance likely has no effect on circulating FFAs. In addition, the expression of adipogenic genes and the gene that participates in LD formation increased in eWAT of aged *Tfeb^fl/fl^* KAP mice. On the other hand, there was little accumulation of renal LDs in aged *Tfeb^fl/fl^* KAP mice. Based on these results, the elevated plasma FFA levels may be related to unprocessed FAs due to mitochondrial dysfunction with impaired FAO activity in PTECs. scRNA-Seq analyses in this study showed that TFEB deficiency in the S3 segment downregulated both the FAO and OXPHOS pathways in aged mice. Additionally, the S3 segment may be highly dependent on FAO in aged mice, considering that the FA degradation pathway, whose genes were most highly expressed in this segment, was further activated with age, while the OXPHOS pathway was not suppressed (Figure 4D, Supplemental Figure 6C, and Supplemental Figure 7A). 

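In each of the 4 libraries the FA degradation score was highest in the S3-like class among the classes with at least 20 cells. In young *Tfeb fl/fl* KAP mice it averaged 0.239 (SD over cells 0.0935) in S3-like and 0.0671 in S1/S2-like cells, and no other class of these mice averaged above 0.0222. Summed over S3-like cells, 28 of 37 genes on the list had a higher CPM in aged than in young *Tfeb fl/fl* mice, with a median log2 ratio of 0.12 at percentile 98.0 of random lists (95% range -0.074 to 0.12). By cluster, the median was 0.10 and 0.073 in clusters 1 and 2, inside the range of random lists, and 0.19 in cluster 12, above it. Between aged and young *Tfeb fl/fl* KAP mice the score of S3-like cells differed by only -0.00373. *Cpt1a* (0.51, 95% interval 0.44 to 0.57) and *Ppara* (0.92, 95% interval 0.82 to 1.03) were higher in aged mice. The OXPHOS score of S3-like cells averaged 0.775 (SD 0.163) in young *Tfeb fl/fl* mice and was 0.0214 higher in aged *Tfeb fl/fl* mice. From the rise of FA degradation genes with age in the segment where they are most highly expressed, with OXPHOS not suppressed there, the paper proposes that the S3 segment depends strongly on FAO in aged mice.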

The downregulation of FAO pathways by TFEB deficiency and dependency on FAO indicates that the metabolic disturbances in aged *Tfeb^fl/fl^* KAP mice may be associated with the specificity of the S3 segment. Further research is needed to examine the mechanism of the elevated plasma FFA levels and whether the metabolic disorders are also caused by the deficiency of TFEB in other segments, such as the S1/S2 segments. Furthermore, we demonstrated in addition to transcriptional alterations, MLRO accumulation led to mitochondrial dysfunction in aged *Tfeb^fl/fl^* KAP mice. MLRO accumulation is negatively regulated by lysosomal function and is associated with cellular dedifferentiation (55). Given that the number of dedifferentiated PTECs increases with age (83), MLRO accumulation during the dedifferentiation process in aging may be exacerbated by TFEB deficiency.

Long-term loss of TFEB in PTECs did not significantly affect renal morphologic features or renal function, except for causing amyloidosis. We speculate that the efferocytosis of senescent cells and compensation by peroxisomal FAO are responsible for this phenotype. First, senescent epithelial cells, which consist predominantly of PTECs and distal tubular epithelial cells in the aging kidney (84), escape from efferocytosis (85) and secrete SASP factors, leading to chronic inflammation and renal dysfunction (86). Since TFEB is required for the survival of senescent cells (87), it is possible that senescent cells in the S3 segment of aged *Tfeb^fl/fl^* KAP mice were removed as a result of TFEB deficiency, preventing the worsening of renal function (Supplemental Figure 3C). This is reflected by activation of the efferocytosis pathway and a decreased proportion of the S3 segment cluster (Figure 5B and Supplemental Figure 6G). 

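S3-like cells made up 18.2% (95% interval 17.4 to 18.9) of the cells of young *Tfeb fl/fl* mice, 19.5% (95% interval 18.7 to 20.4) of young *Tfeb fl/fl* KAP mice, 28.0% (95% interval 26.8 to 29.2) of aged *Tfeb fl/fl* mice and 20.5% (95% interval 19.5 to 21.4) of aged *Tfeb fl/fl* KAP mice. The intervals are exact binomial (Clopper-Pearson) and do not cover differences between mice or dissections. Genes that differ between the libraries also shape the clusters. With the 250 such genes left out of the 2000 used for clustering, a choice made after the values were seen, the shares were 13.4, 13.5, 19.6 and 14.9%. The aged *Tfeb fl/fl* library again had the highest share. Across the 6 alternatives set beforehand, the share lay between 19.9%, with at most 20% of counts from mitochondrial genes, and 35.8%, with clustering at a resolution of 0.5, in aged *Tfeb fl/fl* mice, and between 15.0 and 26.4% in aged *Tfeb fl/fl* KAP mice, and under each of them it was highest in aged *Tfeb fl/fl* mice. Of S1/S2-like and S3-like cells together, S3-like cells were 59.7% (95% interval 57.8 to 61.5) in aged *Tfeb fl/fl* and 56.8% (95% interval 54.7 to 58.8) in aged *Tfeb fl/fl* KAP mice. The efferocytosis pathway was not analysed here.

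**Figure D4:**
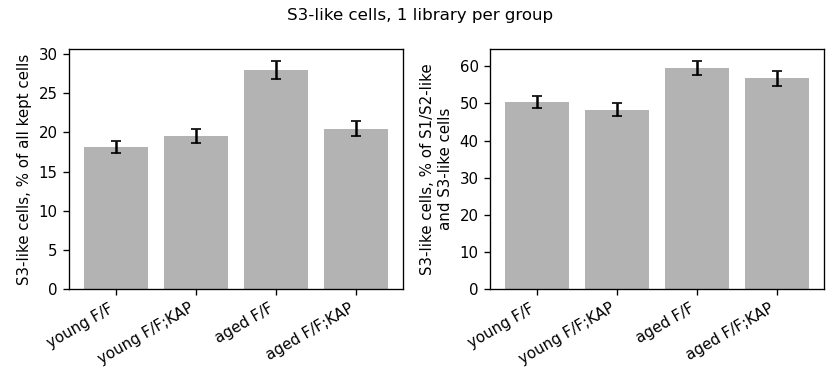
S3-like cells as a percentage of all kept cells (left) and of S1/S2-like and S3-like cells (right) in the library of each group (x axes), where F/F is *Tfeb fl/fl* and F/F;KAP is *Tfeb fl/fl* KAP. Bars start at 0, and error bars are exact 95% binomial intervals for counting error only. The bar of aged F/F on the left, at 28.0%, stands above the other 3.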

Second, it was recently reported that tubule-specific deletion of CPT1A, the rate-limiting enzyme for long-chain FAO, had no significant effect on kidney function in mice due to compensation by peroxisomal FAO after aging (65). 

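*Acads* and *Acadm* encode the mitochondrial dehydrogenases for short- and medium-chain acyl-CoA. In S3-like cells, *Acads* was at 136 CPM in aged *Tfeb fl/fl* KAP and 99.4 CPM in aged *Tfeb fl/fl* mice (log2 ratio 0.45, 95% interval 0.39 to 0.51). *Acadm* was at 741 and 714 CPM, a log2 ratio of 0.054 (95% interval 0.029 to 0.078) that came to 0.00028 with at most 20% of counts from mitochondrial genes. For the dehydrogenases of long and very long chains, *Acadl* (-0.031, 95% interval -0.069 to 0.0066) and *Acadvl* (-0.039, 95% interval -0.094 to 0.016), no difference was detectable at this depth. In the young libraries the log2 ratio of *Tfeb fl/fl* KAP to *Tfeb fl/fl* mice was 0.52 for *Acads* and -0.037 for *Acadm*.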

In the S3 segment cluster of aged *Tfeb^fl/fl^* KAP mice, genes involved in peroxisomal FAO and mitochondrial middle- or short-chain FAO, including *Acadm* and *Acads*, were upregulated, whereas genes involved in mitochondrial long-chain FAO were downregulated (Figure 8A). This is considered to have led both to oxidation of long-chain FAO, which is compensated for by peroxisomes, and to subsequent further metabolism in the mitochondria.

There are some limitations in this study. Since we did not expect amyloidosis to be closely related to metabolism, we did not measure daily food intake or fasting plasma concentrations, and we did not perform indirect calorimetry, insulin tolerance tests, or glucose tolerance tests. Thus, we cannot completely exclude the possibility that metabolic disorders are associated with energy expenditure, dietary intake, or insulin resistance. More importantly, changes in mRNA abundance do not necessarily correlate with FAO activity, and the metabolic disorders are caused by both age-specific and S3 segment–specific factors. Therefore, to verify the mechanism by which tubular TFEB deficiency in aging causes elevated plasma FFA levels, future studies should use advanced technologies such as spatial metabolomics in combination with isotope tracing and matrix-assisted laser desorption/ionization MS imaging (88).

In summary, we report that TFEB deficiency in the S3 segment of the proximal tubules of aged mice caused metabolic disorders and occasionally led to APOA4 amyloidosis. These results reveal a presumptive mechanism for the pathogenesis of APOA4 amyloidosis and suggest that TFEB activators, including trehalose (35, 89), may be a therapeutic strategy for CKD-related metabolic disorders and age-related APOA4 amyloidosis.

## Methods

### Sex as a biological variable.

Our study examined male mice because KAP promoter is androgen inducible.

### Mice.

PTEC-specific *Tfeb*-overexpressing mice on a C57BL/6N background were generated by crossing *Tfeb*^fs/fs^ transgenic mice (22) with KAP-Cre mice (gifted by T. Matsusaka and F. Niimura, Tokai University School of Medicine, Kanagawa, Japan) (11). *Tfeb^fl/fl^* KAP mice have been described previously (36). All male mice had ad libitum access to water and diet. They were housed in box cages and maintained on a 12-hour light/12-hour dark cycle.

### Biochemical measurements.

Blood samples and urine samples were collected from mice under anesthesia. Plasma was obtained after centrifugation (15 minutes, 845*g*, 4°C) and concentrations of cystatin C, glucose, total cholesterol, triglycerides, nonesterified fatty acids (NEFA), phospholipid, and insulin were measured using the Mouse/Rat Cystatin C Quantikine ELISA Kit (R&D Systems, MSCTC0), Mouse APOA4 ELISA Kit (Abbexa, abx258379), the Cholesterol E-test (Wako, 439–17501), the Triglyceride E-test (Wako, 432–40201), the NEFA C-test (Wako, 279–75401), the Phospholipid C-test (Wako, 433–36201), and Mouse/Rat Insulin ELISA kit (Morinaga, M1108). Urine samples were obtained after centrifugation (10 minutes, 1,000*g*, 4°C), and concentrations of albumin and creatinine were measured using the Mouse Albumin ELISA Kit (Bethyl, E99-134) and QuantiChrom Creatinine Assay Kit (BioAssay Systems, DICT-500). All kits were used in accordance with the manufacturer’s protocols.

### Single-cell isolation of the kidney and sequencing.

Kidneys obtained from young or aged *Tfeb^fl/fl^* mice and *Tfeb^fl/fl^* KAP mice were subjected to scRNA-Seq analyses. All mice were perfused with phosphate-buffered saline (PBS) via the left ventricle to remove blood cells. Afterward, the kidneys were harvested, and the renal cortex was dissected using a razor blade after the renal capsule was removed. Renal cortex samples from 2 or 3 mice in each group were combined. These samples were minced with a sterile razor blade and digested in 3.0 mL of HBSS (Thermo Fisher Scientific, 14025092) containing 250 μg/mL Riberase TH (Roche, 5401151001) and 100 U/mL DNase I (Roche, 11284932001) for 30 minutes at 37°C with shaking at 200 rpm. After digestion, the cell suspension was centrifuged at 200*g* for 4 minutes. After removing the supernatant, pellets were washed twice with 2.0% bovine serum albumin (BSA) (Sigma-Aldrich, A3059) in PBS. Finally, the cell suspension was filtered through a 40 μm cell strainer (Falcon, 352340), and the cells were collected by centrifugation (4 minutes, 200*g*) and were resuspended with 2.0% BSA in PBS. Cell viability was investigated by trypan blue staining, and cell concentration was assessed using a hemocytometer. Libraries of the single cells were prepared using Chromium Next GEM Single Cell 3’ Library and Gel Bead Kit v3.1 according to the manufacturer’s instructions (10× Genomics). They were sequenced on a DNBSEQ-G400 (MGI Tech).

### scRNA-Seq data processing, normalization, integration, and cell population identification.

The 10× Chromium raw sequencing data were first processed with Cell Ranger (version 6.0.0). SoupX (version 1.6.2) was used to determine ambient RNA contamination and was then applied for background correction (90). Seurat (version 4.4.0) package was then applied (91). Initially, genes expressed in more than 3 cells and cells with at least 200 genes were retained. Cells with fewer than 1,000 feature counts and more than 50% mitochondrial counts were further filtered. Gene expression levels for each cell were normalized by the total expression, multiplied by 10,000, and then log-transformed. The top 2,000 highly variable genes (HVGs) were identified using the variance-stabilizing transformation (VST) method and were scaled based on their average expression and dispersion. The scaled data were then subjected to principal component analysis (PCA) using HVGs and the dimension was reduced. In addition, we identified doublets using DoubletFinder (version 2.0.3) and excluded cells identified as doublets (92). Then, we used Harmony (version 1.0.3) using RunHarmony function to integrate datasets with batch effect correction (93). As a result, 30,145 cells were included in downstream analyses. To cluster the cells, Louvain algorithm was applied based on the first 30 PCs using FindNeighbors and FindClusters. Uniform Manifold Approximation and Projection (UMAP) was used for visualization. To annotate the clusters, cluster biomarkers were identified by FindAllMarkers with the Wilcoxon rank-sum test.

### Differentially expressed genes (DEGs) analysis and KEGG pathway gene set enrichment analysis.

DEGs between young or aged *Tfeb^fl/fl^* mice and *Tfeb^fl/fl^* KAP mice in each cluster were identified using model-based analysis of single-cell transcriptomics (MAST), which was implemented in the FindMarkers using the following parameters: log_2_ fold change threshold = 0.20, minimum percentage of cells expressing the genes = 0.05, and adjusted *P* < 0.05 (94). KEGG pathway gene set enrichment analyses (GSEA) were conducted using the gseKEGG in the clusterProfiler package (version 4.6.2) (95).

### FA degradation and OXPHOS scoring.

To evaluate FA degradation and OXPHOS across clusters, we produced gene sets involved in “Fatty acid degradation (mmu00071)” and “Oxidative phosphorylation (mmu00190)” from KEGG PATHWAY Database at GenomeNet (https://www.genome.jp/kegg/pathway.html) (Supplemental Table 10). FA degradation and OXPHOS scores were evaluated using AddModuleScore function implemented in Seurat with default parameter. To evaluate these scores in each cluster, we calculated the average module scores across each cluster and compared the scores of young *Tfeb^fl/fl^* KAP, aged *Tfeb^fl/fl^*, or aged *Tfeb^fl/fl^* KAP group with those of young *Tfeb^fl/fl^* group using 1-way ANOVA and then Dunnett’s test. The module scores of aged *Tfeb^fl/fl^* KAP group were also compared with those of aged *Tfeb^fl/fl^* group in each cluster using 2-tailed Welch’s *t* test.

### Cell culture.

HK-2 cells (human PTECs) were obtained from ATCC (CRL-2190). HK-2 cells were grown in DMEM/F-12 (Thermo Fisher Scientific, 11320033) with 10% FBS and 1% penicillin/streptomycin (Sigma-Aldrich, P4333). HK-2 cells were treated using recombinant human APOA4 protein with His-Tag (Sino Biological, 16082-H08H) for 3 hours. For TFEB knockdown, HK-2 cells were transfected with ON-TARGETplus Human TFEB siRNA (Dharmacon, L-009798-00-0005) using Lipofectamine RNAiMAX Transfection Reagent (Thermo Fisher Scientific, 13778150) and the transfected cells were used for the subsequent experiment after 48 hours. HK-2 cells were transfected with ON-TARGETplus Nontargeting Control Pool (Dharmacon, D-001810-10-05) as a control. The silencing efficiency was assessed by Western blotting.

### Antibodies.

The antibodies used are listed in Supplemental Table 11.

### Histological analysis.

Histological analysis was performed as described previously, with modifications (16). The following were also performed as described previously: antigen retrieval on paraffin-embedded sections; electron microscopy analysis; PAS staining; H&E staining; Oil red O (ORO) staining; and COX/SDH staining (14, 15, 39, 96). Assessment of kidney injury was performed (14, 16, 20, 96). The size of adipocyte and ORO^+^ LD was measured using ImageJ. For COX/SDH staining, high-power fields in the outer stripe of the outer medulla, which correspond to the S3 segment, were captured and quantified using ImageJ. Picrosirius red staining and Congo red staining were performed by the manufacturer (Applied Medical Research Laboratory). The degree of the amyloid deposition was scored from 0 to 3 (0, absent; 1, multifocal minimal; 2, mild to moderate; 3, extensive), according to the previous reports, with modifications (47). For assessment of TFEB localization, we performed immunofluorescence staining using fixed-frozen tissue sections (tissues were fixed with 4% paraformaldehyde in PBS for 6 hours, cryoprotected with 30% sucrose in PBS for 2 days, and then embedded in optimal cutting temperature compound; Sakura Finetek, 4583). These tissue sections were harvested under ad libitum feeding. Nuclear TFEB localization was evaluated by the percentage of PTECs exhibiting nuclear TFEB staining, as described previously (35). In all quantitative or semiquantitative analysis of histological staining, at least 10 high-power fields (for the size of ORO^+^ LD, COX/SDH staining, and nuclear TFEB staining) or low-power fields (for the size of adipocyte and Picrosirius red staining) in each kidney were reviewed by 2 nephrologists in a blinded manner. For electron microscopy analysis, fibril diameters were measured using ImageJ, and the number of MLROs in PTECs was counted. MLROs are defined as electron-dense ‘‘lysosome-like’’ structures approximately 0.5–1 μm in diameter, which appeared to be either a single or double membrane bound and contained undegraded electron-dense onion-like membranes with other heterogeneous content (55). MLROs are morphologically distinct from the mitophagosome, which are defined as double-membraned autophagosomes enveloping mitochondria and single-membraned late autolysosomes containing degraded mitochondria. At least 20 PTECs in each kidney were analyzed by 2 nephrologists in a blinded manner.

### Tissue microdissection.

Sections of FFPE samples (10 μm thick) were placed on polyethylene napthalate (PEN) membrane slides (Leica Microsystems, 11505158) precoated with poly-L-lysine (Sigma-Aldrich, P8920) for LMD. Sections were air dried, melted, and deparaffinized, and H&E staining was performed. Glomeruli with amyloid deposition were microdissected into 0.5 mL tube caps (Corning, PCR-05-C) containing 35 μL 10 mM Tris /1mM EDTA/0.002% ZWITTERGENT 3-16 (Santa Cruz Biotechnology Inc., sc-281194A) buffer using the LMD7000 (Leica Microsystems). Collected sample was heated at 98°C for 90 minutes with occasional vortexing. Following 30 minutes of sonication in a waterbath, samples were reduced with TCEP-HCl (Thermo Fisher Scientific, 20490), alkylated with iodoacetamide (Wako, 099-05591), and digested with Trypsin/Lys-C Mix (Promega, V5073) at 37°C overnight.

### LC-MS/MS analysis.

LC-MS/MS analysis of the digested peptides was performed using UltiMate 3000 Nano LC systems (Thermo Fisher Scientific) interfaced with a mass spectrometer (Q-Exactive, Thermo Fisher Scientific). The digested peptides were separated using an 3 μm C18 NANO HPLC CAPILLARY COLUMN100-3-12 (NTCC-360/100-3-125, 125 × 0.1 nm, Nikkyo Technos) and eluted with a linear gradient of 5%–90% buffer B (acetonitrile containing 0.1% formic acid) in buffer A (water containing 0.1% formic acid) at a flow rate of 300 nL/min. Data were acquired using the data-dependent analysis mode. The resulting data were analyzed with Mascot Di stiller v2.5, Mascot Server v2.5 (Matrix Science), and Scaffold software version 3.0 (Proteome Software Inc.). The resulting data were collated using a mouse database (taxonomy ID 10090) obtained from the UniProt database (http://www.uniprot.org/, last accessed February 5, 2017).

### Measurement of mitochondrial respiratory function.

The mitochondrial OCR was measured using Seahorse XF96 analyzer as described previously with slight modifications (97, 98). HK-2 cells were transfected with TFEB siRNA for 48 hours, followed by Seahorse XF DMEM (pH 7.4; Agilent Technologies, 103578-100) — supplemented with 10 mM glucose (Agilent Technologies, 103577-100), 1 mM pyruvate (Agilent Technologies, 103578-100), and 2 mM L-glutamine (Agilent Technologies, 103579-100) — with or without 40 μM etomoxir (Sigma-Aldrich, E1905) for 1 hour. The OCR was measured under the basal condition and in the presence of 1.5 μM oligomycin, 0.5 μM carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone (FCCP), and 0.5 μM rotenone/antimycin A using Seahorse XF Cell Mito Stress Test Kit (Agilent Technologies, 103015-100). The change in maximal (Δ maximal) OCR was determined by subtracting the maximal OCR in the etomoxir-treated group from the OCR in the etomoxir-untreated group. OCR was analyzed with Wave software v2.6.1 (Agilent Technologies).

### Quantitative PCR and Western blot analysis.

Quantitative PCR (qPCR) and Western blot analyses were performed as described previously (99). The sequences of the primers are listed in Supplemental Table 12.

### Human kidney specimens.

We analyzed human kidney specimens obtained from patients who had undergone renal biopsy at the Osaka University Hospital to assess nuclear TFEB localization, using the dataset previously reported in our papers (20, 35). These specimens were taken in the morning, from patients who skipped breakfast. Tissues were fixed with 10% neutral buffered formalin for 1 day and then embedded in paraffin. TFEB deficiency in PTECs leads to systemic metabolic changes in aged mice but not in young mice (Figure 3, A–D, and Supplemental Figure 5, A and B). Therefore, we included aged patients with obesity to avoid an overestimation of the true ratio of TFEB nuclear localization, while we excluded young patients with obesity with decreased TFEB activity in PTECs (35). In addition, we used human autopsy specimens at Osaka University Hospital and Sapporo Medical University Hospital to evaluate the relationship between proximal tubular nuclear TFEB localization and APOA4 amyloid deposition.

### Statistics.

In vivo results are presented as bar graphs, with data expressed as mean ± SEM, and results obtained from patients are presented as box plots showing median values and interquartile ranges. Statistical analyses were conducted using JMP Pro 17 software (JMP Statistical Discovery) and GraphPad Prism 8 (GraphPad Software). Multiple-group comparisons were performed using 1-way ANOVA with post hoc testing using the Tukey-Kramer test. In Figure 7, A and D, and Supplemental Table 6 and 8, 1-way ANOVA and then Dunnett’s test were used to detect intergroup differences. The difference between 2 experimental values was assessed using the 2-tailed Student’s *t* test, Pearson’s χ^2^ test (in supplemental tables 1 and 2), or Wilcoxon rank-sum test. Mixed-effects analysis was used to assess body weight progress. Statistical significance was defined as *P* < 0.05. The statistical analysis used for scRNA-Seq is shown in the methods related to scRNA-Seq.

### Study approval.

All animal experiments were approved by the Animal Research Committee of Osaka University and conformed to the Japanese Animal Protection and Management Law (No. 25). All human studies were approved by the IRB of Osaka University Hospital (nos. 17334, 20504, and 15234-8) and Sapporo Medical University Hospital (no. 312-214) and adhered to the Declaration of Istanbul. We have complied with all the relevant ethical regulations, and informed consent was obtained.

### Data availability.

The scRNA-Seq data set has been deposited in the Gene Expression Omnibus (GEO) repository (GSE270205). The proteomics raw data have been deposited to the ProteomeXchange Consortium via the jPOST partner repository (100) with the dataset identifier PXD055311. Any additional information required to reanalyze the data reported in this paper is available from the corresponding author upon request. All the raw data for graphs are provided in the Supporting Data Values file.

## Author contributions

JN, T Yamamoto, and YT designed the study; JN carried out most experiments, analyzed and interpreted the data, and drafted the manuscript; T Yamamoto interpreted data and edited/revised the manuscript; TNH, A Takahashi, JM, S Minami, SS, HY, S Maeda, S Matsui, and HK helped histologic analyses; T Yamamuro. and ST helped metabolic analyses; A Takasawa evaluated human autopsy specimens; RE and YO helped with scRNA-Seq analysis; IM, T Yoshimori, AB, and YI provided intellectual input; and all authors contributed to the discussions and approved the final version of the manuscript. The order of co–first authorship was decided on the absolute amount of time spent on the project.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental tables 1-12

Supporting data values

## Figures and Tables

**Figure 1:**
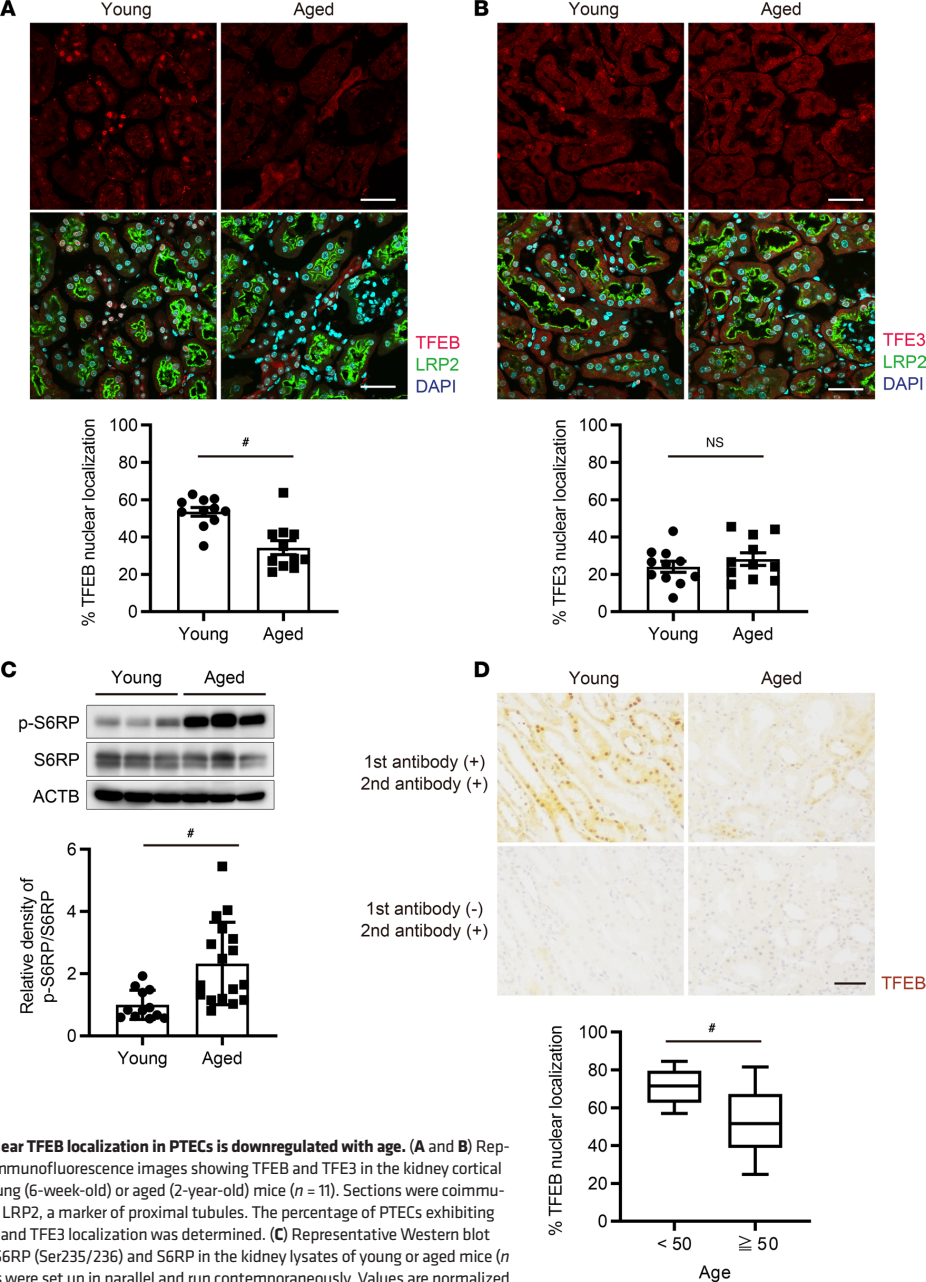
Nuclear TFEB localization in PTECs is downregulated with age. (**A** and **B**) Representative immunofluorescence images showing TFEB and TFE3 in the kidney cortical regions of young (6-week-old) or aged (2-year-old) mice (*n* = 11). Sections were coimmunostained for LRP2, a marker of proximal tubules. The percentage of PTECs exhibiting nuclear TFEB and TFE3 localization was determined. (**C**) Representative Western blot images of p-S6RP (Ser235/236) and S6RP in the kidney lysates of young or aged mice (*n* = 12–17). Blots were set up in parallel and run contemporaneously. Values are normalized by the mean value of young mice. (**D**) Representative images of IHC staining for TFEB on kidney specimens obtained from young (younger than 50 years old) or aged (older than 50 years old) patients. Specimens were counterstained with hematoxylin. Kidney biopsy samples from patients with CKD were analyzed, using the dataset previously reported in our papers, with modifications (35) (*n* = 24). Scale bars: 40 μm (**A** and **B**) and 50 μm (**D**). Data are shown bar graphs, showing mean ± SEM or box plots showing median values and interquartile ranges. Boxes represent the 25th and 75th percentiles, lines inside the boxes represent medians, and whiskers are plotted by Tukey method. ^#^*P* < 0.05 versus young littermates or young patients (**A**–**C**, 2-tailed Student’s *t* test; **D**, Wilcoxon rank-sum test).

**Figure 2:**
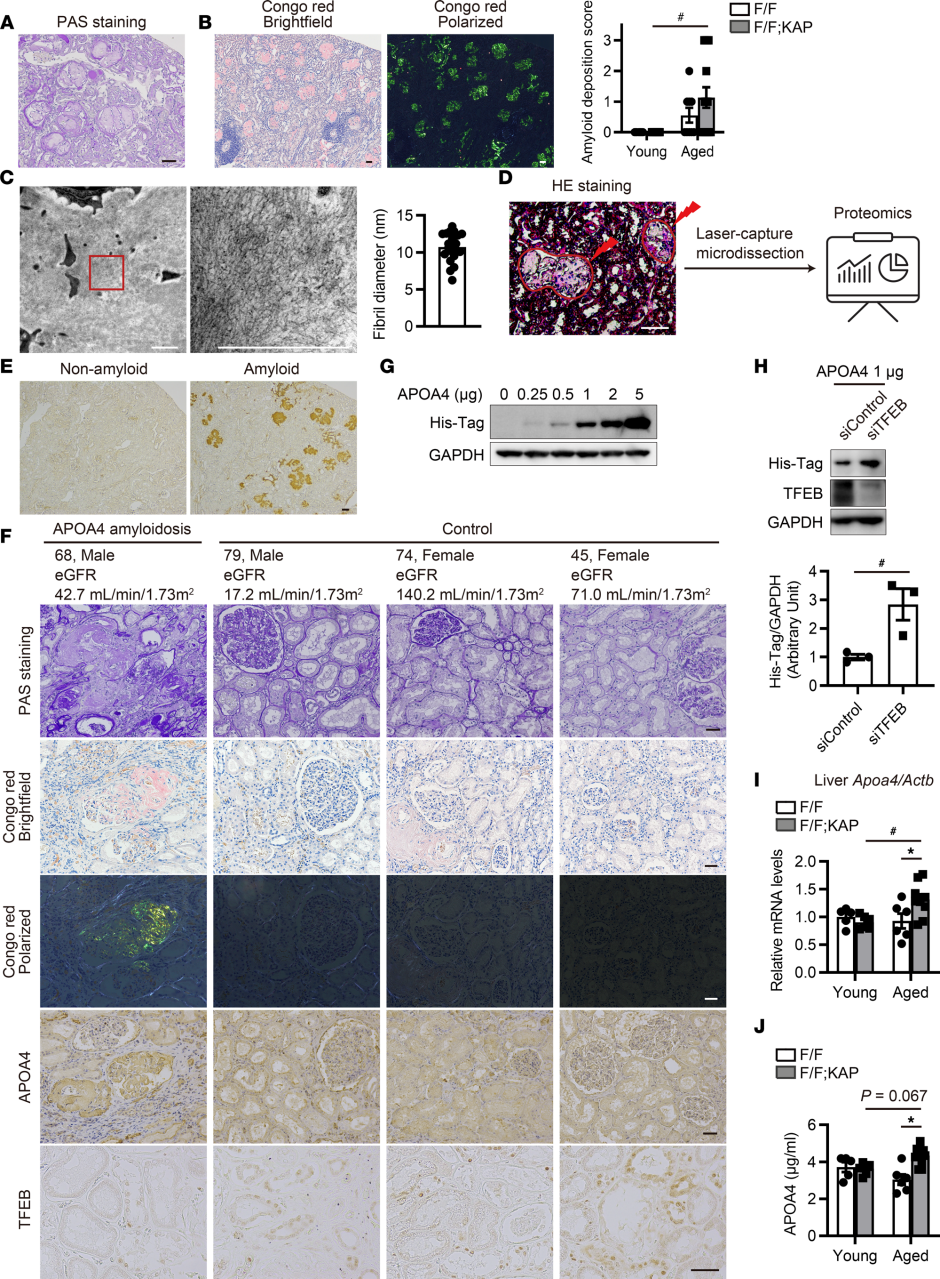
TFEB downregulation in PTECs causes apolipoprotein A4 (APOA4) amyloidosis with age. (**A**, **B**, and **E**) Representative images of PAS staining (**A**), Congo red staining (**B**), and APOA4 immunostaining (**E**) in the kidneys of aged *Tfeb^fl/fl^* KAP mice with (**A**, **B**, and **E**) or without (**E**) amyloid deposits. (**B**) Amyloid deposition scores (*n* = 9–15). (**C**) Representative electron micrographs of the amyloid deposits. Fibril diameters were measured (*n* = 20). (**D**) Schematic illustration of the LMD–LC-MS/MS procedure. The glomeruli with amyloid deposits were isolated and processed for proteomics. (**F**) Representative images from the cortical regions of human autopsy kidney samples. (**G** and **H**) Representative Western blot images from HK-2 cells transfected with (**H**) or without (**G**) TFEB siRNA after treatment with recombinant human APOA4 protein (with His-Tag) for 3 hours (*n* = 3). This experiment was repeated 3 times. Blots were set up in parallel and run contemporaneously (**H**). (**I**) *Apoa4* mRNA levels relative to *Actb* in the livers of mice (*n* = 5–10). (**J**) APOA4 concentrations in the plasma of mice (*n* = 5–10). Scale bars: 50 μm (**A**, **B**, and **D**–**F**) and 1 μm (**C**). Data are shown bar graphs, showing mean ± SEM. Values are normalized by the mean value of HK-2 cells transfected with siControl (**H**) or young *Tfeb^fl/fl^* mice (**I**). *P < 0.05 versus age-matched *Tfeb^fl/fl^* control littermates or siControl HK-2 cells; ^#^*P* < 0.05 versus young mice or siControl HK-2 cells (**B**, **I**, and **J**, 1-way ANOVA followed by the Tukey-Kramer test; **H**, 2-tailed Student’s *t* test). Sections were counterstained with hematoxylin. Bright-field images of Congo red staining were captured along with corresponding apple-green birefringence under polarized light. F/F, *Tfeb^fl/fl^* mice; F/F;KAP, *Tfeb^fl/fl^* KAP mice; eGFR, estimated glomerular filtration rate.

**Figure 3:**
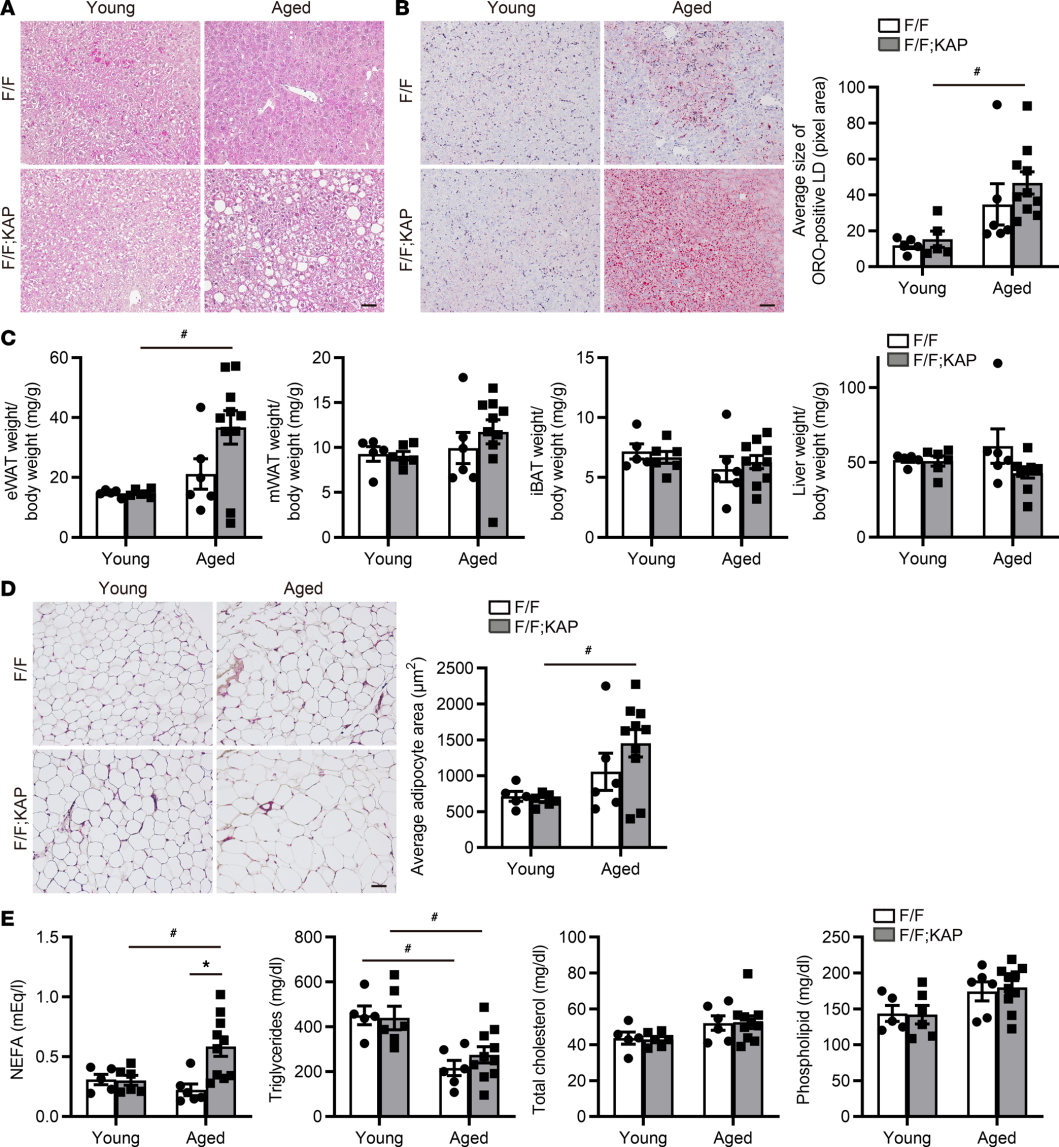
TFEB deficiency in PTECs leads to metabolic disorders in aged mice. (**A** and **B**) Representative images of H&E staining (**A**) and Oil red O (ORO) staining (**B**) in the livers of young and aged *Tfeb^fl/fl^* or *Tfeb^fl/fl^* KAP mice (*n* = 5–10). The size of ORO^+^ lipid droplets (LDs) is measured. (**C**) The ratio of the organ weight of epididymal white adipose tissue (eWAT), mesenteric WAT (mWAT), liver, and interscapular brown adipose tissue (iBAT) to the total body weight of mice (*n* = 5–10). (**D**) Representative images of H&E staining and adipose cell size in eWAT of mice (*n* = 5–10). (**E**) Plasma nonesterified fatty acid (NEFA), triglycerides, total cholesterol, and phospholipid levels of mice (*n* = 5–10). Scale bars: 50 μm (**A**, **B**, and **D**). Data are shown bar graphs, showing mean ± SEM. *P < 0.05 versus age-matched *Tfeb^fl/fl^* control littermates; ^#^*P* < 0.05 versus young mice (**B**–**E**, 1-way ANOVA followed by the Tukey-Kramer test). F/F, *Tfeb^fl/fl^* mice; F/F;KAP, *Tfeb^fl/fl^* KAP mice.

**Figure 4:**
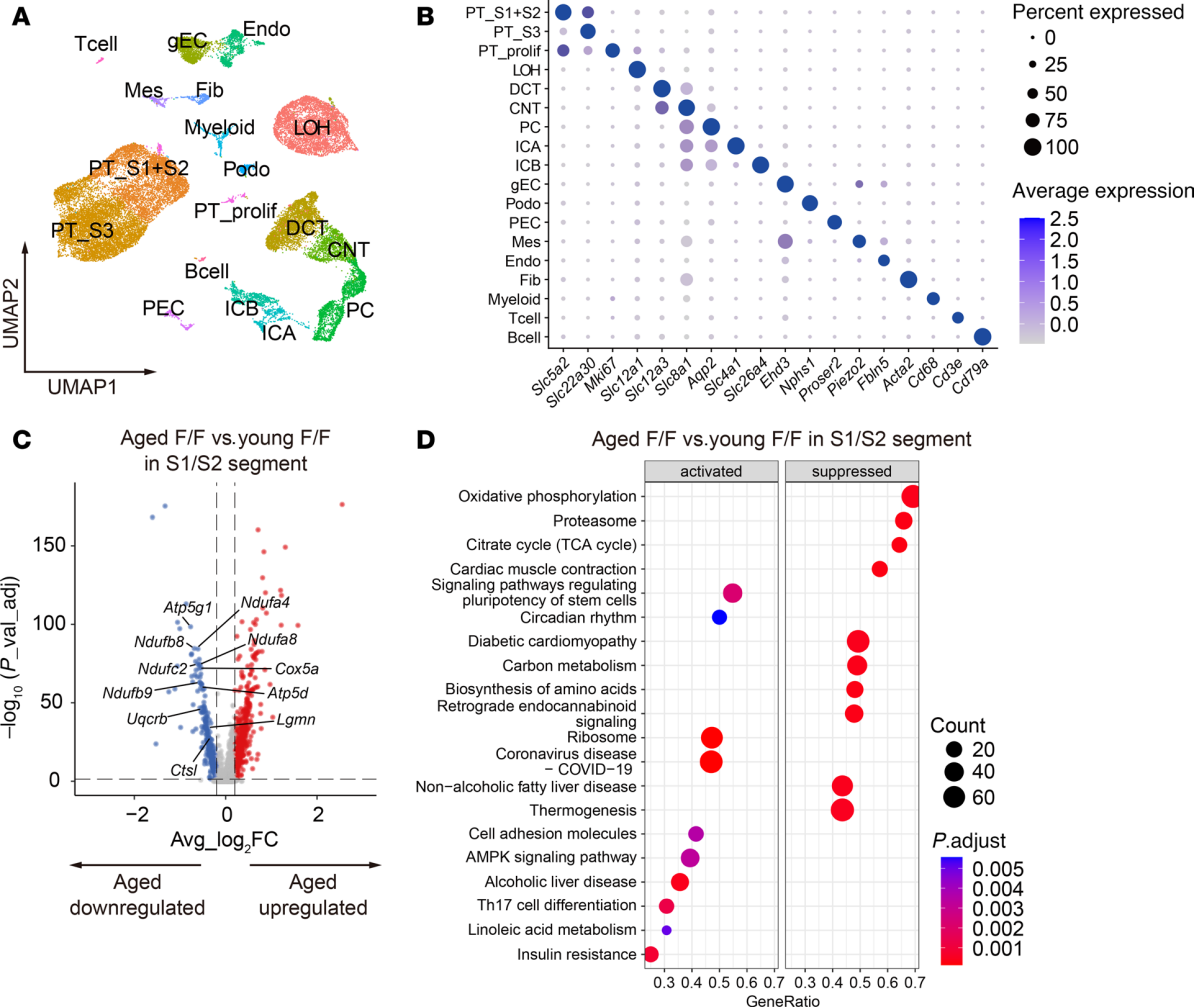
scRNA-Seq analyses capture the characteristics of kidney aging. (**A**) Kidneys from the young and aged *Tfeb^fl/fl^* or *Tfeb^fl/fl^* KAP mice (*n* = 2–3) were subjected to scRNA-Seq analyses. Cells were mapped by UMAP. Cells derived from 4 groups are shown as integrated figure. (**B**) Dot plot showing the expression of cell type marker genes across the clusters. Dot size denotes the percentage of cells expressing the marker genes. Color scale represents average gene expression values. (**C**) Volcano plots depicting differentially expressed genes. Colored dots correspond to individual genes whose expression levels were downregulated (blue) and upregulated (red). (**D**) Results of KEGG pathway GSEA. The dot size represents the numbers of genes. The dot color scale corresponds to the adjusted *P* value. PT_S1+S2, S1/S2 segments of proximal tubule; PT_S3, S3 segment of proximal tubule; PT_prolif, proliferative proximal tubule; LOH, loop of Henle; DCT, distal convoluted tubule; CNT, connecting tubule; PC, principal cell; ICA, type A intercalated cell; ICB, type B intercalated cell; gEC, glomerular endothelial cell; Podo, podocyte; PEC, glomerular parietal epithelial cell; Mes, mesangial cell; Endo, extraglomerular endothelial cell; Fib, fibroblast; p_val_ad, adjusted *P* value; Avg_log_2_FC, average log_2_ fold change; F/F, *Tfeb^fl/fl^* mice.

**Figure 5:**
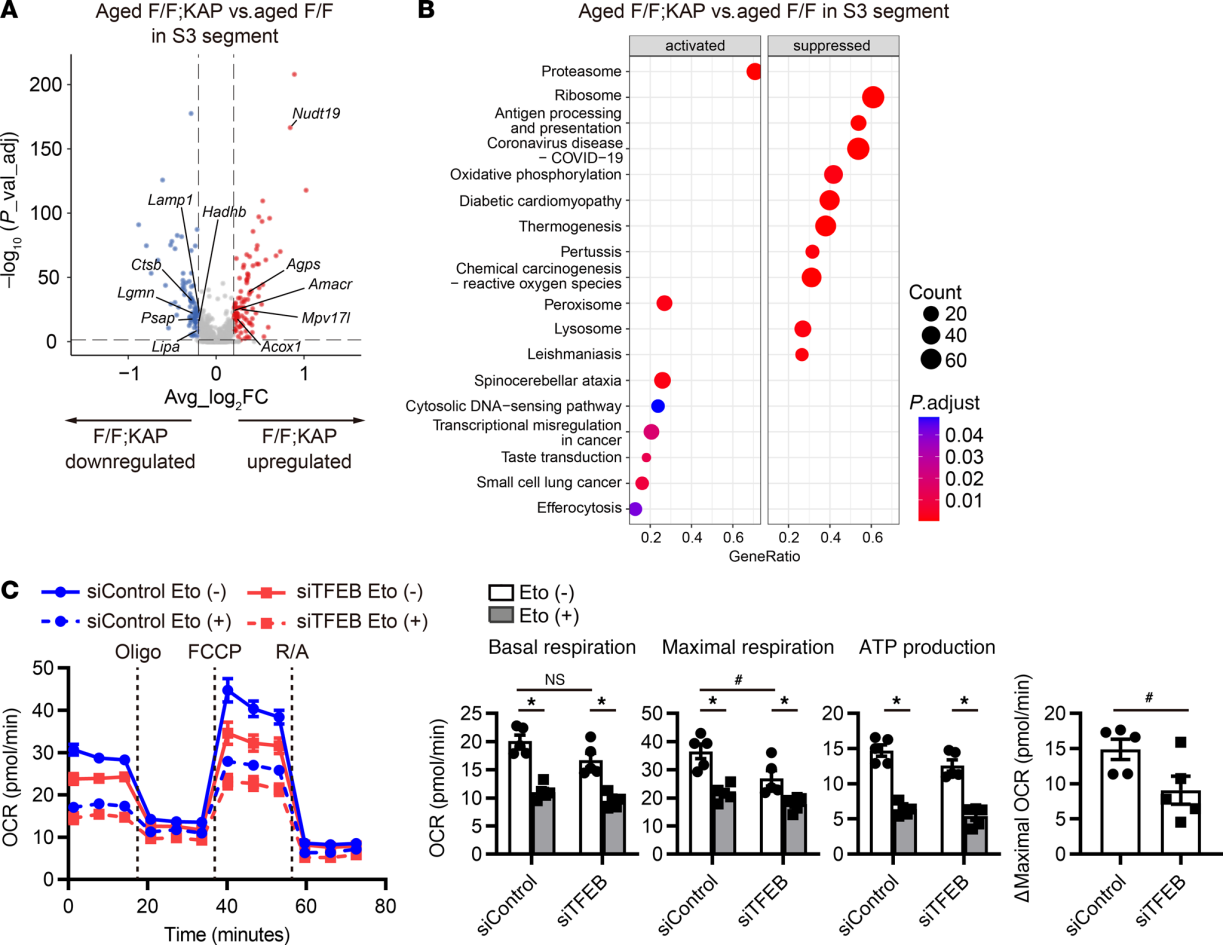
TFEB deficiency causes downregulation of the oxidative phosphorylation pathway in the S3 segment with age. (**A**) Volcano plots depicting differentially expressed genes. Colored dots correspond to individual genes whose expression levels were downregulated (blue) and upregulated (red). (**B**) Results of KEGG pathway GSEA. The dot size represents the numbers of genes. The dot color scale corresponds to the adjusted *P* value. (**C**) The OCR profiles of the HK-2 cells transfected with TFEB siRNA. Measurements were performed after addition of 40 μM etomoxir for 1 hour (*n* = 5). This experiment was repeated 3 times. Data are shown bar graphs, showing mean ± SEM. *P < 0.05 versus Eto-untreated HK-2 cells; ^#^*P* < 0.05 versus siControl HK-2 cells (1-way ANOVA followed by the Tukey-Kramer test or 2-tailed Student’s *t* test). p_val_ad, adjusted *P* value; Avg_log_2_FC, average log_2_ fold change; F/F, *Tfeb^fl/fl^* mice; F/F;KAP, *Tfeb^fl/fl^* KAP mice; Eto, etomoxir; Oligo, oligomycin; R/A, rotenone/antimycin A.

**Figure 6:**
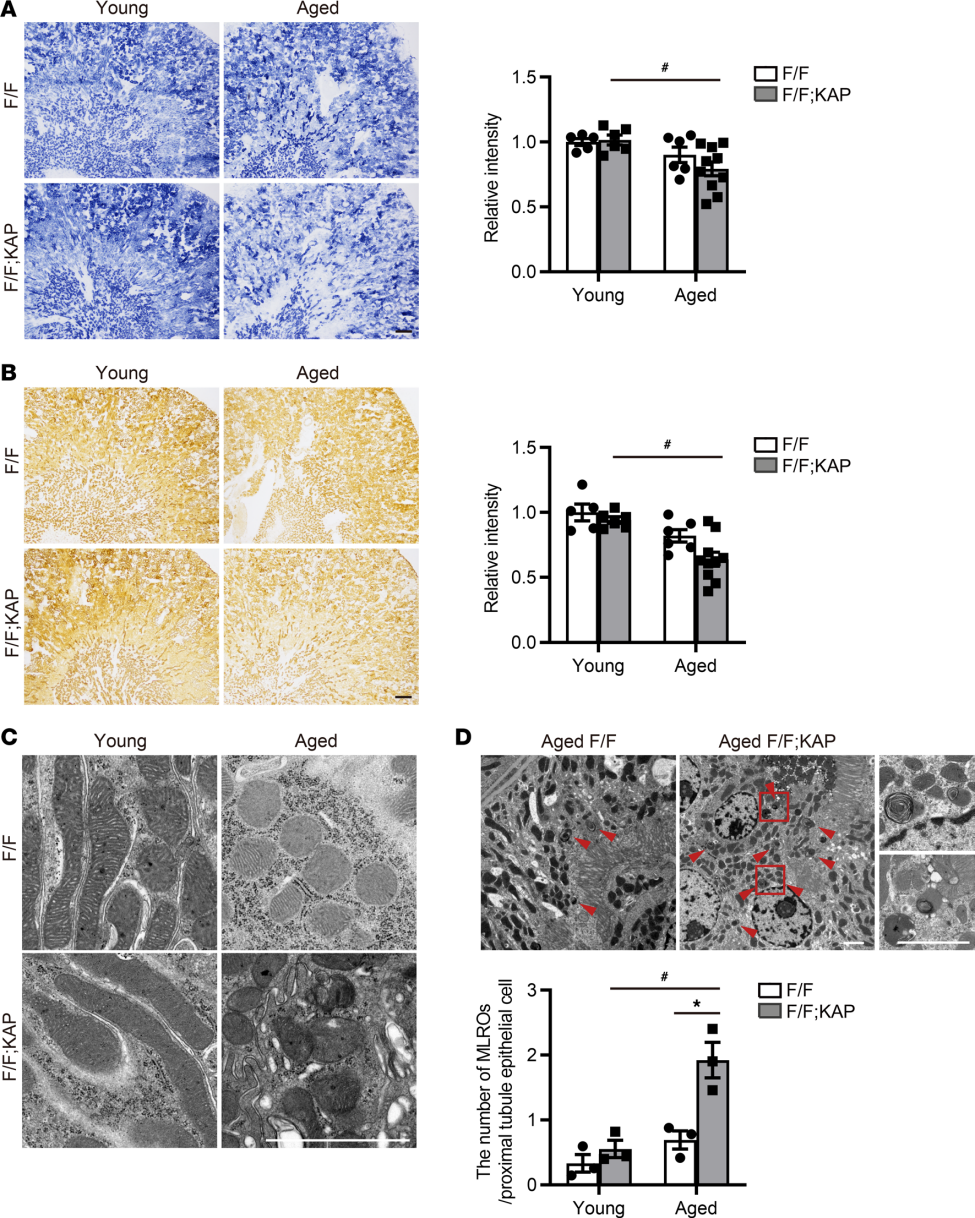
TFEB deficiency aggravates mitochondrial clearance in the S3 segment with age. (**A** and **B**) Representative images of succinate dehydrogenase (SDH) (**A**) and cytochrome c oxidase (COX) (**B**) staining in the kidneys of young and aged *Tfeb^fl/fl^* or *Tfeb^fl/fl^* KAP mice (*n* = 5–10). The relative staining intensity in the outer stripe of the outer medulla, which corresponds to the S3 segment, is shown. Values are normalized by the mean value of young *Tfeb^fl/fl^* mice. (**C** and **D**) Representative electron micrographs of the proximal tubules. Damaged mitochondria were observed in both aged *Tfeb^fl/fl^* mice and *Tfeb^fl/fl^* KAP mice (**C**). The number of mitochondria-lysosome–related organelles (MLROs) increased in aged *Tfeb^fl/fl^* KAP mice (**D**). Arrowheads and magnified images show MLROs. The number of MLROs was counted (*n* = 3). Scale bars: 250 μm (**A** and **B**) and 2 μm (**C** and **D**). Data are shown bar graphs, showing mean ± SEM. *P < 0.05 versus age-matched *Tfeb^fl/fl^* control littermates; ^#^*P* < 0.05 versus young mice (1-way ANOVA followed by the Tukey-Kramer test). F/F, *Tfeb^fl/fl^* mice; F/F;KAP, *Tfeb^fl/fl^* KAP mice.

**Figure 7:**
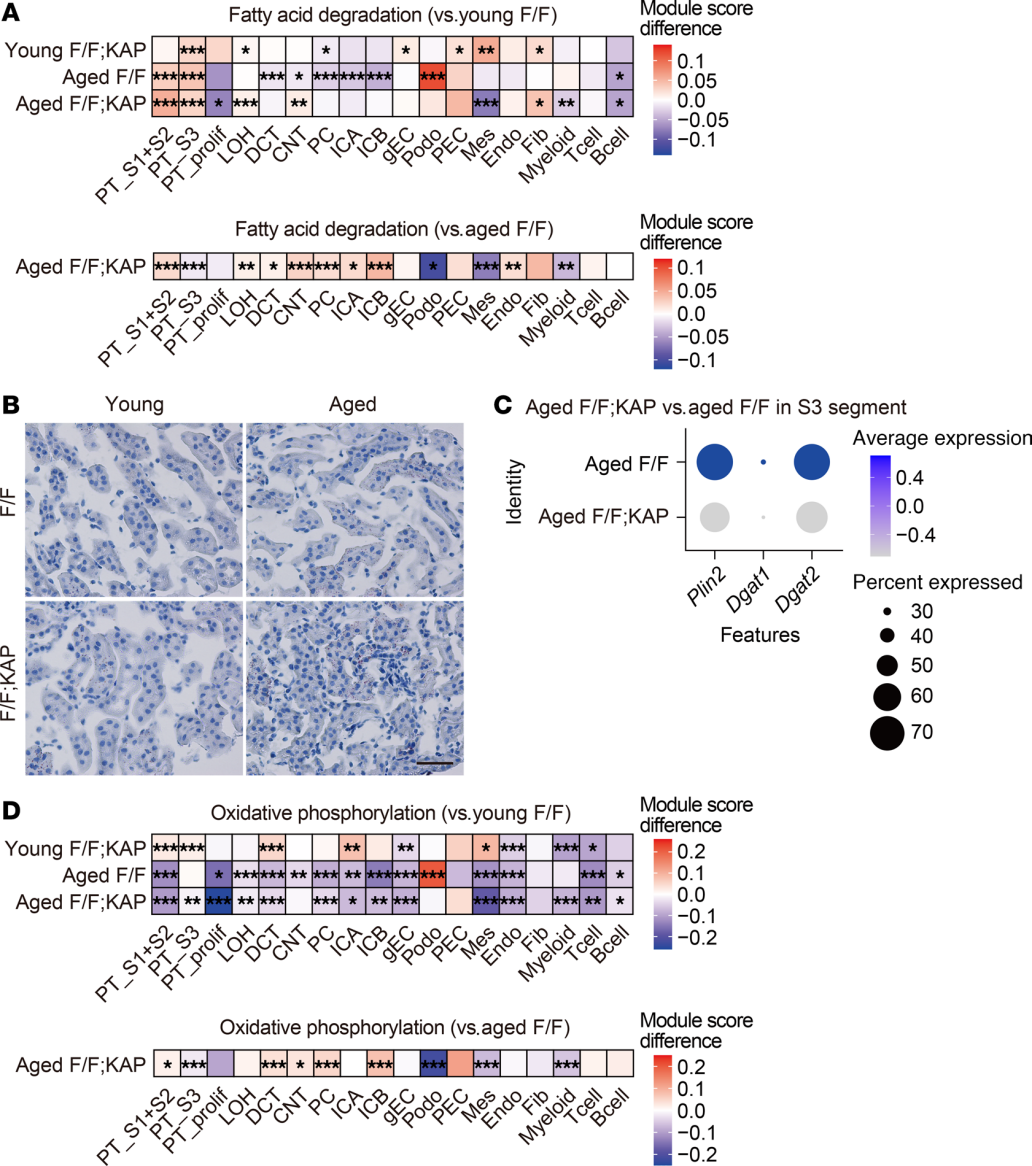
TFEB deficiency suppresses fatty acid oxidation in the S3 segment with age. (**A** and **D**) The module score of “Fatty acid degradation” and “Oxidative phosphorylation” across each cluster in the scRNA-Seq analyses. Upper heatmaps depict the difference between average scores of young *Tfeb^fl/fl^* KAP, aged *Tfeb^fl/fl^*, or aged *Tfeb^fl/fl^* KAP group and those of young *Tfeb^fl/fl^* group in each cluster. The module scores were compared in each cluster using 1-way ANOVA and then Dunnett’s test. Lower heatmaps depicting the difference between average scores of aged *Tfeb^fl/fl^* KAP group and those of aged *Tfeb^fl/fl^* group in each cluster. The module scores were compared in each cluster using 2-tailed Welch’s *t* test. *P < 0.05, **P < 0.01, and ***P < 0.001. (**B**) Representative images of Oil red O staining in the kidneys of young and aged *Tfeb^fl/fl^* or *Tfeb^fl/fl^* KAP mice (*n* = 5–10). Scale bars: 50 μm. (**C**) Dot plot of the scRNA-Seq analyses showing the expression of genes involved in LD formation in the S3 segment. Dot size denotes the percentage of cells expressing the marker genes. Color scale represents average gene expression values. F/F, *Tfeb^fl/fl^* mice; F/F;KAP, *Tfeb^fl/fl^* KAP mice.

**Figure 8:**
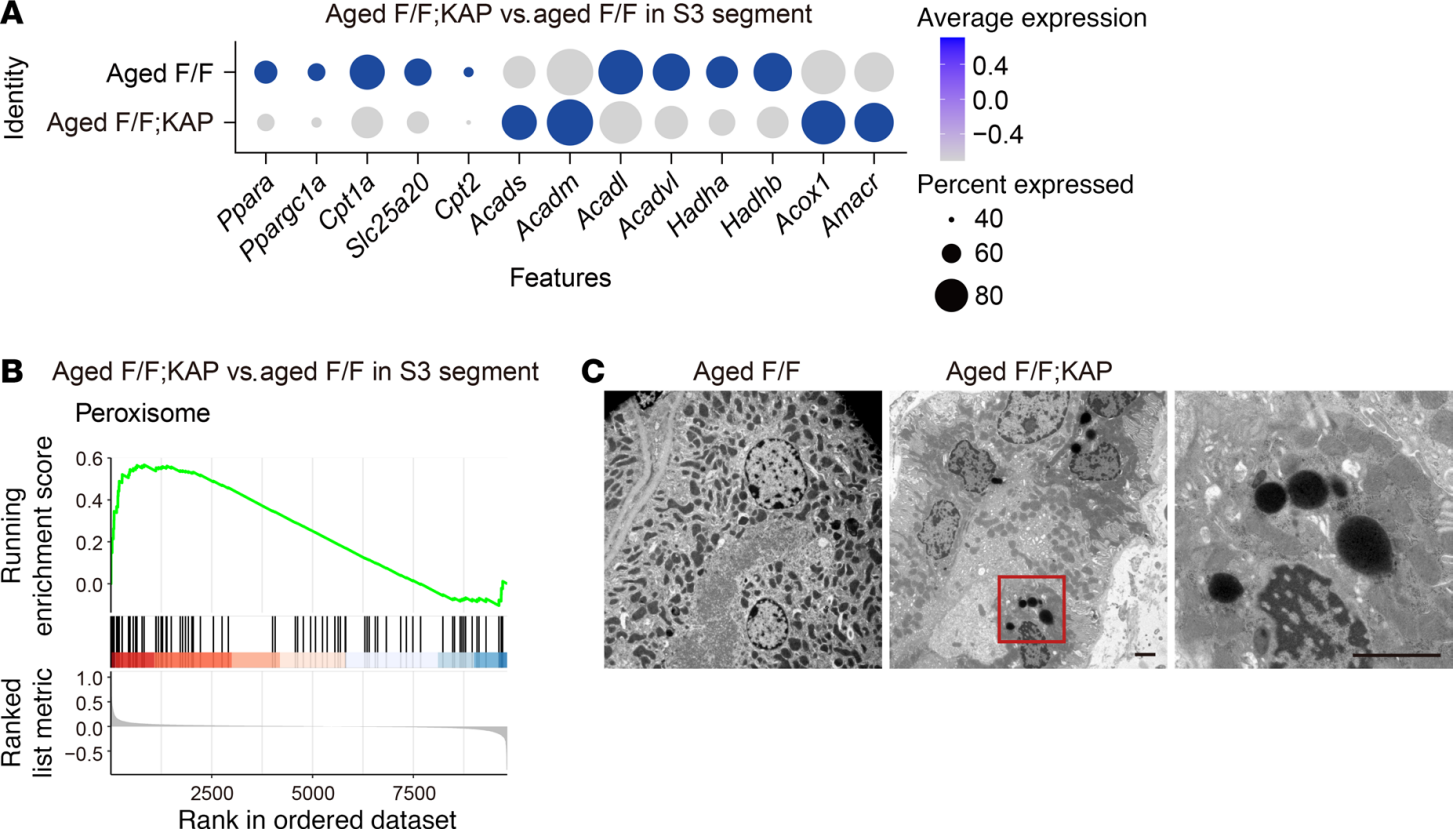
Peroxisomal FAO compensates for dysregulated mitochondrial FAO in the S3 segment with age. (**A**) Dot plot of the scRNA-Seq analyses showing the expression of genes involved in fatty acid oxidation in the S3 segment. Dot size denotes the percentage of cells expressing the marker genes. Color scale represents average gene expression values. (**B**) GSEA-based KEGG-enrichment plots show that the “Peroxisome” pathway in S3 segment was upregulated in aged *Tfeb^fl/fl^* KAP mice. The running enrichment score is plotted as a function of the position in the ranked list of genes. (**C**) Representative electron micrographs of the proximal tubules. Magnified images show peroxisomes. F/F, *Tfeb^fl/fl^* mice; F/F;KAP, *Tfeb^fl/fl^* KAP mice. Scale bars: 2 μm.

**Figure 9:**
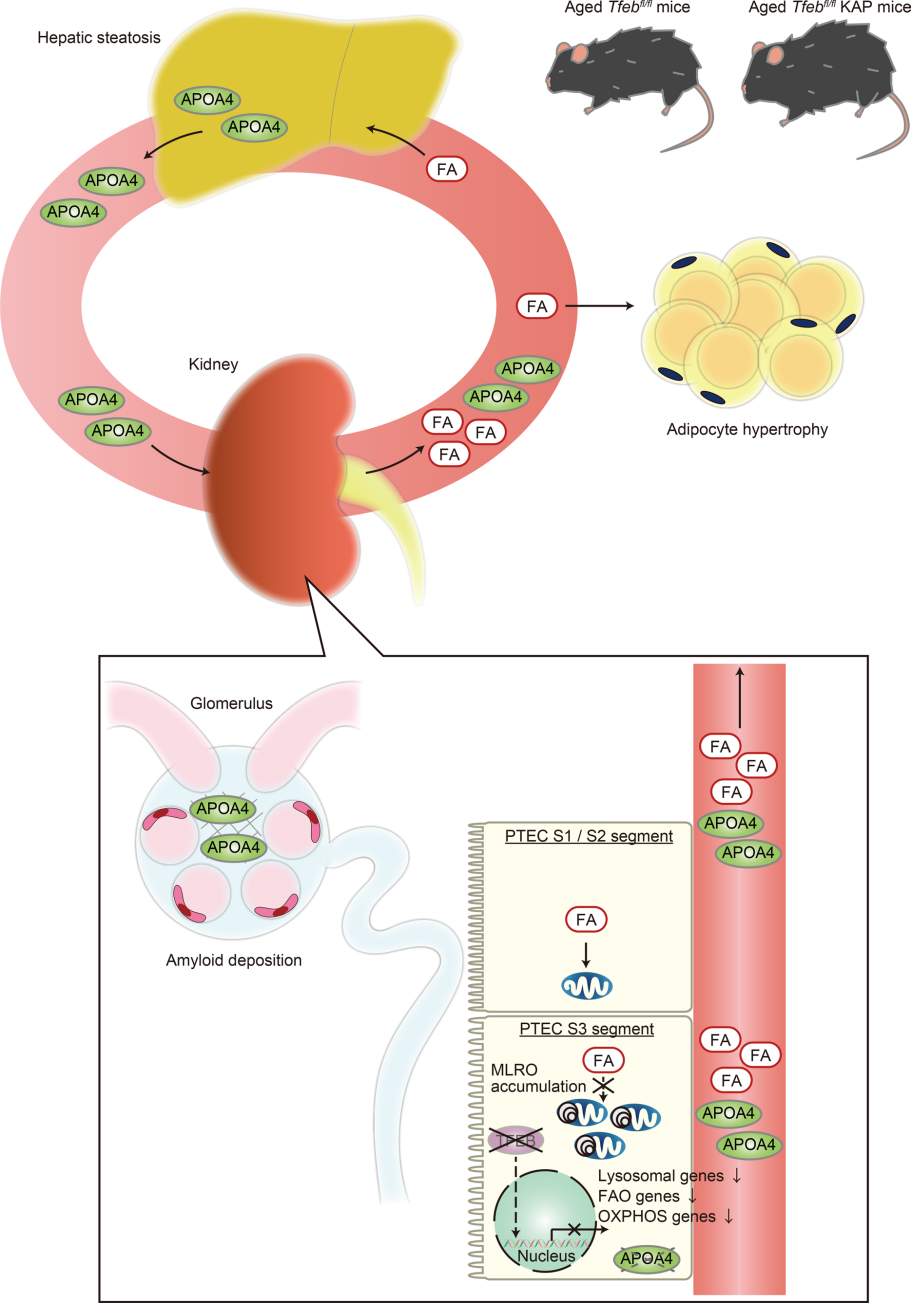
TFEB deficiency in the S3 segment of the proximal tubules causes systemic metabolic change and occasionally leads to APOA4 amyloidosis with age. Schematic illustration of this study. TFEB deficiency in the S3 segment of the proximal tubule causes mitochondrial dysfunction in aged mice due to the following reasons: (a) MLRO accumulation due to downregulation of lysosomal pathway, indicative of decreased mitochondrial clearance, and (b) downregulation of both fatty acid oxidation (FAO) pathway and oxidative phosphorylation (OXPHOS) pathway. TFEB deficiency also causes increased circulating free fatty acid (FA), hepatic steatosis, and adipocyte hypertrophy. Both increased hepatic APOA4 synthesis due to hepatic steatosis and decreased APOA4 degradation in TFEB-deficient PTECs may cause APOA4 amyloidosis.

**Table 1:**
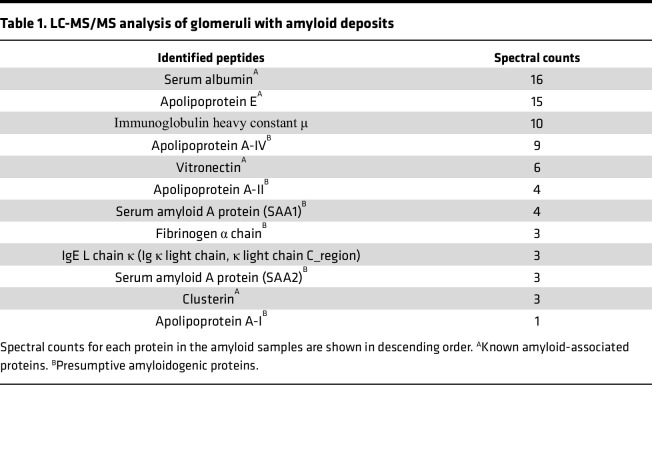
LC-MS/MS analysis of glomeruli with amyloid deposits

# Supplementary material for: Age-related TFEB downregulation in proximal tubules causes systemic metabolic disorders and occasional apolipoprotein A4–related amyloidosis
**Source:** JCI Insight. 2024 Dec 19;10(3):e184451. doi: 10.1172/jci.insight.184451
**Supplement:** Supplemental data

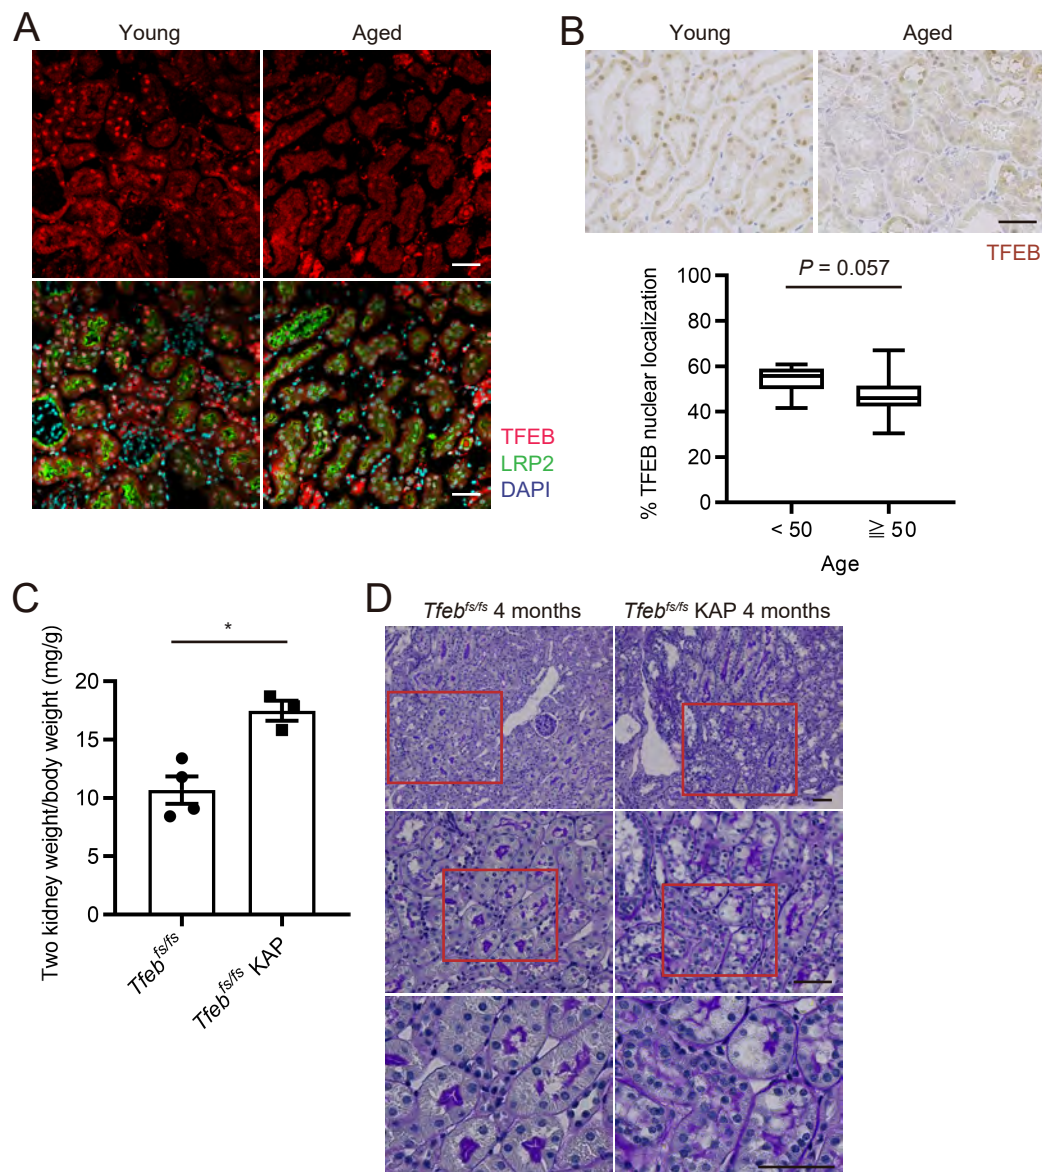

**Supplemental Figure 1. PTEC-specific *Tfeb*-overexpressing mice shows aberrant cell proliferation.** (A) Representative low-magnification images showing TFEB in the kidney cortical regions of young (6-week-old) or aged (2-year-old) mice ( $n = 11$ ). Sections were immunostained for LRP2, a marker of proximal tubules (green) and counterstained with DAPI (blue). (B) Representative images of immunohistochemical staining for TFEB on kidney specimens obtained from young (under 50 years old) or aged (over 50 years old) patients. Specimens were counterstained with hematoxylin. Kidney biopsy samples from CKD patients were analyzed, using the dataset previously reported in our papers (ref. 20 ( $n = 21$ )). (C) The ratio of the combined kidney weight to the total body weight of 4-month-old  $Tfeb^{fs/fs}$  or  $Tfeb^{fs/fs}$  KAP mice ( $n = 3-4$ ). (D) Representative images of PAS staining in the kidneys of 4-month-old  $Tfeb^{fs/fs}$  or  $Tfeb^{fs/fs}$  KAP mice ( $n = 3-4$ ). Magnified images in  $Tfeb^{fs/fs}$  KAP mice show aberrant cell proliferation and vacuolar degeneration in proximal tubules. Bars: 40  $\mu$ m (A) and 50  $\mu$ m (B and D). Data are provided as bar graphs showing means  $\pm$  standard error (SE) or box plots showing median values and interquartile range. Boxes represent the 25th and 75th percentile, lines inside the boxes represent medians, whiskers are plotted by Tukey method. Statistically significant differences:  $*P < 0.05$  versus  $Tfeb^{fs/fs}$  control littermates (B, Wilcoxon rank sum test; C, two-tailed Student's  $t$  test).  $Tfeb^{fs/fs}$  mice carrying  $Tfeb$ -3xFlag $^{fs/fs}$  under the control of a strong CAG promoter;  $Tfeb^{fs/fs}$  KAP, mice carrying  $Tfeb$ -3xFlag $^{fs/fs}$  under the control of a strong CAG promoter crossed with the KAP-Cre.

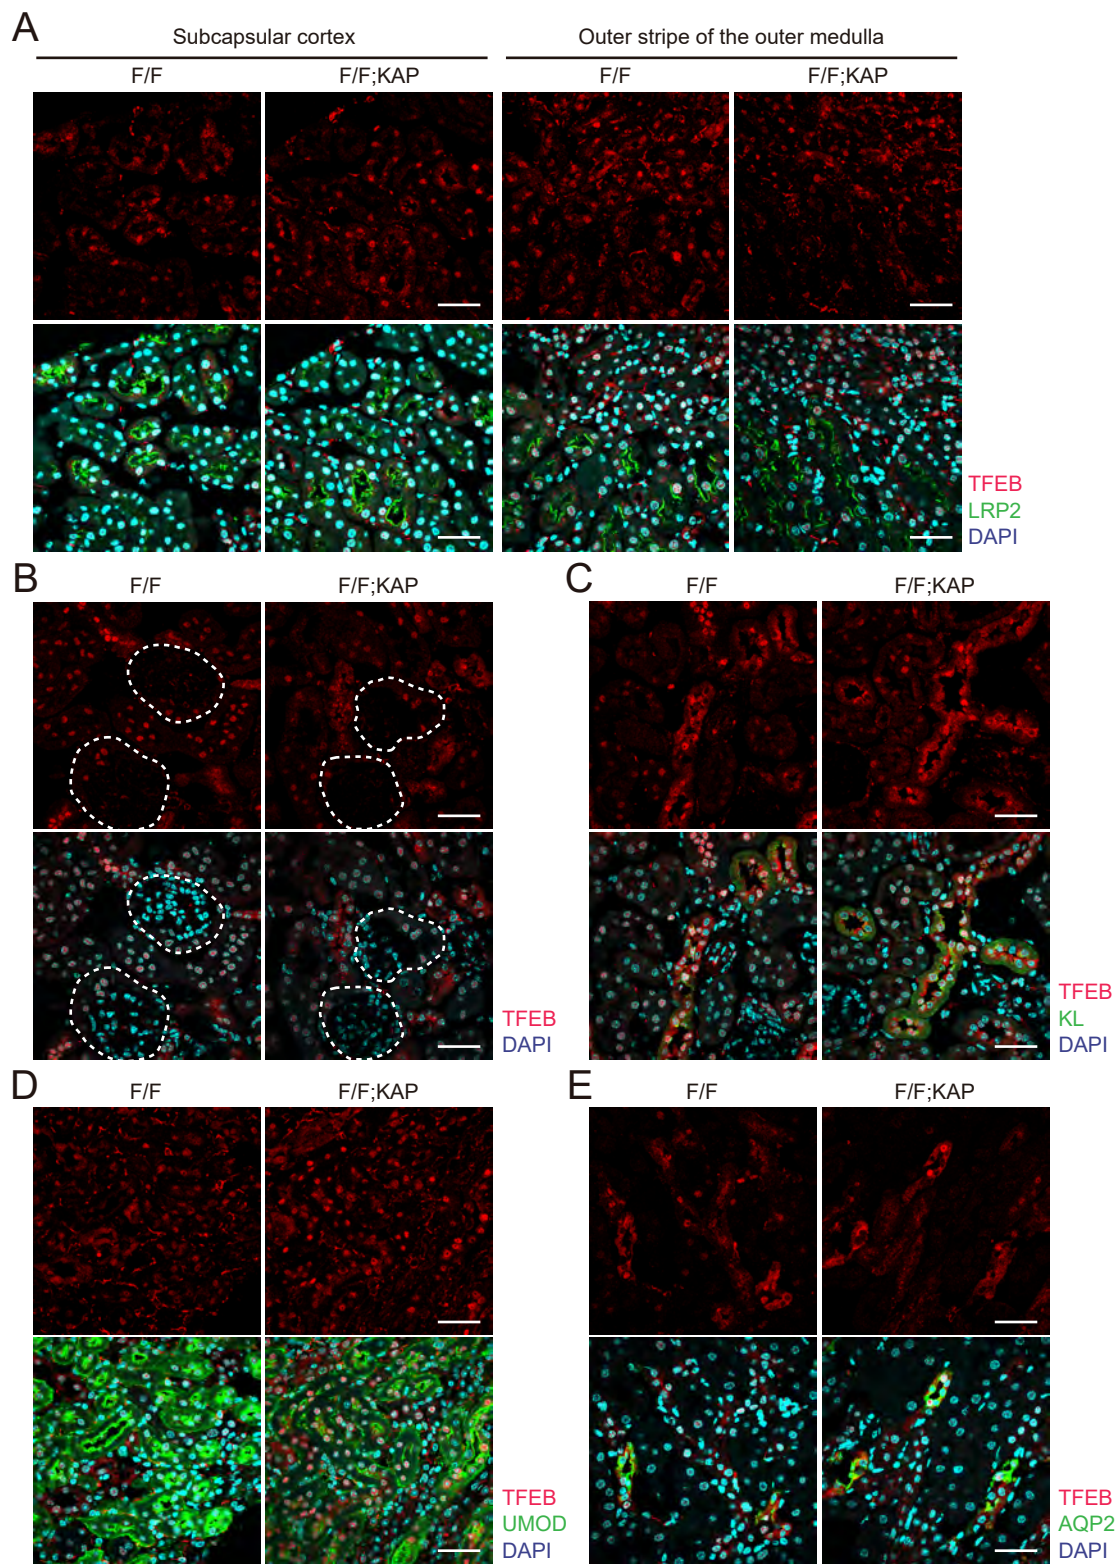

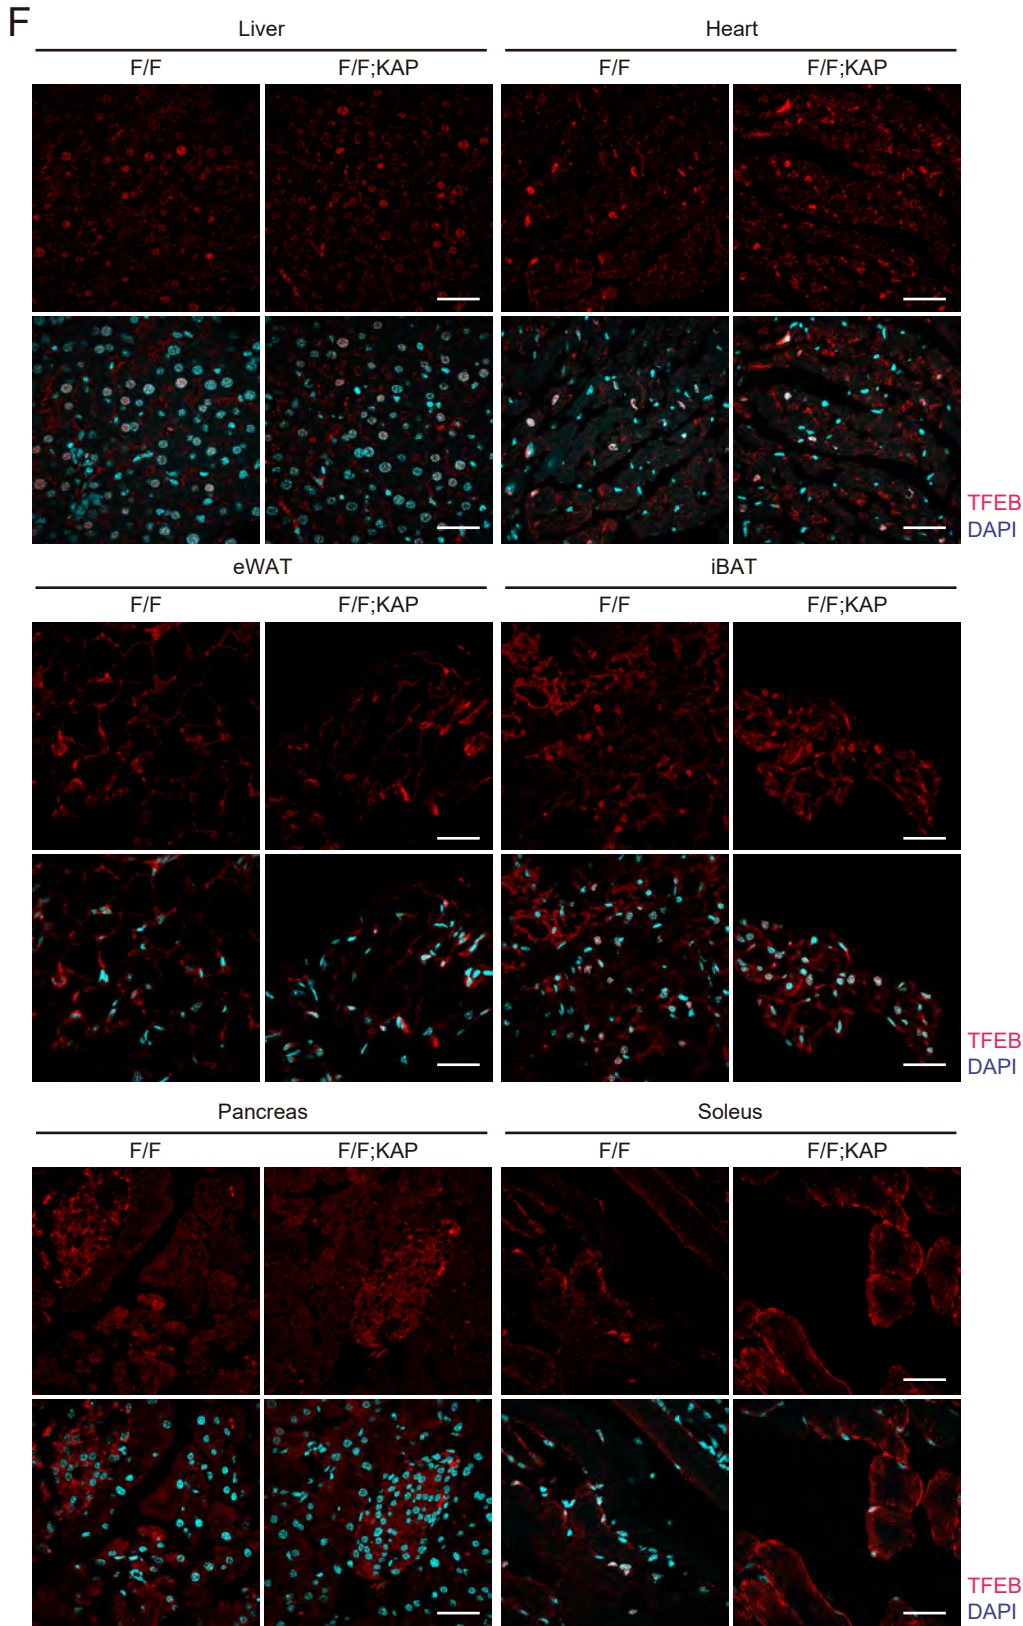

**Supplemental Figure 2. TFEB is specifically deleted in the S3 segment of the proximal tubules. (A–E)** Representative immunofluorescence images showing TFEB in different segments of the kidneys of young mice. Sections were coimmunostained with LRP2 (a marker of the proximal tubules) (**A**), KL (mainly expressed in the distal tubules) (**C**), UMOD (mainly expressed in the thick ascending limbs of the loop of Henle) (**D**), or AQP2 (a marker of the collecting ducts) (**E**). S1/S2 segments are mainly distributed in the subcapsular cortex, while S3 segments are mainly distributed in the outer stripe of the outer medulla (**A**). White dotted lines enclose renal corpuscles, which consist of glomeruli and Bowman's capsules (**B**). (**F**) Representative immunofluorescence images showing TFEB in different organs. Sections were counterstained with DAPI. Bars: 40  $\mu$ m. F/F, *Tfeb<sup>fl/fl</sup>* mice; F/F;KAP, *Tfeb<sup>fl/fl</sup>* KAP mice.

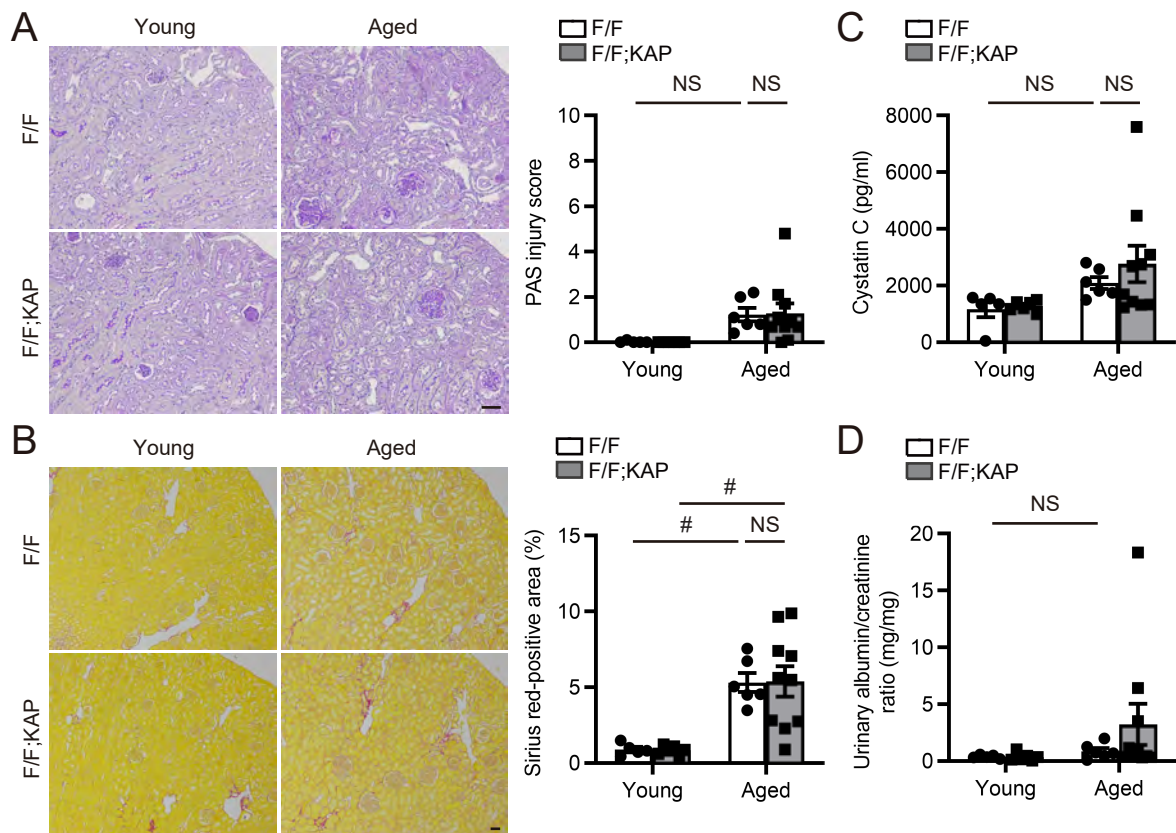

**Supplemental Figure 3. Long-term TFEB deficiency in PTECs does not largely induce renal dysfunction.** (A and B) Representative images of PAS staining (A) and picrosirius red staining (B) in the kidneys of young (6-week-old) and aged (2-year-old) *Tfeb<sup>fl/fl</sup>* or *Tfeb<sup>fl/fl</sup>* KAP mice (n = 5–10). The tubular injury score and the sirius red-positive area was shown. (C and D) Plasma cystatin C concentrations and urinary albumin/creatinine ratio in the young and aged *Tfeb<sup>fl/fl</sup>* or *Tfeb<sup>fl/fl</sup>* KAP mice (n = 5–10). Bars: 50  $\mu$ m. Data are provided as bar graphs showing means  $\pm$  standard error (SE). Statistically significant differences: #*P* < 0.05 versus young mice (one-way ANOVA followed by the Tukey-Kramer test). F/F, *Tfeb<sup>fl/fl</sup>* mice; F/F;KAP, *Tfeb<sup>fl/fl</sup>* KAP mice.

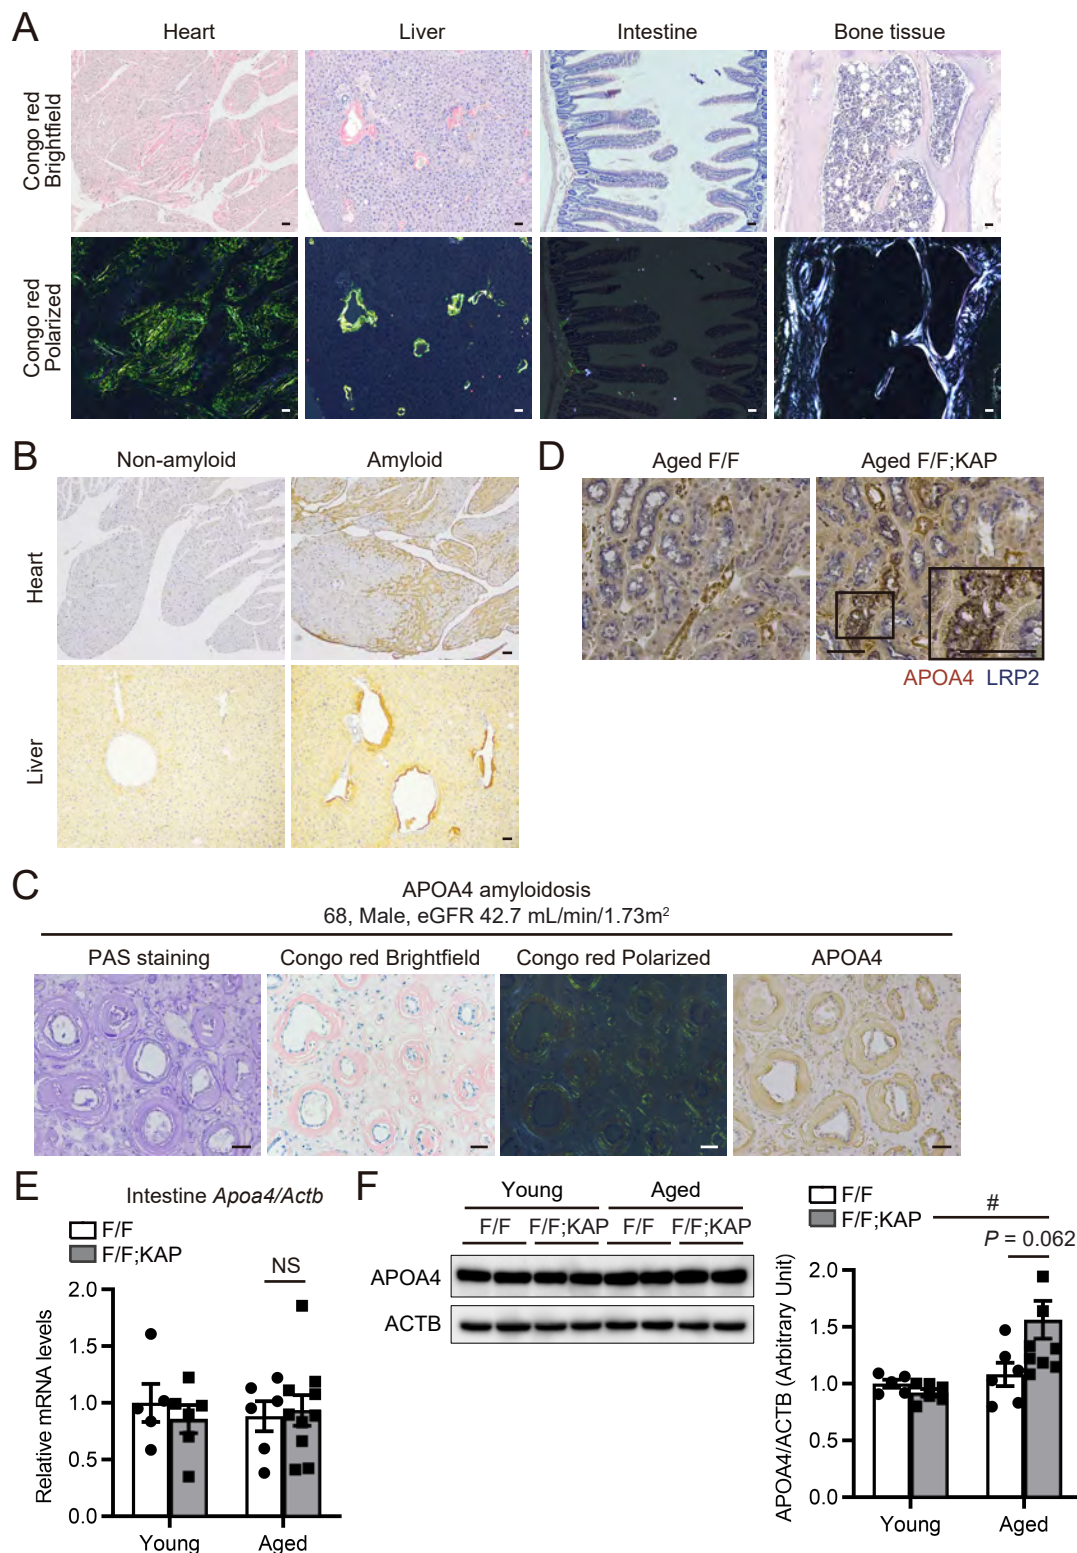

**Supplemental Figure 4. TFEB deficiency in PTECs causes systemic APOA4 amyloidosis with age. (A and B)**

Representative images of Congo red staining (A) and APOA4 immunostaining (B) in various organs of aged (2-year-old) *Tfeb<sup>fl/fl</sup>* KAP mice with (A and B) or without (B) amyloid deposits. Sections were counterstained with hematoxylin. (C) Representative images of PAS staining, Congo red staining, and immunohistochemical staining for APOA4 in the medulla regions of human autopsy kidney samples. Specimens were counterstained with hematoxylin. (D) Representative images of APOA4 immunostaining in the kidneys of aged *Tfeb<sup>fl/fl</sup>* or *Tfeb<sup>fl/fl</sup>* KAP mice. Sections were immunostained for LRP2, a marker of proximal tubules (blue) and counterstained with hematoxylin. (E) *Apoa4* mRNA levels relative to *Actb* in the intestine of young and aged *Tfeb<sup>fl/fl</sup>* or *Tfeb<sup>fl/fl</sup>* KAP mice (n = 5–10). (F) Representative western blot images of APOA4 in liver lysates of young and aged *Tfeb<sup>fl/fl</sup>* or *Tfeb<sup>fl/fl</sup>* KAP mice (n = 5–10). Blots were set up in parallel and run contemporaneously. Values are normalized by the mean value of young *Tfeb<sup>fl/fl</sup>* mice. Statistically significant differences: #P < 0.05 versus young mice (E and F, 1-way ANOVA followed by the Tukey-Kramer test). Bars: 50  $\mu$ m (A–D). Data are provided as bar graphs showing means  $\pm$  standard error (SE). Bright field images of Congo red staining were captured along with corresponding apple green birefringence under polarized light. F/F, *Tfeb<sup>fl/fl</sup>* mice; F/F;KAP, *Tfeb<sup>fl/fl</sup>* KAP mice; eGFR, estimated glomerular filtration rate.

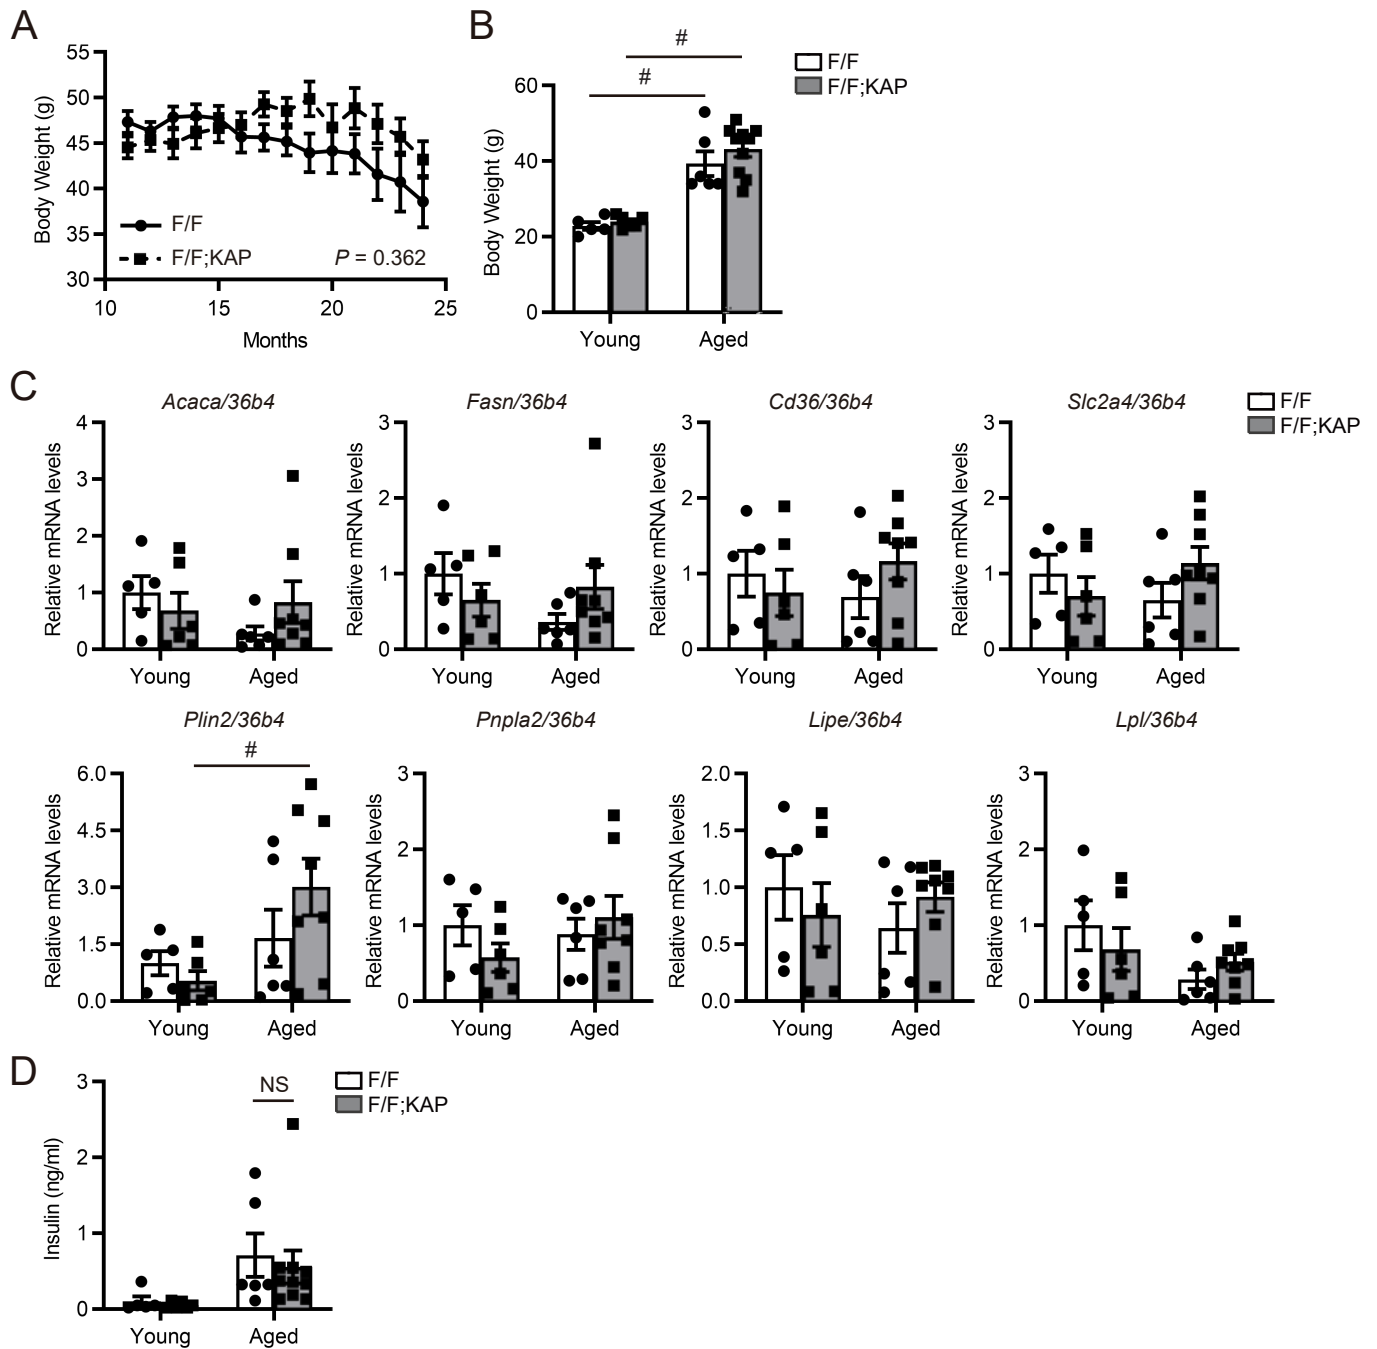

**Supplemental Figure 5. TFEB deficiency in PTECs increases adipogenesis in aged mice.** (A) Body weight chart for *Tfeb<sup>fl/m</sup>* (n = 13) or *Tfeb<sup>fl/m</sup>* KAP mice (n = 15). (B) Body weight at terminal sacrifice of young (6-week-old) and aged (2-year-old) *Tfeb<sup>fl/m</sup>* or *Tfeb<sup>fl/m</sup>* KAP mice (n = 5–10). (C) mRNA levels relative to *36b4* in epididymal white adipose tissue of young and aged *Tfeb<sup>fl/m</sup>* or *Tfeb<sup>fl/m</sup>* KAP mice (n = 5–8). Values are normalized by the mean value of young *Tfeb<sup>fl/m</sup>* mice. (D) Plasma insulin levels of young and aged *Tfeb<sup>fl/m</sup>* or *Tfeb<sup>fl/m</sup>* KAP mice (n = 5–10). Data are provided as bar graphs showing means  $\pm$  standard error (SE). Statistically significant differences: # $P < 0.05$  versus young littermates (one-way ANOVA followed by the Tukey-Kramer test). Mixed-effects analysis was used to assess body weight progress. F/F, *Tfeb<sup>fl/m</sup>* mice; F/F;KAP, *Tfeb<sup>fl/m</sup>* KAP mice.

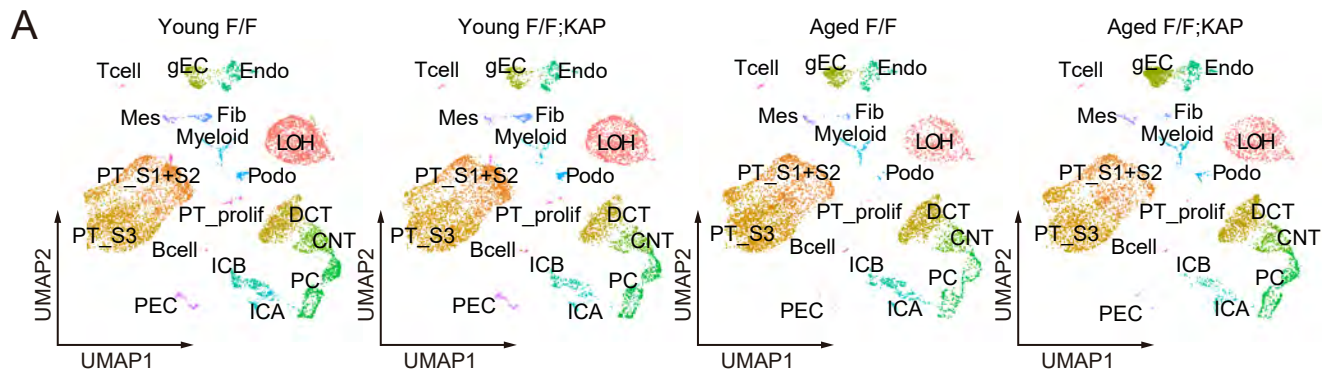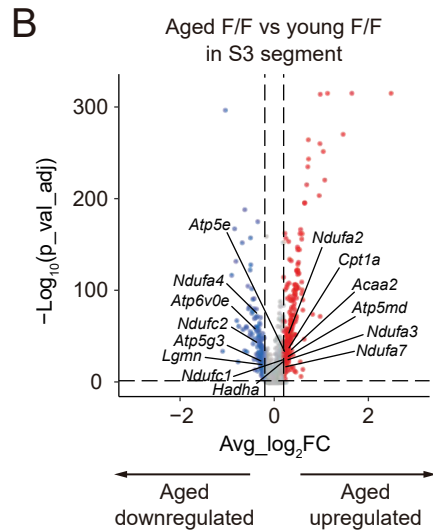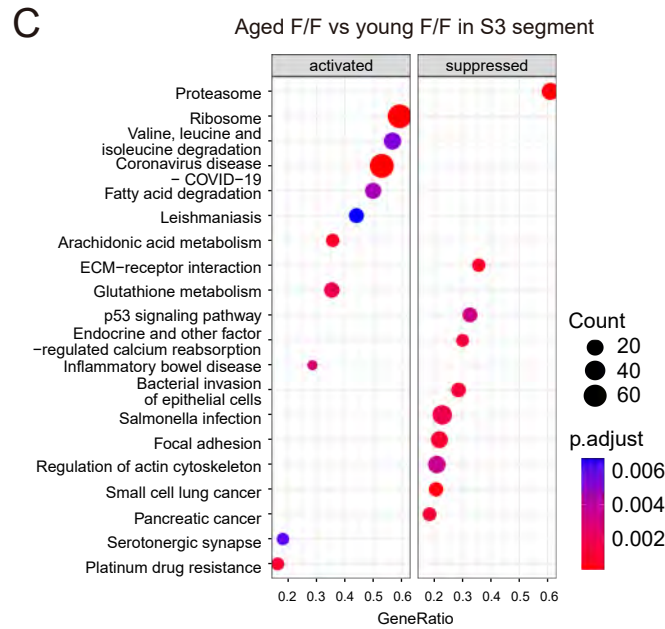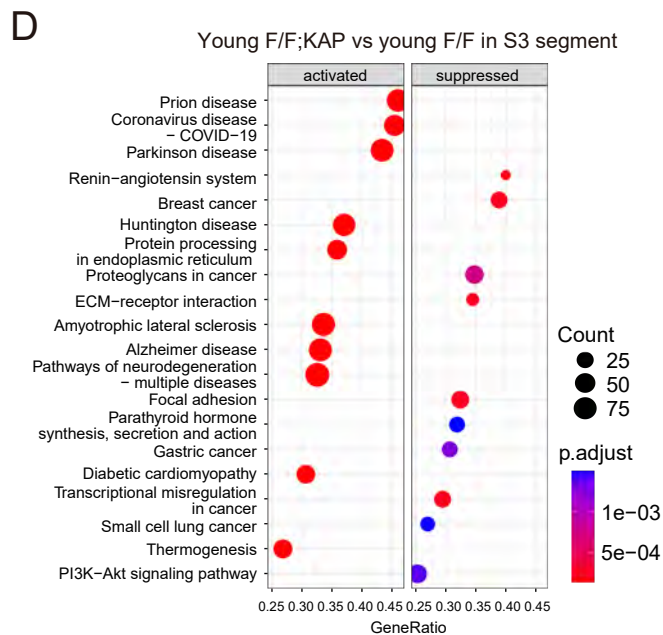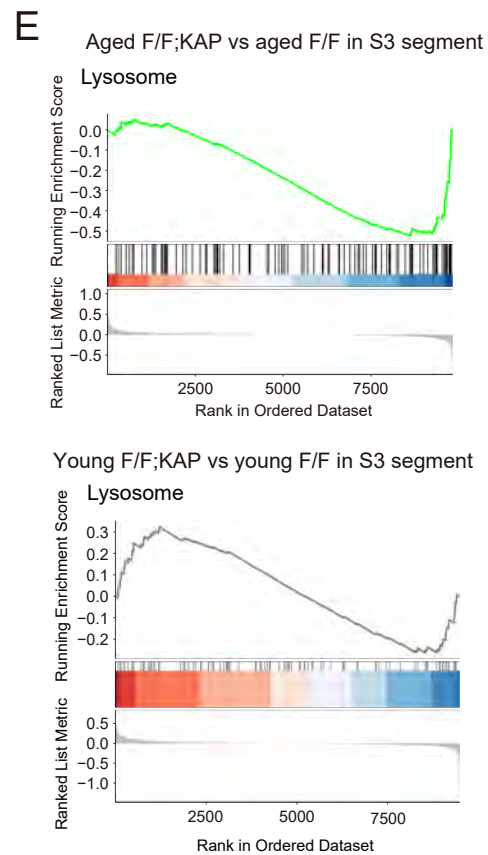

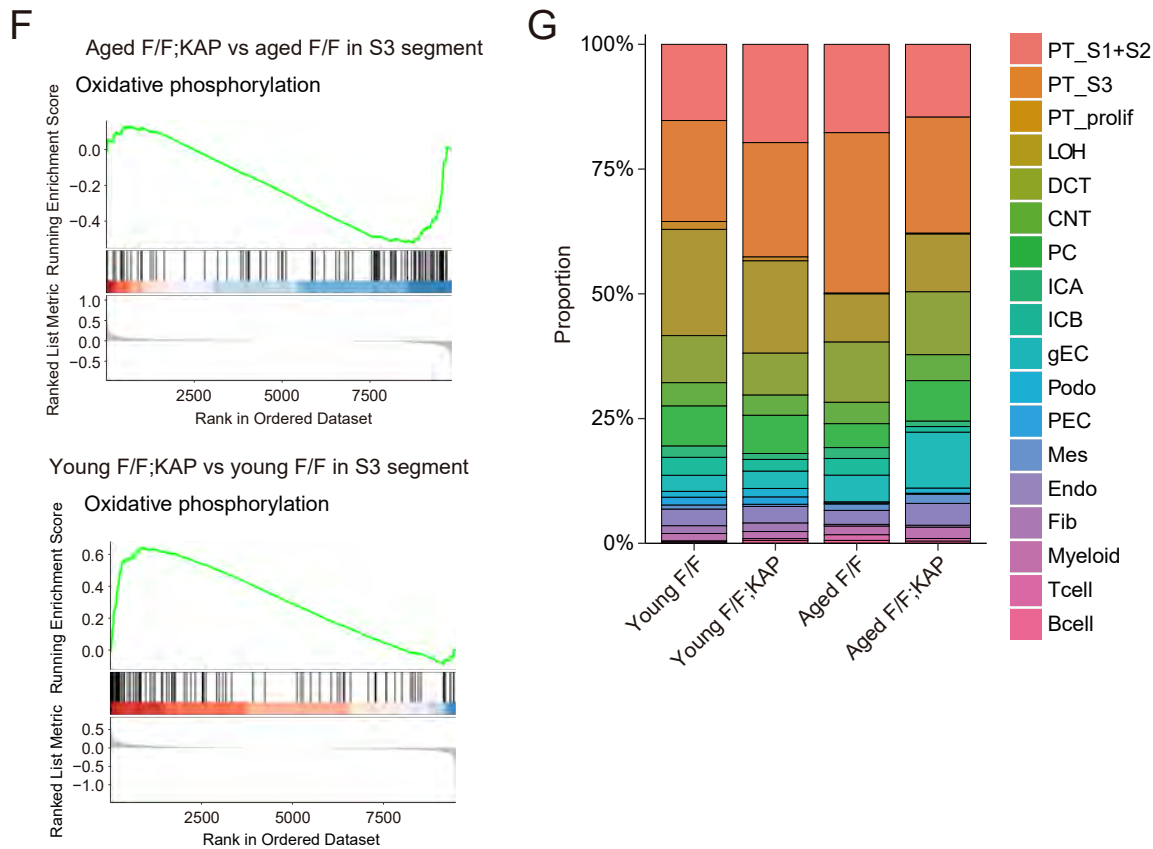

**Supplemental Figure 6. TFEB deficiency does not cause downregulation of lysosome or oxidative phosphorylation pathway in the S3 segment of young mice.** (A) Cells in each group were mapped by UMAP separately. (B) Volcano plots depicting differentially expressed genes. Plots were discriminated based on adjusted  $P$  value  $< 0.05$  and  $\log_2$  fold change threshold = 0.20. Colored dots correspond to individual genes whose expression levels were downregulated (blue) and upregulated (red). (C and D) Results of KEGG pathway gene set enrichment analyses using the gseKEGG in the R package clusterProfiler. The dot size represents the numbers of genes. The dot color scale corresponds to the adjusted  $P$  value. (E and F) GSEA-based KEGG-enrichment plots show that the “Lysosome” and “Oxidative phosphorylation” pathway in S3 segment were downregulated not in young *Tfeb*<sup>fl/fl</sup> KAP mice, but in aged *Tfeb*<sup>fl/fl</sup> KAP mice. The running enrichment score is plotted as a function of the position in the ranked list of genes. (G) Bar plots showing the relative proportion of each cluster. p\_val\_ad, adjusted  $P$  value; Avg\_log<sub>2</sub>FC, average log<sub>2</sub> fold change; F/F, *Tfeb*<sup>fl/fl</sup> mice; F/F;KAP, *Tfeb*<sup>fl/fl</sup> KAP mice.

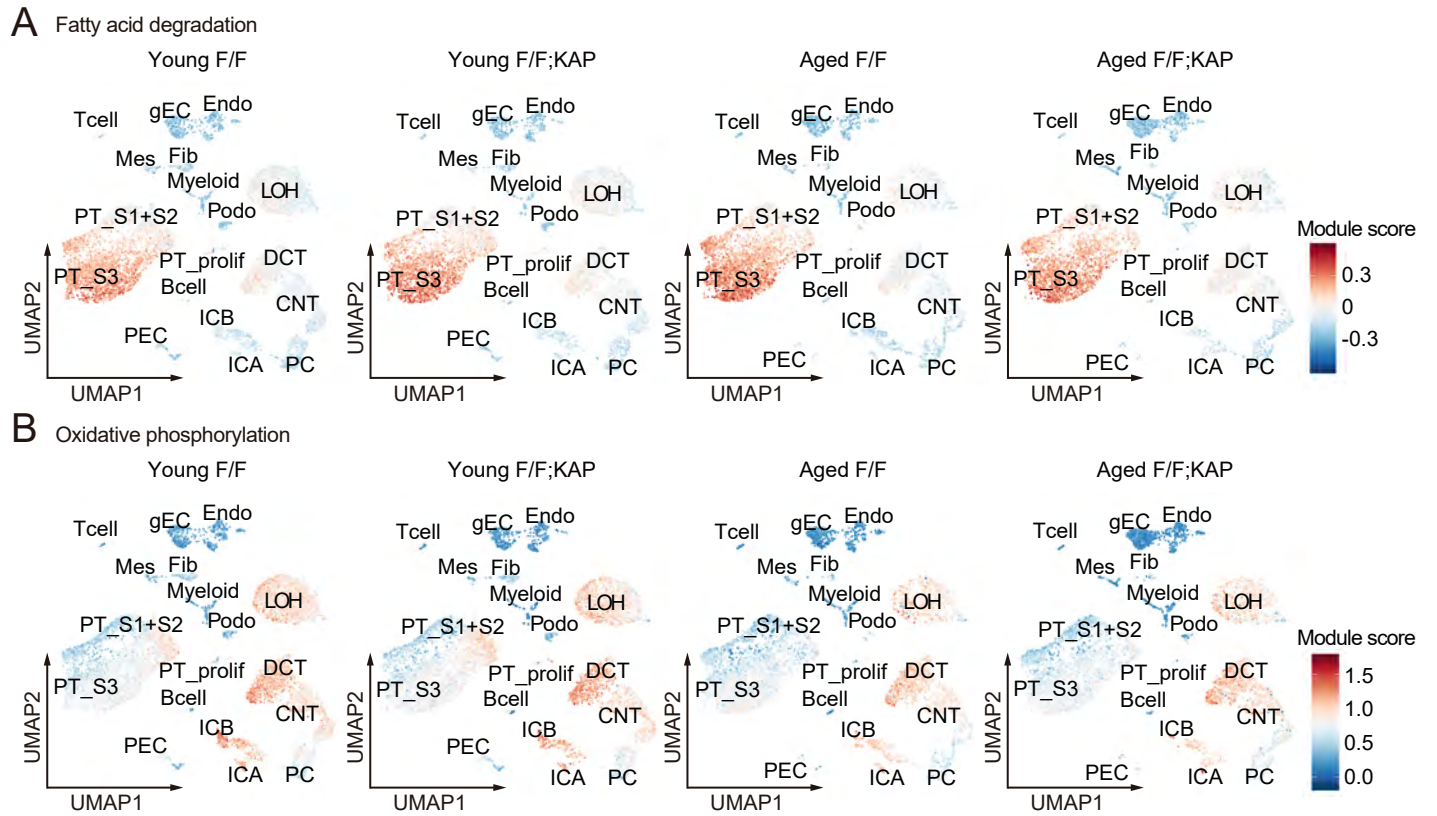

**Supplemental Figure 7. Module score distribution.** (A and B) The module score distribution in UMAP using “Fatty acid degradation” and “Oxidative phosphorylation” gene sets. F/F, *Tfeb<sup>fl/fl</sup>* mice; F/F;KAP, *Tfeb<sup>fl/fl</sup>* KAP mice.

Aged F/F;KAP vs aged F/F in S1 + S2 segment

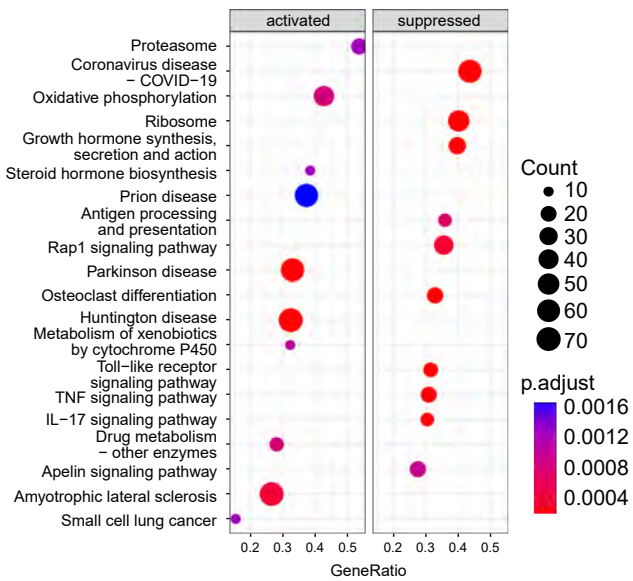

Aged F/F;KAP vs aged F/F in Proliferative-PT

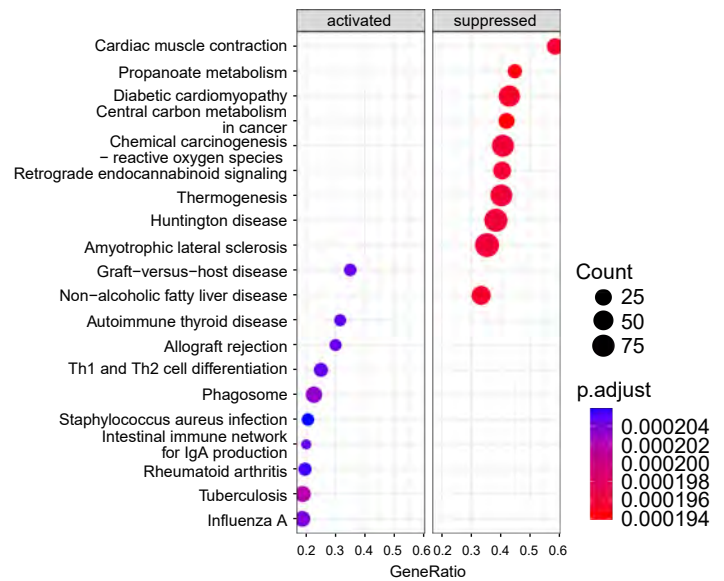

Aged F/F;KAP vs aged F/F in LOH

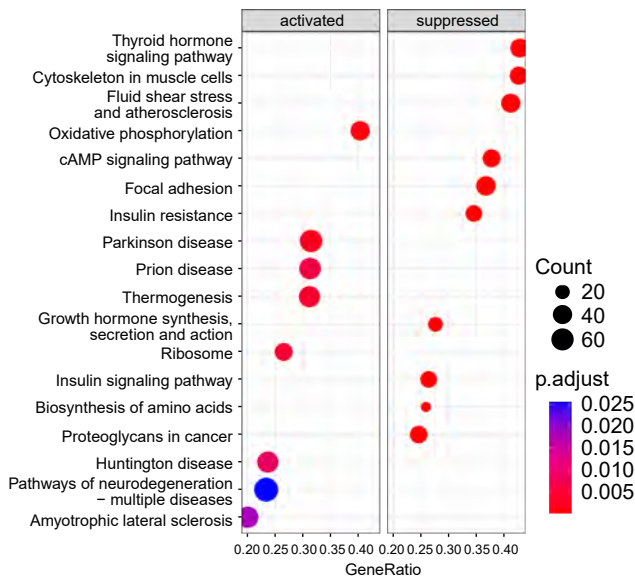

Aged F/F;KAP vs aged F/F in DCT

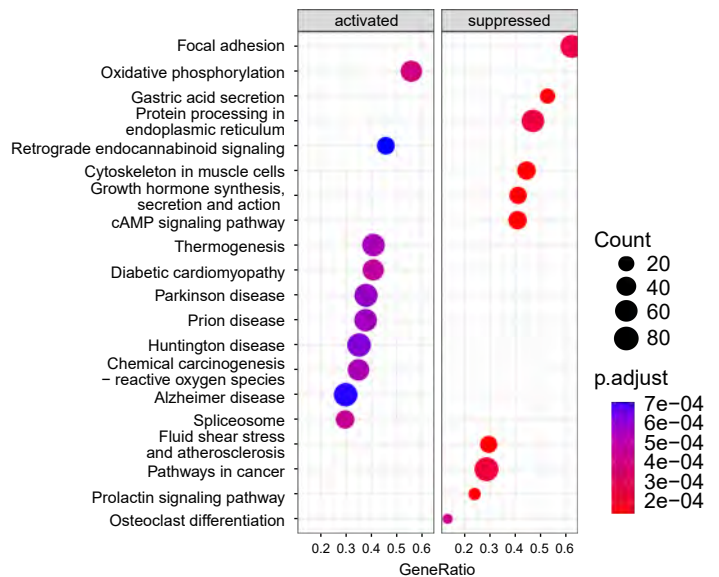

Aged F/F;KAP vs aged F/F in CNT

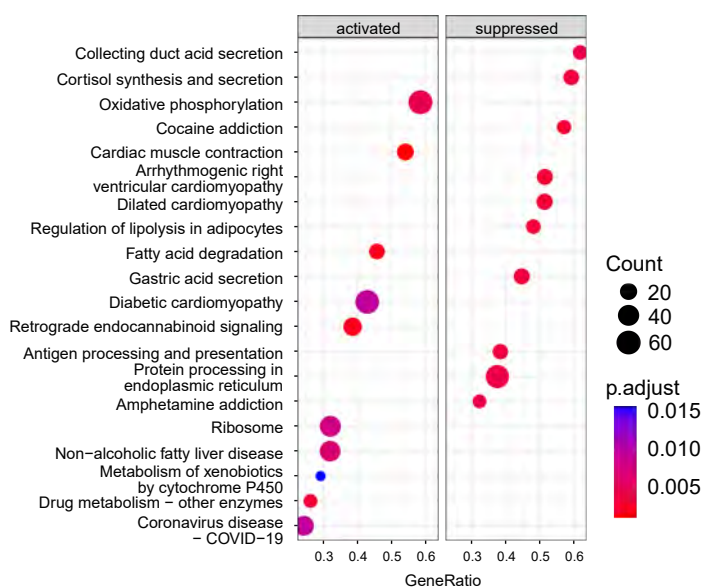

Aged F/F;KAP vs aged F/F in PC

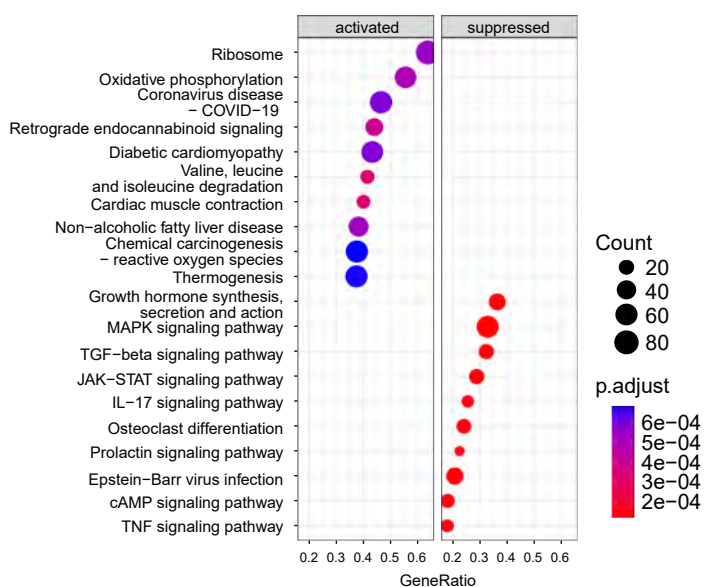

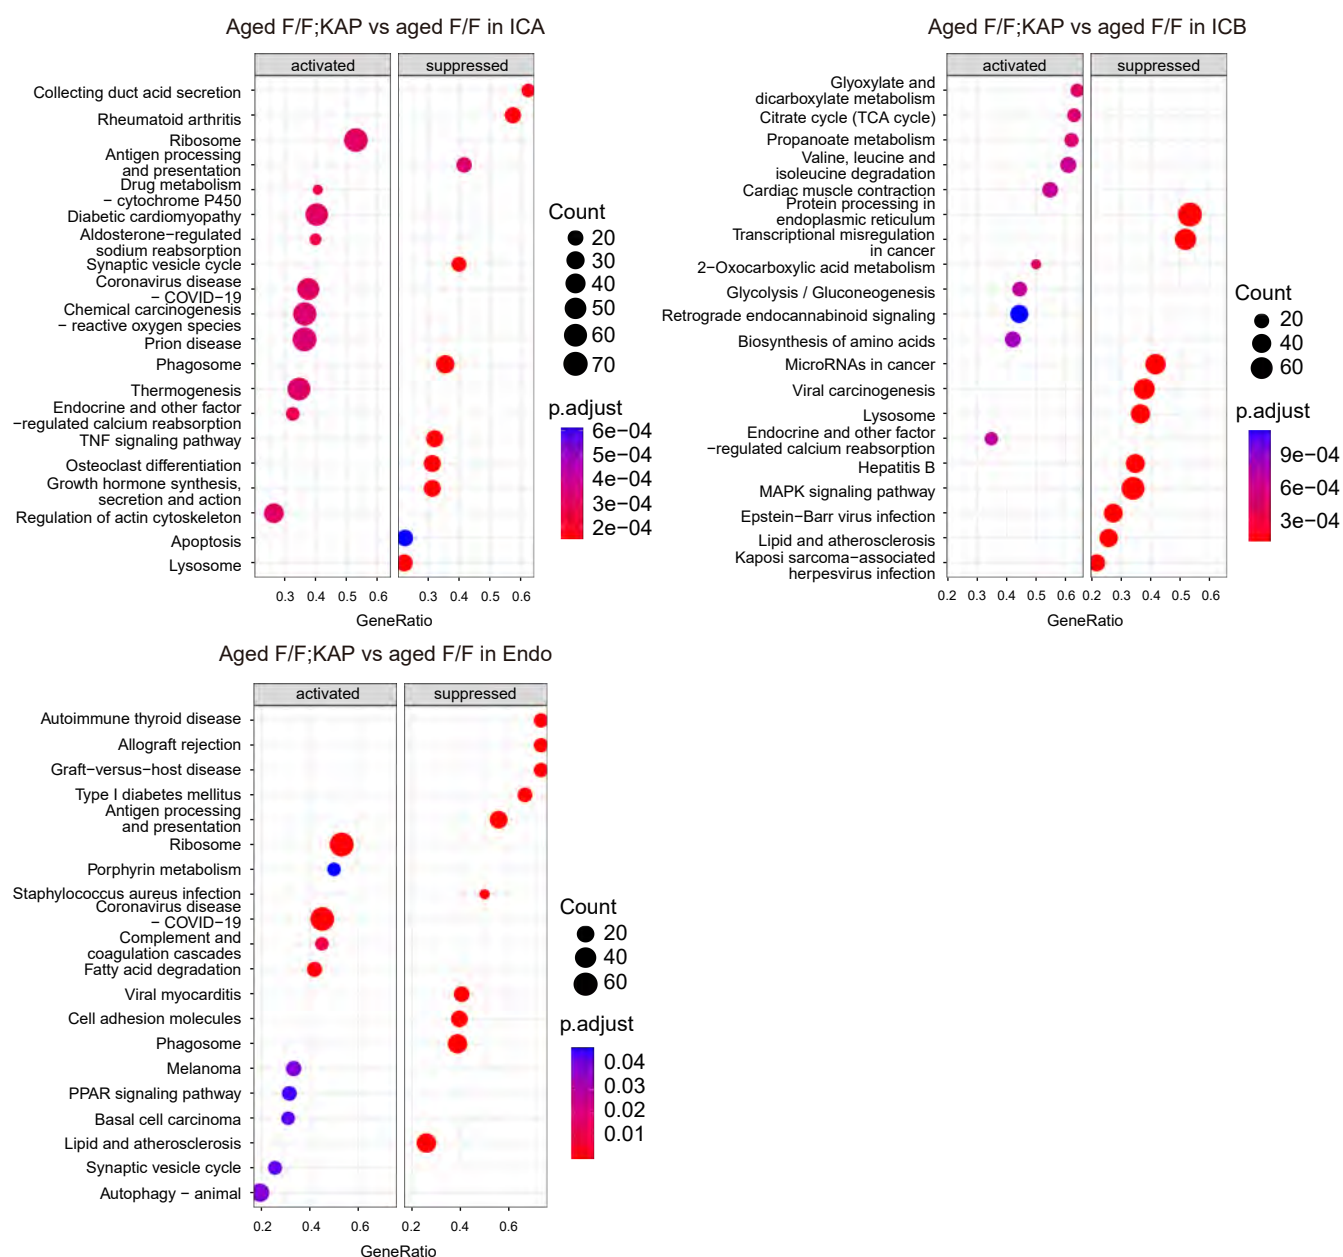

**Supplemental Figure 8. KEGG pathway gene set enrichment analyses.** Results of KEGG pathway gene set enrichment analyses in each cluster other than S3 segment, using the gseKEGG in the R package clusterProfiler. The dot size represents the numbers of genes. The dot color scale corresponds to the adjusted *P* value. F/F, *Tfeb*<sup>fl/m</sup> mice; F/F;KAP, *Tfeb*<sup>fl/m</sup> KAP mice.

```

sp|P06728|MFLKAAVLTLALVAITGTRAEVTSQVANVVWDYFTQLSNNAKEAVEQFQKTDVTOQLST
sp|P06727|MFLKAVVLTALVAVAGARAEVSADQVATVMWDYFSQLSNNAKEAVEHLQKSELTOQLNA
AEX20370.1-----

sp|P06728|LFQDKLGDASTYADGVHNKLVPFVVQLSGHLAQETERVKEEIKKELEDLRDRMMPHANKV
sp|P06727|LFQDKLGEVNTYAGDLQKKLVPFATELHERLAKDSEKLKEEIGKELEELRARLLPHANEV
AEX20370.1-----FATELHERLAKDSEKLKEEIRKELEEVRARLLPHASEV

sp|P06728|TQTFGENMQKLQEHLPYAVDLQDQINTQTQEMKLQLTPYIORMQTTIKENVDNLHTSMM
sp|P06727|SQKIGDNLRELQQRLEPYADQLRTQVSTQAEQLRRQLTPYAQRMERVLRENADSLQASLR
AEX20370.1SQKIGDNVRELQQR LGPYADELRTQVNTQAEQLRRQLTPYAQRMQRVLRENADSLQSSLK

sp|P06728|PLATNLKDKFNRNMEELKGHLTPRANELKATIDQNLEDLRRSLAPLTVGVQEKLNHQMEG
sp|P06727|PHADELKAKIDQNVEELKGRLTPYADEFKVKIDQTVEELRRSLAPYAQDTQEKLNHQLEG
AEX20370.1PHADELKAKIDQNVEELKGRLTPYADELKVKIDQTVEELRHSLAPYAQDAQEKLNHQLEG

sp|P06728|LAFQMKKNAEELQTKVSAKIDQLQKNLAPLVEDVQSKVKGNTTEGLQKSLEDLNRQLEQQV
sp|P06727|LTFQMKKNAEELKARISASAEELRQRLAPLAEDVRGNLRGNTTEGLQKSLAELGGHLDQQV
AEX20370.1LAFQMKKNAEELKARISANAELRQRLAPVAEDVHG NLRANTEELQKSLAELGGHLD RQV

sp|P06728|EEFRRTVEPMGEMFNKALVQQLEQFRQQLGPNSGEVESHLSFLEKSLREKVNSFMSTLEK
sp|P06727|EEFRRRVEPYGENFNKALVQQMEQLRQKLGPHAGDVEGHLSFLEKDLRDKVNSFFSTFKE
AEX20370.1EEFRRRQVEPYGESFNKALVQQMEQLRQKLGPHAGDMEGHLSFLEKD-----

sp|P06728|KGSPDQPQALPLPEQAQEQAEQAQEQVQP-KPLES
sp|P06727|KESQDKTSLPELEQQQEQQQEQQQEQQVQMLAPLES
AEX20370.1-----

```

**Supplemental Figure 9. APOA4-derived peptides identified by proteomics.** APOA4-derived peptides detected from this mice study were highlighted in yellow (UniProt accession: P06728). Peptides identified in other human and monkey studies (ref.48 and 79) were also highlighted in green and blue, respectively (UniProt accession: P06727 and NCBI accession: AEX20370.1, respectively). Red underline shows APOA4 signal sequence reported in ref.74.

# Supplementary material for: Age-related TFEB downregulation in proximal tubules causes systemic metabolic disorders and occasional apolipoprotein A4–related amyloidosis
**Source:** JCI Insight. 2024 Dec 19;10(3):e184451. doi: 10.1172/jci.insight.184451

Full unedited gel for Figure 1C

p-S6RP

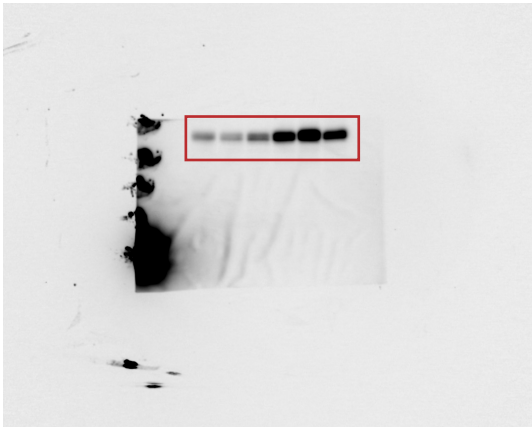

S6RP

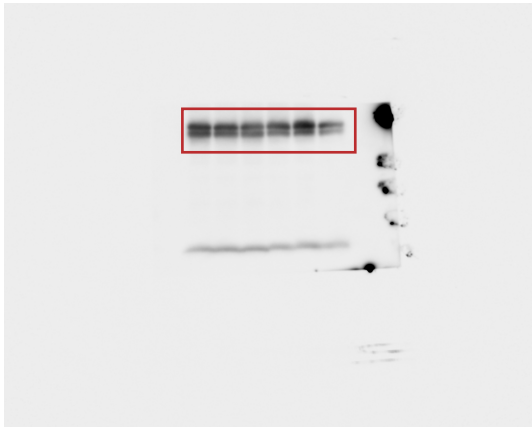

ACTB

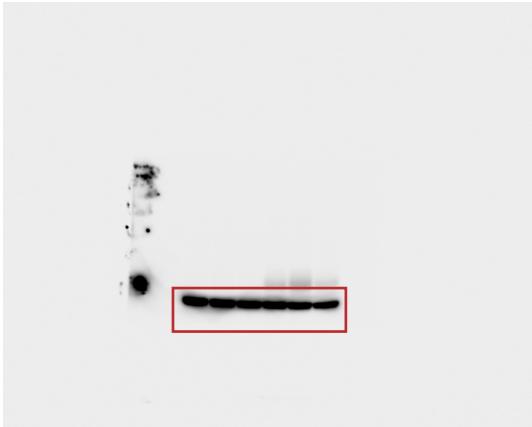

Full unedited gel for Figure 2G

His-Tag

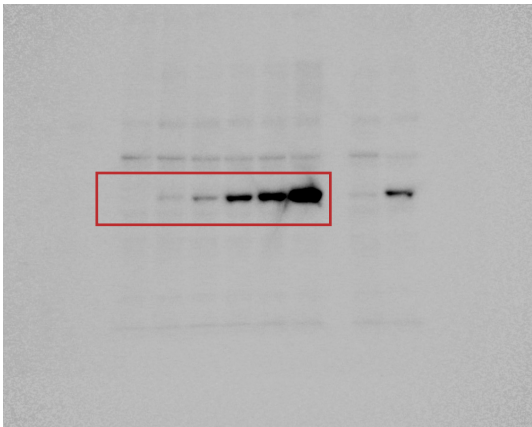

GAPDH

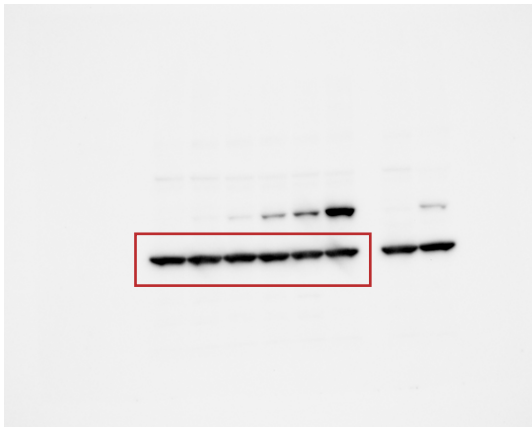

Full unedited gel for Figure 2H

His-Tag

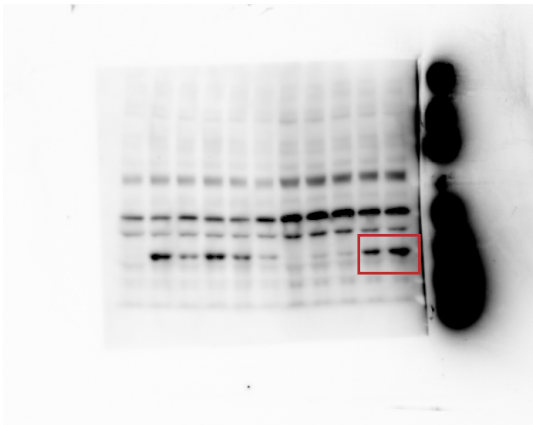

TFEB

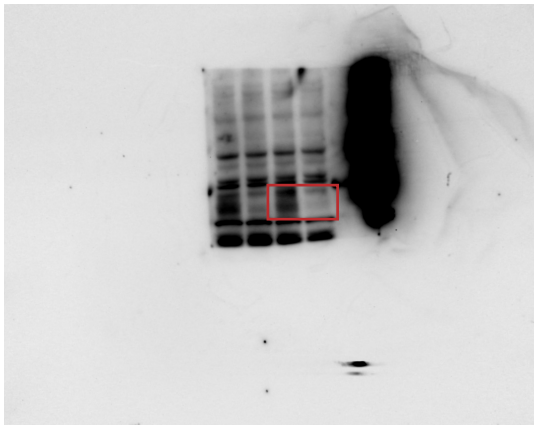

GAPDH

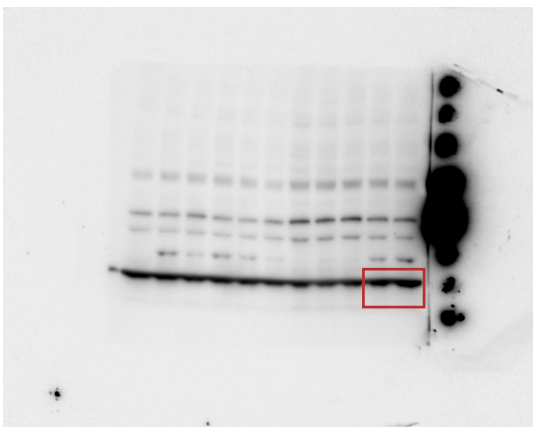

Full unedited gel for Supplemental Figure 4F

APOA4

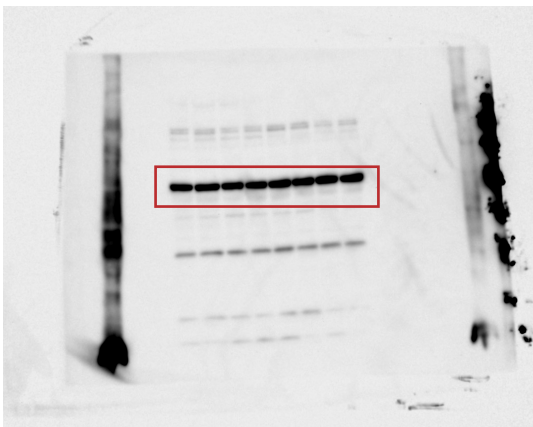

ACTB

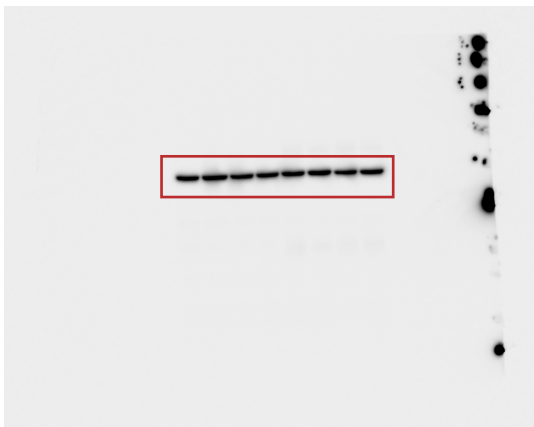

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

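The measurements are single-cell libraries of the 3′ ends of transcripts (10x Genomics) from the renal cortex of male mice, 1 library for each of 4 conditions, young *Tfeb fl/fl*, young *Tfeb fl/fl* KAP, aged *Tfeb fl/fl* and aged *Tfeb fl/fl* KAP mice, each from cortex tissue of 2 or 3 mice pooled before digestion. Conditions were taken from the labels of the samples and the paper's methods, and all 4 libraries were used. The authors aligned and counted reads with Cell Ranger (version 6.0.0) and corrected the counts for background RNA with SoupX (version 1.6.2), and the deposited values are these corrected counts, whole numbers of UMIs per gene symbol and barcode. That the correction is already in the files shows in entries kept at an explicit 0, which make up 2.90, 12.5, 9.41 and 12.9% of the entries in the order above. The genome build and annotation are not given in the sources used here, so that no coordinates are printed and genes are named by the symbols in the files.

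From there on, the steps of the paper's methods were followed as far as the installed tools allowed. Genes counted in more than 3 cells were kept. Barcodes with at least 200 genes numbered 15967, 11815, 8156 and 9501, and the filters of at least 1000 genes and at most 50% of counts from mitochondrial genes left 11016, 8469, 5991 and 6931. Doublets were scored in each library with Scrublet in scanpy (version 1.11.5), where the paper used DoubletFinder (version 2.0.3), and the highest scores were removed at the rate expected for the number of cells, 971, 574, 287 and 384 cells. The median number of genes per kept cell was 3190, 3180, 3574 and 3257. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were reduced to 30 principal components, and the libraries were integrated with an own implementation of the Harmony algorithm, where the paper used the package (version 1.0.3). Clusters were found on a graph of 20 neighbours with the Leiden algorithm (leidenalg version 0.10.2, igraph version 0.11.9), where the paper used Louvain clustering in Seurat (version 4.4.0). The other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, anndata 0.12.19 and matplotlib 3.10.9.

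Clusters were named from marker lists that were fixed beforehand. Each cluster was given to the class whose markers had the highest mean log2 fold over the other clusters, with 20 CPM added before the fold, and clusters of the proximal tubule were parted into S1/S2-like and S3-like against each other. A name needed 3 markers detected in at least 10% of the cluster's cells and no other class with more markers among its 10 leading genes by fold. A cluster that carried the markers of a second class in cells more than 1.5 times as deep as their libraries was left unnamed as mixed, as were clusters of fewer than 20 cells. This naming rule was revised after the clusters had been seen, and the cells of the main classes were identical under each version of it. Names are therefore rebuilt, and a difference from the paper can come from them. Values within a class were compared only where both libraries had at least 20 cells.

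Counts were summed over the cells of each class and library. A gene is reported as CPM of all genes and as the log2 ratio of CPM with the exact 95% interval of its 2 counts, which covers counting error only. A gene list is reported as the median log2 ratio of its genes with a mean CPM of at least 10, with its percentile among 10000 random lists of the same size, each gene drawn from the 100 nearest in mean expression. Module scores follow Seurat's AddModuleScore with 24 expression bins and 100 control genes per list gene, and are reported as differences of means over cells with the range of random lists. To set depth aside, each cell was also thinned to 2000 UMIs and shallower cells were left out. The sum of counts, the list medians and the scores were tested on simulated data for aged *Tfeb fl/fl* against young *Tfeb fl/fl* mice in S3-like cells. With 200 of 6558 genes changed, 100% of changed genes had the right sign and 99.5% an interval that left out 0, the median error of the log2 ratio was 0.034, and all lists lowered by 0.2 were found below the range. The simulated counts held counting error only, the lists were 50 genes drawn at random, and no shift smaller than 0.2 was tried. With 1 library per condition there is no test across mice, and no p-value, standard error or count of changed genes was computed. The paper's tests, MAST for genes, 1-way ANOVA with Dunnett's test and Welch's test for scores, take cells as replicates.

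Comparisons were aged *Tfeb fl/fl* against young *Tfeb fl/fl*, aged *Tfeb fl/fl* KAP against aged *Tfeb fl/fl* and young *Tfeb fl/fl* KAP against young *Tfeb fl/fl* mice, as in the paper, and aged *Tfeb fl/fl* KAP against young *Tfeb fl/fl* mice for scores. The comparison of aged *Tfeb fl/fl* KAP with young *Tfeb fl/fl* KAP mice was added after results had been seen, as a check on the age difference. In all, 1097 list medians over 18 lists and 213 score differences were computed. The FA degradation list is that of Supplemental Table 10 (47 genes), and the LD and long-chain FAO lists are the genes of Figures 7C and 8A (3 and 7 genes). The copy of Supplemental Table 10 used here stops inside the OXPHOS list, so that the 83 nuclear-encoded subunits were listed from gene nomenclature, with the 13 mitochondrially encoded ones apart. Lists for the citrate cycle (29 genes), lysosome (88), peroxisome (75), immediate early (22), glucocorticoid-responsive (15) and circadian genes (17), and for free RNA of the distal nephron (12) and proximal tubule (15), were written by hand, and ribosomal (85) and proteasomal genes (43) were taken by symbol. Members of several of these lists had been seen in Supplemental Tables 3 to 5, among them *Ctsb*, *Lamp1*, *Lgmn*, *Psap* and *Lipa*, *Amacr*, *Agps*, *Mpv17l* and *Nudt19*, *Dbp*, *Hlf* and *Usp2*, *Fos*, *Jun*, *Junb*, *Egr1*, *Klf6* and *Btg2*, and *Fkbp5*, *Zbtb16*, *Sgk1*, *Ddit4*, *Errfi1*, *Angptl4*, *Bcl6*, *Pck1* and *G6pc*. Lists of male-biased (10) and female-biased (7) kidney genes were written after *Slco1a1*, *Nudt19*, *Odc1*, *Kap*, *Ugt2b38*, *Cyp2a4*, *Cyp2a5*, *Azgp1* and *Cyp4a14* had been seen in these libraries, and leave these genes out. The KEGG lists for thermogenesis and efferocytosis were not analysed here.

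The genes named are those the paper's text or Figures 4C, 5A, 7C and 8A name for these data, whose values in Supplemental Tables 3 to 5 had been seen, with *Tfeb*, *Tfe3* and *Apoa4*. To these were added, in aged *Tfeb fl/fl* against young *Tfeb fl/fl* mice (S1/S2-like and S3-like cells) and in the other 2 comparisons (S3-like cells), the 5 largest and 5 smallest log2 ratios among genes with a mean CPM of at least 50 that do not mark the class. Markers are named as markers only. The result of 1 gene that this rule names is not reported here. Genes with close copies, such as *Cyp2d12*, *Cyp2a4*, *Cyp2a5*, *Ugt2b38*, *Gsta2* and *Mt1*, can share reads with them, and their values are uncertain to that extent. Counts at the 3′ end of *Tfeb* can lie outside the part of the gene that is deleted.

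The paper's values were set beside those computed here. The scores of Supplemental Tables 6 to 9 were compared in all classes, a choice made before those values were seen, against the half-width of the paper's intervals. Fold changes of named genes were compared with Seurat's average log2 fold change (pseudocount 1), with the half-width of the counting interval as the error. The alternatives tried were no doublet removal, at most 20% of counts from mitochondrial genes, at least 500 genes per cell, clustering resolutions of 0.5 and 2.0 in place of 1.0, no integration, scaling without mitochondrial genes or by the median of ratios, a mean over cells of CPM, a list filter at 50 CPM, the mitochondrially encoded subunits added to the OXPHOS list, thinned cells and Seurat's measure for the direction of the paper's genes. For the paper's fold changes of single genes, only the filters and the clustering were varied. Clustering without the 250 variable genes with a log2 ratio of at least 0.5 between libraries, and a further subtraction of free RNA (5.52, 2.48, 1.62 and 2.19% of counts, from distal transcripts in endothelial-like cells), were added after the data had been seen. A list median or score counts as unchanged when it moved by less than the half-width of the range of random lists, and a gene or share when it moved by less than its counting interval.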

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

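The tests in this part were chosen before their results were seen, with the following exceptions. Members of the glucocorticoid-responsive list had been seen among the genes that the paper lists as changed between these libraries. The lists of sex-biased genes were written after *Slco1a1* had been seen. The further subtraction of free RNA and the comparison of aged *Tfeb fl/fl* KAP with young *Tfeb fl/fl* KAP mice were chosen only after the result was seen. Each result is a signal in genes that the paper does not discuss for these data, and each compares 1 library with 1 other.

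The genes for ribosomal proteins stood above all random lists in aged *Tfeb fl/fl* against young *Tfeb fl/fl* mice, with a median log2 ratio of 0.37 in S1/S2-like cells (80 of 82 genes higher, range of random lists -0.15 to 0.038) and of 0.36 in S3-like cells (80 of 82 higher, range -0.052 to 0.076). The scaling of counts is argued against as the cause, since the median stayed between 0.30 and 0.44 in S1/S2-like and between 0.34 and 0.36 in S3-like cells under 10 alternatives, median-of-ratios scaling included. Free RNA left in the counts is a poor account of it as well, since a further subtraction gave 0.37 in both classes. A difference between the libraries that reaches every cell type stays open. The test found the median above the range of random lists in 9 of 12 other classes, among them endothelial-like cells (0.38), and inside it in principal, mesangial-like and myeloid-like cells. The young *Tfeb fl/fl* library was also the lower one against young *Tfeb fl/fl* KAP mice, with medians of 0.20 and 0.18 in S1/S2-like and S3-like cells, both above their ranges. Between aged *Tfeb fl/fl* KAP and young *Tfeb fl/fl* KAP mice the medians were 0.084 and -0.011. These medians argue against age alone as the cause in S1/S2-like and S3-like cells, since age would raise ribosomal genes in *Tfeb fl/fl* KAP mice as well. A smaller effect of age, one limited to *Tfeb fl/fl* mice and one in other cell types stay open. They were not tested across mice. Reads shared with ribosomal pseudogenes were not tested.

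The glucocorticoid-responsive genes were higher in S3-like cells of aged *Tfeb fl/fl* KAP than of aged *Tfeb fl/fl* mice, with a median log2 ratio of 0.34 (10 of 12 genes higher, range of random lists -0.12 to 0.083). Members of the list, among them *Fkbp5* and *Sgk1*, had been seen among the genes that the paper lists as changed between these libraries. The place of the list above random lists is therefore not a blind test. The rise was not limited to S3-like cells. The median had the same sign in 11 of 13 other classes and lay above the range of random lists in 8 of them, with 0.70 in cells like those of the loop of Henle. This fits a difference between the libraries that reaches every cell type, which may be in the mice, such as their steroid exposure, or in the handling of the tissue, and neither was measured here. In young mice the list went the other way in S3-like cells, with a median of -0.22 in *Tfeb fl/fl* KAP against *Tfeb fl/fl* mice (8 of 11 lower). An effect of genotype in aged mice on cells outside the proximal tubule stays open and was not tested.

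*Slco1a1*, for an organic anion transporter, had the largest log2 ratio of aged *Tfeb fl/fl* KAP to aged *Tfeb fl/fl* mice in S3-like cells among the genes with a mean CPM of at least 50, 1.78 (95% interval 1.73 to 1.84), and between 1.66 and 1.95 under 9 alternatives. In aged *Tfeb fl/fl* against young *Tfeb fl/fl* mice it was -1.47. *Nudt19* (-0.70 and 1.07) and *Agps* (-0.78 and 0.79) were also lower in aged than in young *Tfeb fl/fl* mice and higher in aged *Tfeb fl/fl* KAP mice. Both comparisons use the aged *Tfeb fl/fl* library, so that a deviation of that library alone would give the opposite signs. *Nudt19* and *Agps* are genes that the paper names. A candidate explanation is a difference between the mice in transcripts that depend on sex hormones. The male-biased list had a median of -0.12 in aged *Tfeb fl/fl* against young *Tfeb fl/fl* mice, inside the range of random lists (-0.19 to 0.19) with 3 genes higher and 6 lower, and of 0.46 in aged *Tfeb fl/fl* KAP against aged *Tfeb fl/fl* mice, above it (-0.12 to 0.10) with 8 of 9 higher. Only 2 female-biased genes reached a mean CPM of 10 in S3-like cells, too few for a median, and *Cyp7b1*, *Slc22a30* and *Acsm3* on the male-biased list are also markers of the S3 segment. In S1/S2-like cells of the first comparison the male-biased list went the other way, above its range of random lists, and so did the female-biased list. For *Slco1a1*, *Nudt19* and *Agps*, a difference in sex hormones and an effect of age or genotype therefore cannot be told apart. The listed genes went both ways in S3-like cells in the first comparison, the classes differed, and the female-biased list gave no value in S3-like cells. The effect of genotype stays open and was not tested across mice.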

How the results depend on the processing

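Clustering without the genes that differ between the libraries, the further subtraction of free RNA, the weighting of clusters and the comparison of aged *Tfeb fl/fl* KAP with young *Tfeb fl/fl* KAP mice were chosen only after the results were seen. The other alternatives, the gene lists other than the sex-biased ones, the markers, the rule for the genes named and the design of the other comparisons were set before the data were examined. Members of several of these lists had, however, been seen among the genes that the paper lists as changed. No paired analysis was possible because each condition had 1 library. The subtraction of free RNA from the class sums that was foreseen for uncorrected counts was not run, because the deposited counts had already been corrected by the authors. The cause was not tested for any of the changes in this part.

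A list or score counts as reversed here when its main value lay outside the range of random lists and its sign changed. Of 968 values for 88 single-gene results under the alternatives, 690 moved by less than the counting interval and 278 by more. No gene whose interval leaves out 0 changed sign. Of 232 values for 19 gene lists, 221 moved by less than the half-width of the range of random lists, 9 by more, and 2 reversed. Of 969 values for 114 score differences, 911 moved by less, 52 by more and 6 reversed. Of 95 values for 12 shares and counts, 38 moved by less than this measure and 57 by more. The OXPHOS list in S1/S2-like cells of aged *Tfeb fl/fl* against young *Tfeb fl/fl* mice stayed between -0.30 and -0.16 under 11 alternatives and the citrate cycle list between -0.29 and -0.18 under 10. The lysosome list in S3-like cells of aged *Tfeb fl/fl* KAP against aged *Tfeb fl/fl* mice stayed between -0.12 and -0.058 under 10, and the FA degradation score there between -0.0217 and -0.00573 under 7. The FA degradation list in the same comparison had no settled sign, from -0.047 to 0.0062.

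With at most 20% of counts from mitochondrial genes, 16520 cells were kept, and the S3-like share of cells was 12.6% in young *Tfeb fl/fl*, 15.7% in young *Tfeb fl/fl* KAP, 19.9% in aged *Tfeb fl/fl* and 15.0% in aged *Tfeb fl/fl* KAP mice. In the same order it was 16.2, 17.6, 25.5 and 18.6% with no doublets removed, 16.0, 17.6, 25.4 and 17.9% with at least 500 genes per cell, 23.1, 25.2, 35.8 and 26.4% at a clustering resolution of 0.5, 22.8, 25.0, 29.4 and 23.4% without integration, and 13.4, 13.5, 19.6 and 14.9% when clustered without the genes that differ between the libraries. At a resolution of 2.0 it moved only in aged *Tfeb fl/fl* mice, to 26.7%. In each of these settings the share was highest in aged *Tfeb fl/fl* mice.

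Under the same mitochondrial filter, the peroxisome list in S3-like cells of aged *Tfeb fl/fl* KAP against aged *Tfeb fl/fl* mice moved to 0.038, and the OXPHOS score of the same comparison changed sign in S1/S2-like cells (-0.0148), cells of the loop of Henle (-0.0167) and cells of the distal convoluted tubule (-0.0136). The circadian list in S3-like cells changed sign under this filter (0.021) and with the list filter at 50 CPM (0.0060). The OXPHOS score of podocyte-like cells in aged *Tfeb fl/fl* against young *Tfeb fl/fl* mice changed sign with no doublets removed (-0.0169), in thinned cells (-0.0262) and with the mitochondrially encoded subunits added (-0.116). That of proliferating cells in young *Tfeb fl/fl* KAP against young *Tfeb fl/fl* mice changed sign when clustered without the genes that differ between the libraries (0.00529). The share of genes of Supplemental Table 3 with the paper's direction was 97.6% with the mitochondrial filter at 20%, 98.1% without integration, and 100% at resolutions of 0.5 and 2.0, with CPM averaged over cells and with Seurat's average.

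Depth limits single genes of low expression most. *Tfeb* in S1/S2-like cells of aged *Tfeb fl/fl* KAP against aged *Tfeb fl/fl* mice, counted 132 and 174 times, had a log2 ratio of -0.35 with an interval from -0.68 to -0.011. *Apoa4* in S3-like cells of young *Tfeb fl/fl* KAP and young *Tfeb fl/fl* mice had 3 and 25 UMIs, a log2 ratio of -2.79 with an interval from -5.16 to -1.08. Among the classes compared between the aged libraries, those with the fewest cells limit the scores. These were type A intercalated, fibroblast and podocyte-like cells, with 49, 35 and 48 in aged *Tfeb fl/fl* mice. No depth replaces the missing replicate mice.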

Differences from the paper's values

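The paper's module scores for FA degradation (Supplemental Tables 6 and 7) and OXPHOS (Supplemental Tables 8 and 9) were compared with those computed here, class by class. Each difference between groups was called different from the paper's when the signs differed or when it lay farther away than the half-width of the paper's 95% confidence interval. By this measure, 14 of 43 values of Supplemental Table 6, 4 of 14 of Supplemental Table 7, 22 of 43 of Supplemental Table 8 and 10 of 14 of Supplemental Table 9 differed, 9, 2, 5 and 5 of them in sign. Cells are the replicates in the paper's intervals, the classes were rebuilt here, and the OXPHOS list used here is not the paper's list, which the copy of Supplemental Table 10 used here holds only in part. All score differences are the first group minus the second. The alternatives set before the data were examined were no doublets removed, at most 20% of counts from mitochondrial genes, at least 500 genes per cell, clustering resolutions of 0.5 and 2.0, no integration and cells thinned to 2000 UMIs, 7 in all, and for OXPHOS also the mitochondrially encoded subunits added to the list, which makes 8. The tests and alternatives in this part were chosen beforehand except for clustering without the genes that differ between the libraries, which was chosen only after the values were seen.

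Under none of the 7 alternatives were the following differences in the FA degradation score without a difference from the paper's value by this measure. Between aged and young *Tfeb fl/fl* mice, the values were -0.00700 in principal-like cells (the paper's value is -0.0248), -0.0105 in type A intercalated-like cells (the paper's value is -0.0314) and -0.0156 in podocyte-like cells (the paper's value is 0.1202). Between aged *Tfeb fl/fl* KAP and young *Tfeb fl/fl* mice, the values were 0.0115 in principal-like cells (the paper's value is -0.005), 0.0143 in type A intercalated-like cells (the paper's value is -0.01) and 0.0160 in mesangial-like cells (the paper's value is -0.0784). Between young *Tfeb fl/fl* KAP and young *Tfeb fl/fl* mice, the values were -0.00434 in mesangial-like cells (the paper's value is 0.0568). Between aged *Tfeb fl/fl* KAP and aged *Tfeb fl/fl* mice, the values were 0.0320 in podocyte-like cells (the paper's value is -0.1037), 0.0135 in mesangial-like cells (the paper's value is -0.0662) and -0.00715 in myeloid-like cells (the paper's value is -0.0351).

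S1/S2-like cells of young *Tfeb fl/fl* KAP against young *Tfeb fl/fl* mice had a difference in the FA degradation score of 0.0152, and the paper's value is 0.0061. With cells thinned to 2000 UMIs, it no longer differed, and under the other 6 it did. For aged against young *Tfeb fl/fl* mice in S1/S2-like cells, it was 0.0435 against the paper's 0.0337. It did not differ from the paper's under 5 alternatives and still differed with no doublets removed and no integration. The value for S1/S2-like cells of aged *Tfeb fl/fl* KAP against young *Tfeb fl/fl* mice was 0.0654, where the paper has 0.0554. Only with at most 20% of counts from mitochondrial genes and no integration did it still differ from the paper's, and under the other 5 it did not. Clustering without the genes that differ between the libraries also removed the difference (0.0577), a choice made after the values were seen. In connecting tubule-like cells of young *Tfeb fl/fl* KAP against young *Tfeb fl/fl* mice, -0.00389 was found, and the paper gives 0.0018. Settings without this difference were at least 500 genes per cell, and the other 6 had it. Mesangial-like cells of aged against young *Tfeb fl/fl* mice had a difference in the FA degradation score of 0.00249, and the paper's value is -0.0122. With no doublets removed, at least 500 genes per cell and no integration, it no longer differed, and under the other 4 it did. For young *Tfeb fl/fl* KAP against young *Tfeb fl/fl* mice in fibroblast-like cells, it was -0.00296 against the paper's 0.0246. This difference was absent with at most 20% of counts from mitochondrial genes and present under the other 6. The value for myeloid-like cells of aged against young *Tfeb fl/fl* mice was -0.00663, where the paper has 0.0077. By the same measure it was not different with cells thinned to 2000 UMIs, but it was under the remaining 6. In connecting tubule-like cells of aged *Tfeb fl/fl* KAP against aged *Tfeb fl/fl* mice, 0.0161 was found, and the paper gives 0.0257. Settings without this difference were no doublets removed, at least 500 genes per cell and no integration, and the other 4 had it. Clustering without the genes that differ between the libraries also removed the difference (0.0166), a choice made after the values were seen.

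Under none of the 8 alternatives were the following differences in the OXPHOS score without a difference from the paper's value by this measure. Between young *Tfeb fl/fl* KAP and young *Tfeb fl/fl* mice, the values were 0.0486 in S1/S2-like cells (the paper's value is 0.0274), -0.0987 in glomerular endothelial-like cells (the paper's value is -0.038) and -0.105 in mesangial-like cells (the paper's value is 0.0902). Between aged and young *Tfeb fl/fl* mice, the values were -0.0580 in loop of Henle-like cells (the paper's value is -0.0329), -0.196 in type B intercalated-like cells (the paper's value is -0.1451) and -0.114 in glomerular endothelial-like cells (the paper's value is -0.0791). They were also 0.0202 in podocyte-like cells (the paper's value is 0.21). Between aged *Tfeb fl/fl* KAP and young *Tfeb fl/fl* mice, the values were -0.0370 in loop of Henle-like cells (the paper's value is -0.019), 0.0402 in principal-like cells (the paper's value is -0.0375) and 0.0444 in type A intercalated-like cells (the paper's value is -0.0721). Between aged *Tfeb fl/fl* KAP and aged *Tfeb fl/fl* mice, the values were 0.0643 in distal convoluted tubule-like cells (the paper's value is 0.0371), 0.0890 in principal-like cells (the paper's value is 0.0488) and 0.108 in type A intercalated-like cells (the paper's value is -0.0012). They were also 0.167 in type B intercalated-like cells (the paper's value is 0.0749), 0.0427 in glomerular endothelial-like cells (the paper's value is -0.0049) and -0.0305 in podocyte-like cells (the paper's value is -0.219). Further values were 0.0342 in mesangial-like cells (the paper's value is -0.0695) and 0.0648 in fibroblast-like cells (the paper's value is -0.022).

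S1/S2-like cells of aged against young *Tfeb fl/fl* mice had a difference in the OXPHOS score of -0.149, and the paper's value is -0.1241. With no doublets removed, at least 500 genes per cell and the mitochondrially encoded subunits added to the list, it no longer differed, and under the other 5 it did. For aged *Tfeb fl/fl* KAP against young *Tfeb fl/fl* mice in S1/S2-like cells, it was -0.126 against the paper's -0.1081. This difference was absent with no doublets removed, at most 20% of counts from mitochondrial genes, at least 500 genes per cell and the mitochondrially encoded subunits added to the list and present under the other 4. Clustering without the genes that differ between the libraries also removed the difference (-0.100), a choice made after the values were seen. The value for S3-like cells of aged against young *Tfeb fl/fl* mice was 0.0214, where the paper has 0.0066. By the same measure it was not different with at most 20% of counts from mitochondrial genes, a clustering resolution of 0.5, no integration and cells thinned to 2000 UMIs, but it was under the remaining 4. In distal convoluted tubule-like cells of young *Tfeb fl/fl* KAP against young *Tfeb fl/fl* mice, 0.0824 was found, and the paper gives 0.05. Settings without this difference were at most 20% of counts from mitochondrial genes and the mitochondrially encoded subunits added to the list, and the other 6 had it. Distal convoluted tubule-like cells of aged against young *Tfeb fl/fl* mice had a difference in the OXPHOS score of -0.114, and the paper's value is -0.075. With no doublets removed, it no longer differed, and under the other 7 it did. For young *Tfeb fl/fl* KAP against young *Tfeb fl/fl* mice in connecting tubule-like cells, it was 0.0257 against the paper's -0.0008. This difference was absent with at most 20% of counts from mitochondrial genes and present under the other 7. The value for connecting tubule-like cells of aged against young *Tfeb fl/fl* mice was -0.0746, where the paper has -0.0391. By the same measure it was not different with cells thinned to 2000 UMIs and the mitochondrially encoded subunits added to the list, but it was under the remaining 6. In principal-like cells of aged against young *Tfeb fl/fl* mice, -0.0488 was found, and the paper gives -0.0863. Settings without this difference were the mitochondrially encoded subunits added to the list, and the other 7 had it. Podocyte-like cells of young *Tfeb fl/fl* KAP against young *Tfeb fl/fl* mice had a difference in the OXPHOS score of 0.00775, and the paper's value is -0.0031. With no doublets removed, at most 20% of counts from mitochondrial genes and at least 500 genes per cell, it no longer differed, and under the other 5 it did. For aged *Tfeb fl/fl* KAP against young *Tfeb fl/fl* mice in mesangial-like cells, it was -0.0887 against the paper's -0.1869. This difference was absent with no doublets removed and present under the other 7. The value for endothelial-like cells of young *Tfeb fl/fl* KAP against young *Tfeb fl/fl* mice was -0.0776, where the paper has -0.0485. By the same measure it was not different with no doublets removed, but it was under the remaining 7. In fibroblast-like cells of young *Tfeb fl/fl* KAP against young *Tfeb fl/fl* mice, -0.0568 was found, and the paper gives -0.0092. Settings without this difference were at most 20% of counts from mitochondrial genes, and the other 7 had it. S3-like cells of aged *Tfeb fl/fl* KAP against aged *Tfeb fl/fl* mice had a difference in the OXPHOS score of -0.0303, and the paper's value is -0.0199. Only with at most 20% of counts from mitochondrial genes did it still differ from the paper's, and under the other 7 it did not. For aged *Tfeb fl/fl* KAP against aged *Tfeb fl/fl* mice in endothelial-like cells, it was 0.000638 against the paper's -0.0069. This difference was absent with no doublets removed and at most 20% of counts from mitochondrial genes and present under the other 6.

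Fold changes of the named genes were computed with Seurat's formula for the average log2 fold change (pseudocount 1) and compared with Supplemental Tables 3, 4 and 5. They were called different when they lay farther from the paper's than the half-width of their own counting interval, since the tables give no error, or had the other sign. Of 17, 11 and 12 values, 8, 1 and 1 differed, none of them in sign. The alternatives here were the 6 that change the filters or the clusters. In S1/S2-like cells of aged against young *Tfeb fl/fl* mice, *Atp5g1* had a value of -0.72 against the paper's -0.76799, and the difference was within the interval with a clustering resolution of 0.5 and a clustering resolution of 2.0 and beyond it under the other 4. *Ndufa4* had a value of -0.54 against the paper's -0.60553, and the difference was within the interval with a clustering resolution of 2.0 and beyond it under the other 5. *Ndufb8* had a value of -0.62 against the paper's -0.68713, and the difference was within the interval with a clustering resolution of 2.0 and no integration and beyond it under the other 4. *Ndufc2* had a value of -0.57 against the paper's -0.6139, and the difference was within the interval with a clustering resolution of 0.5, a clustering resolution of 2.0 and no integration and beyond it under the other 3. *Cox5a* had a value of -0.53 against the paper's -0.58087, and the difference was within the interval with a clustering resolution of 0.5, a clustering resolution of 2.0 and no integration and beyond it under the other 3. *Ndufb9* had a value of -0.51 against the paper's -0.56812, and the difference was within the interval with at most 20% of counts from mitochondrial genes, a clustering resolution of 2.0 and no integration and beyond it under the other 3. *Uqcrb* had a value of -0.49 against the paper's -0.53767, and the difference was beyond the interval only with no doublets removed among the 6. *Lipa* had a value of 0.42 against the paper's 0.48241, and the difference was beyond the interval only with no doublets removed and no integration among the 6. *Nudt19* in S3-like cells of aged against young *Tfeb fl/fl* mice had a value of -0.56 against the paper's -0.51845, and the difference was beyond the interval only with at most 20% of counts from mitochondrial genes and no integration among the 6. *Nudt19* in S3-like cells of aged *Tfeb fl/fl* KAP against aged *Tfeb fl/fl* mice had a value of 0.87 against the paper's 0.842411, and the difference was beyond the interval only with at least 500 genes per cell and no integration among the 6.

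The paper states that both scores were lower in the podocyte, mesangial and myeloid cell clusters of aged *Tfeb fl/fl* KAP than of aged *Tfeb fl/fl* mice. Of the 6 differences, 3 were negative here, OXPHOS in podocyte-like cells and both scores in myeloid-like cells, and 3 were positive, the FA degradation score in podocyte-like (0.0320) and mesangial-like cells (0.0135) and the OXPHOS score in mesangial-like cells (0.0342). The OXPHOS difference in podocyte-like cells turned positive in cells thinned to 2000 UMIs (0.0215) and with the mitochondrially encoded subunits added to the list (0.0228), so that its sign is not settled here. In the S3 segment of these mice the paper reports the OXPHOS pathway as suppressed. The list used here, which is not the KEGG list, was lower too, with 56 of 78 genes lower. Its median of -0.044 was, however, inside the range of random lists. Counts and shares were called different only when they were more than 1.5 times apart. The 30191 cells kept against the paper's 30145, the 17 classes named against the paper's 18, with parietal epithelial cells as the missing class, and the S3-like shares of cells, read by eye from Supplemental Figure 6G, were all closer than that.

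Irregular entries were found in a pair of the paper's tables. In Supplemental Table 7, the lower limit for the FA degradation score in myeloid cells carries a stray hyphen at its end and was read as -0.0561. In Supplemental Table 8, the interval for type A intercalated cells of aged *Tfeb fl/fl* KAP mice, -0.131 to 0.0132, is not centered on its mean of -0.0721, and its half-width was used as the error.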

Other observations

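Chosen only after the result was seen were the tests of free RNA behind the OXPHOS list in S1/S2-like cells and behind the OXPHOS score in endothelial-like and myeloid-like cells, of a change limited to the proximal tubule, of a lower yield of proximal tubule cells, of clustering on differing genes, of proximal tubule RNA in endothelial-like cells and of a library-wide rise of the OXPHOS score, 7 of 16 tests.

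The lower OXPHOS list in S1/S2-like cells of aged *Tfeb fl/fl* against young *Tfeb fl/fl* mice was weighed against 3 accounts. A different mix of clusters is argued against as the whole cause, since the median lay below the range of random lists in 3 of the 4 clusters of the class, and with clusters weighted as in young *Tfeb fl/fl* mice it was still -0.22 (range -0.013 to 0.16). Free RNA left in the young *Tfeb fl/fl* library is argued against by the comparison of aged *Tfeb fl/fl* KAP with young *Tfeb fl/fl* KAP mice, libraries with more corrected entries, where the median was -0.36 (76 of 78 genes lower). The OXPHOS score lay below the range of random lists in 12 of 12 classes outside the proximal tubule too, although in podocyte-like cells the difference itself was positive (0.0202), but these values rest on the young *Tfeb fl/fl* library. For aged *Tfeb fl/fl* KAP against young *Tfeb fl/fl* KAP mice it lay below the range in 4 of the 12, distal convoluted tubule-like (-0.132), connecting tubule-like (-0.0561), type B intercalated-like (-0.0759) and podocyte-like cells (-0.0180), and above it in mesangial-like (0.0161) and myeloid-like cells (0.0829). A change limited to the proximal tubule is thus argued against by the first 3 of these classes, which were lower in both comparisons. In S3-like cells the score was inside its range in aged *Tfeb fl/fl* against young *Tfeb fl/fl* mice (0.0214) and below it in aged *Tfeb fl/fl* KAP against young *Tfeb fl/fl* KAP mice (-0.0347, range -0.0256 to 0.0446). A difference between young and aged libraries in these cell types, whether from age or from handling, stays open and was not tested across mice.

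In endothelial-like and myeloid-like cells the OXPHOS score was lower in aged *Tfeb fl/fl* than in young *Tfeb fl/fl* mice, by differences of -0.100 and -0.0192. Tubule RNA left in the young *Tfeb fl/fl* library may account for this. The score was lower in young *Tfeb fl/fl* KAP than in young *Tfeb fl/fl* mice too, with a difference of -0.0776 in endothelial-like and -0.131 in myeloid-like cells, where no effect of age is involved. Both comparisons use the young *Tfeb fl/fl* library, so that a deviation of that library alone gives the same sign in both. In endothelial-like cells of young *Tfeb fl/fl*, young *Tfeb fl/fl* KAP and aged *Tfeb fl/fl* mice the distal nephron list made up 994, 462 and 117 CPM. The proximal tubule list made up 884, 1092 and 1759 CPM, which argues against RNA of the proximal tubule there. In myeloid-like cells both lists were highest in young *Tfeb fl/fl* mice. An effect of age on these cells stays open.

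Distal nephron transcripts differed in cells that do not make them. In S1/S2-like cells of aged *Tfeb fl/fl* against young *Tfeb fl/fl* mice their list had a median log2 ratio of -1.20 (6 of 7 genes lower) and in S3-like cells of -3.79 (4 genes). It was -2.58 in endothelial-like cells, which fits free RNA of the distal nephron that differs between the libraries and may reach all cells. The list made up 994, 462, 117 and 367 CPM in endothelial-like cells and 343, 169, 98.6 and 68.6 CPM in S1/S2-like cells of young *Tfeb fl/fl*, young *Tfeb fl/fl* KAP, aged *Tfeb fl/fl* and aged *Tfeb fl/fl* KAP mice. A biological difference was not tested for this list.

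RNA of the proximal tubule was tested as a source of FA degradation genes in other cells of the aged libraries. The paper describes lower scores in podocytes of aged *Tfeb fl/fl* KAP mice, and the test was set for that pattern, which was not found. Here the FA degradation score of podocyte-like cells was higher (0.0320) and the OXPHOS score lower (-0.0305), both inside their ranges of random lists. The list of 15 proximal tubule genes made up 334 CPM in podocyte-like cells of aged *Tfeb fl/fl* mice and 453 CPM in those of aged *Tfeb fl/fl* KAP mice. In aged *Tfeb fl/fl* mice the OXPHOS score was higher in S1/S2-like (0.669) than in podocyte-like cells (0.388), so that proximal tubule RNA would raise it. The list was lower in aged *Tfeb fl/fl* mice, which argues against such RNA as the source of the OXPHOS difference. As a source of the higher FA degradation score in aged *Tfeb fl/fl* KAP mice it stays open, since the list was higher there too. For that score it cannot be told apart from other causes. For the higher score in endothelial-like cells of aged *Tfeb fl/fl* KAP mice, the list made up 721 CPM against 1759 CPM in aged *Tfeb fl/fl* mice, the opposite of what such RNA would give. An effect of genotype on these cells stays open and was not tested across mice.

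The OXPHOS score was higher in aged *Tfeb fl/fl* KAP than in aged *Tfeb fl/fl* mice in the 6 tubule classes outside the proximal tubule. A difference between the libraries that reaches every cell type cannot be told apart from one in the tubule, since the score lay above the range of random lists in 3 of 6 classes outside the tubule and below it in 1. What keeps it open is that these classes went both ways. An effect of the loss of TFEB in PTECs on other tubule cells stays open as well.

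Immediate early genes were lower in S3-like cells of aged *Tfeb fl/fl* KAP than of aged *Tfeb fl/fl* mice, with a median log2 ratio of -0.59 (14 of 15 lower), and in S1/S2-like cells (-0.45, 17 of 18 lower). The median was negative in 12 of 13 other classes, in all 12 below the range of random lists, with fibroblast-like cells (0.22) as the exception. These genes respond within minutes to handling and dissociation, and a difference in handling between the 2 libraries may account for the pattern. Members of this list and of the circadian list had been seen among the genes that the paper lists as changed. Circadian genes went both ways in S3-like cells, with a median of -0.15 (4 higher and 4 lower). Gene by gene, *Dbp* (-1.35), *Per3* (-0.68), *Hlf* (-0.40) and *Nr1d2* (-0.30) were lower and *Usp2* (0.48) was higher, and each of these 5 genes had the same sign in most other classes, *Dbp* and *Nr1d2* in 12 of 13, *Per3* in 11 of 13, *Hlf* in 10 of 13 and *Usp2*, close to an even split, in 7 of 12. The sign of the list median was not settled, at 0.021 with at most 20% of counts from mitochondrial genes and 0.0060 with the list filter at 50 CPM. For the 4 lower genes a difference between the libraries that reaches most cell types may play a part, such as the time of day at collection, which the sources used here do not give for these mice. A biological difference between the genotypes in these genes stays open.

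The S3-like share of cells was tested in 2 ways. Clustering on genes that differ between the libraries is argued against as the cause of the highest share in aged *Tfeb fl/fl* mice, since without those genes the share was 19.6% (95% interval 18.5 to 20.6) in aged *Tfeb fl/fl* mice and 12.7 to 15.8% over the intervals of the other 3. The lower share in aged *Tfeb fl/fl* KAP than in aged *Tfeb fl/fl* mice came with a lower share of S1/S2-like cells, 15.6% (95% interval 14.7 to 16.5) against 18.9% (95% interval 17.9 to 20.0), and the intervals of the S3-like share of both classes overlap. Overlap does not show that these shares are equal, and the share was 56.8% in aged *Tfeb fl/fl* KAP against 59.7% in aged *Tfeb fl/fl* mice. A lower yield of all proximal tubule cells in aged *Tfeb fl/fl* KAP mice may account for some or all of the lower S3-like share of cells. A loss of S3 cells with genotype stays open, since yield and loss both lower the share.

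In S3-like cells of young *Tfeb fl/fl* KAP against young *Tfeb fl/fl* mice the largest falls were those of *AY036118* (-2.66) and *Gm42418* (-2.28), transcripts that overlap ribosomal RNA. Both were lower by at least 50% of that log2 ratio in 6 of 14 other classes, *Gm42418* alone counted in 8 and *AY036118* in 7, and neither in 5. A free RNA correction that differed between the libraries cannot be told apart from other causes for these 2 genes, since the other classes were divided, and both genes stood at 0 in type A intercalated cells of young *Tfeb fl/fl* KAP mice. An effect of genotype was not tested across mice.

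The rest of the genes with the largest and smallest log2 ratios were as follows, with no explanation tested. In S3-like cells of aged *Tfeb fl/fl* against young *Tfeb fl/fl* mice they were *Cyp2d12* (4.09), *Cyp2a4* (3.00), *Gsta2* (2.70), *Azgp1* (2.28) and *Cyp2a5* (2.21) at the upper end and *Ttr* (-2.11), *Slco1a1* (-1.47), *Col4a3* (-1.19), *Cyp51* (-1.05) and *Ugt2b38* (-1.04) at the lower, and *Tfeb* was at -0.30 (95% interval -0.57 to -0.027). In young *Tfeb fl/fl* KAP against young *Tfeb fl/fl* mice they were *Ly6e* (1.11), *Azgp1* (1.03), *Gm26917* (0.96), *Odc1* (0.96) and *Cyp2a4* (0.90) at the upper end, and after the 2 transcripts above *Ccnd1* (-1.60), *Prxl2b* (-1.25) and *Txnip* (-0.98) at the lower. *Tfeb* in S1/S2-like cells of the young libraries had a log2 ratio of 0.071 (95% interval -0.20 to 0.34). All 479 genes of Supplemental Table 4 with a value, of the 486 it lists, had the paper's direction, with a correlation of 0.703 across genes. These genes too were chosen by the paper on the same libraries.

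Other gene lists gave the following medians of the log2 ratio. For aged *Tfeb fl/fl* against young *Tfeb fl/fl* mice in S1/S2-like cells, circadian genes were at 0.65 (8 of 10 higher), the proximal tubule list at 0.42, male-biased genes at 0.90 (7 of 8 higher), female-biased genes at 0.90 (3 genes) and peroxisomal genes at 0.15, all above their ranges of random lists. The peroxisomal genes lay inside the range in each of the 4 clusters of the class (0.11, 0.023, 0.19 and 0.18) and, at 0.11, with clusters weighted as in young *Tfeb fl/fl* mice, so that no rise beyond the mix of clusters was shown for them. Immediate early (0.16), glucocorticoid-responsive (-0.10), proteasomal (-0.054), lysosomal (0.028), LD (0.22) and long-chain FAO genes (0.18) lay inside theirs. In S3-like cells, circadian (0.60), immediate early (0.20) and LD genes (0.38) lay above and proteasomal genes (-0.13) below their ranges. The OXPHOS list with both kinds of subunits was at -0.21 and 0.088 in S1/S2-like and S3-like cells.

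In S3-like cells of aged *Tfeb fl/fl* KAP against aged *Tfeb fl/fl* mice, proteasomal genes were at 0.17 (34 of 38 higher) and ribosomal genes at -0.18 (79 of 82 lower), outside their ranges on opposite sides, and the citrate cycle list was at -0.043, inside its range. For S1/S2-like cells of the same mice, male-biased genes were at 0.61 (9 of 9 higher) and glucocorticoid-responsive genes at 0.43 (13 of 13 higher), and the OXPHOS list was at 0.050, above its range. Between aged *Tfeb fl/fl* KAP and young *Tfeb fl/fl* KAP mice, the OXPHOS list of S3-like cells was at -0.051, inside its range, and the lysosome list at -0.062, also inside. In several classes outside the proximal tubule the median of all genes was itself above 0 in aged *Tfeb fl/fl* against young *Tfeb fl/fl* mice. It was 0.16 in the distal convoluted tubule, 0.17 in the connecting tubule, 0.14 in principal cells, 0.20 and 0.16 in type A and type B intercalated cells, and 0.15 in both fibroblasts and myeloid cells. Scaling without mitochondrial genes lowered these medians only in part, to between 0.067 (connecting tubule) and 0.12 (distal convoluted tubule). The cause of the rest was not tested. List medians there are read against random lists, which carry the same shift.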
